# The manganese transporter SLC39A8 links alkaline ceramidase 1 to inflammatory bowel disease

**DOI:** 10.1038/s41467-024-49049-8

**Published:** 2024-06-05

**Authors:** Eun-Kyung Choi, Thekkelnaycke M. Rajendiran, Tanu Soni, Jin-Ho Park, Luisa Aring, Chithra K. Muraleedharan, Vicky Garcia-Hernandez, Nobuhiko Kamada, Linda C. Samuelson, Asma Nusrat, Shigeki Iwase, Young Ah Seo

**Keywords:** Homeostasis, Ulcerative colitis, Metals, Crohn's disease

## Abstract

The metal ion transporter SLC39A8 is associated with physiological traits and diseases, including blood manganese (Mn) levels and inflammatory bowel diseases (IBD). The mechanisms by which SLC39A8 controls Mn homeostasis and epithelial integrity remain elusive. Here, we generate *Slc39a8* intestinal epithelial cell-specific-knockout (*Slc39a8-*IEC KO) mice, which display markedly decreased Mn levels in blood and most organs. Radiotracer studies reveal impaired intestinal absorption of dietary Mn in *Slc39a8-*IEC KO mice. SLC39A8 is localized to the apical membrane and mediates ^54^Mn uptake in intestinal organoid monolayer cultures. Unbiased transcriptomic analysis identifies alkaline ceramidase 1 (ACER1), a key enzyme in sphingolipid metabolism, as a potential therapeutic target for SLC39A8-associated IBDs. Importantly, treatment with an ACER1 inhibitor attenuates colitis in *Slc39a8-*IEC KO mice by remedying barrier dysfunction. Our results highlight the essential roles of SLC39A8 in intestinal Mn absorption and epithelial integrity and offer a therapeutic target for IBD associated with impaired Mn homeostasis.

## Abstract (web summary)

The metal transporter SLC39A8 is linked to blood manganese (Mn) levels and inflammatory bowel diseases (IBD). Here, the authors show that loss of SLC39A8 impairs intestinal Mn absorption and epithelial integrity, suggesting potential therapeutic strategies targeting alkaline ceramidase 1 for IBD patients with SLC39A8 deficiency.

## Introduction

Inflammatory bowel diseases (IBDs), which comprise Crohn’s disease and ulcerative colitis, are major chronic inflammatory disorders affecting the gastrointestinal tract in humans. The etiology and pathogenesis of IBD remain unknown; nevertheless, the prevailing notion is that a complex interplay among genetic, environmental, microbial, and immune factors contributes to the disorders^1^. A significant pathogenic factor for IBD is the disruption of the epithelial barrier function, as this leads to intestinal hyperpermeability^2^. The intestinal epithelial barrier consists of epithelial cells and intercellular junctions that seal the paracellular space and regulate the permeability of the mucosal barrier^3^. This barrier is selective and regulated, permitting the uptake of luminal nutrients while restricting the entry of pathogens and toxins into the intestine^3^. Consequently, a compromised barrier function leads to increased intestinal permeability of luminal antigens and bacteria into the lamina propria, resulting in pathologic immune responses and chronic inflammation^4,5^. Thus, the treatment of intestinal barrier dysfunction may offer therapeutic options for IBDs.

Epidemiological studies have suggested an association between an increased risk of IBD and manganese (Mn) deficiency^6^. Mn is an essential nutrient required for fundamental physiological processes, such as bone formation, immune responses, and carbohydrate metabolism^7^. This multifunctionality likely reflects the action of this nutrient as a constituent of multiple enzymes and an activator of other enzymes^8^. Mn is acquired from the diet and is abundant in plant-based foods, such as whole grains, legumes, rice, nuts, and vegetables, whereas it is deficient in animal sources, including meat, fish, poultry, eggs, and dairy products^9^. Mn deficiency has long been considered rare in humans due to its abundance in dietary sources; therefore, the argument has been made that Mn deficiency might not contribute to IBD. However, increasing evidence has indicated that dietary Mn consumption has decreased by more than 40% in the past 15 years in developed countries, including the US^9–11^, likely due to increasing consumption of a Western diet characterized by high intakes of meats, sugar, and refined grains^9–11^. These studies suggest that dietary Mn deficiency is prevalent in the today’s animal-based diets, paralleling the increasing incidence of IBD^12^. A causal relationship linking Mn deficiency to IBD was previously unknown; however, we have recently demonstrated that dietary Mn deficiency exacerbates the intestinal injury and inflammation associated with colitis in mice, whereas dietary Mn supplementation confers protection against colitis^13^. We also showed that dietary Mn deficiency increased intestinal permeability by impairing intestinal tight junctions^13^. This work provided evidence that Mn is necessary for proper maintenance of the intestinal barrier function and that it protects against colon injury, thereby highlighting a role for Mn in intestinal homeostasis and the occurrence of IBD^13^.

In addition to dietary Mn, several traits and diseases, including whole blood Mn level^14^ and Crohn’s disease^15,16^, are significantly associated with a common genetic variant in the metal ion transporter *SLC39A8* (p.Ala391Thr; A391T). Also known as ZIP8, SLC39A8 is a transmembrane transporter that can mediate the cellular uptake of zinc^17^, iron^18^, Mn^19,20^, and cadmium^21^. Recent genetic studies on human subjects and animal models have revealed that SLC39A8 plays an essential role in regulating Mn levels. For example, *SLC39A8* loss-of-function mutations have been identified in patients with severe Mn deficiency^22,23^. These patients had inappropriately low blood levels of Mn, whereas the levels of other metals were normal^22,23^. We used radiotracer studies to show that SLC39A8 is a cell-surface transporter that strongly stimulates ^54^Mn incorporation into cells. By contrast, the disease-associated mutations completely abrogated the cellular uptake of ^54^Mn^24^, thereby providing a causal link between SLC39A8 deficiency and Mn deficiency. Further study of hepatocyte-specific *Slc39a8* KO mice showed that SLC39A8 was localized to the apical membrane of hepatocytes, where it likely functions to reclaim Mn from the bile, suggesting that this transporter is essential for hepatic Mn homeostasis^25^. These studies establish a role for SLC39A8 in the regulation of Mn levels, further supporting the hypothesis that the SLC39A8 A391T variant may increase the susceptibility to IBD by disturbing Mn homeostasis.

SLC39A8-related diseases have only been recently discovered, and the impact of the SLC39A8 A391T variant on human health and disease is just beginning to be appreciated; therefore, our understanding of the role of SLC39A8 in Mn homeostasis and its contribution to IBD remains limited. The important unresolved issues are: (1) the role of SLC39A8 in intestinal homeostasis; (2) the mechanisms by which SLC39A8 deficiency contributes to the pathophysiology of IBD; and (3) the therapeutic targets for IBD patients with SLC39A8 deficiency. In the present study, we hypothesized that epithelial SLC39A8 controls intestinal Mn homeostasis and epithelial integrity and that dysregulation of Mn homeostasis disrupts the epithelial barrier, thereby causing a predisposition to IBD development. We tested this hypothesis by generating *Slc39a8* intestinal epithelial cell (IEC)-specific knockout (*Slc39a8-*IEC KO) mice and intestinal organoid monolayer cultures to test Mn transport and epithelial integrity. We first demonstrated that IEC-specific *Slc39a8* deletion induced Mn deficiency in the blood and multiple organs, including the intestine. We also used radiotracer ^54^Mn studies to show that Slc39a8 is essential for in vivo intestinal Mn absorption. We then confirmed that *Slc39a8* mediates the uptake of ^54^Mn at the apical membrane of intestinal organoid monolayer cultures. Our unbiased RNA-seq analysis in the *Slc39a8-*IEC KO intestine identified alkaline ceramidase 1 (ACER1), a lipid-generating enzyme that affects intestinal permeability, as a prominent target for maintaining intestinal epithelial integrity. We then demonstrated that treatment with an ACER1 inhibitor reduced intestinal permeability by enhancing tight junction proteins, thereby suppressing intestinal injury in *Slc39a8*-IEC KO mice and intestinal organoid monolayer cultures. Our study findings establish that intestinal epithelial SLC39A8 contributes to whole-body Mn homeostasis by controlling intestinal Mn absorption and that, through this mechanism, SLC39A8 maintains intestinal epithelial integrity and protects against epithelial injury.

## Results

### Loss of intestinal epithelial *Slc39a8* leads to systemic Mn deficiency

The intestine plays a vital role in regulating Mn absorption and homeostasis in vivo^26^. *SLC39A8* is ubiquitously expressed, including in the intestine^17^. Quantitative PCR (qPCR) analysis of tissues from both female and male C57BL/6J mice revealed higher levels of *Slc39a8* in the distal small intestine and colon (Fig. 1a), with no discernible sex-specific differences. Immunofluorescent staining further showed dominant localization of SLC39A8 in the apical membrane of enterocytes in both female and male C57BL/6J mice (Fig. 1b), with no apparent sex-specific differences. The SLC39A8 staining intensity increased, with the highest expression observed in the ileum and colon. In the colon, SLC39A8 immunostaining was localized to the enterocytes lining the epithelium in the crypts. To identify the function of intestinal SLC39A8, we generated *Slc39a8* intestinal epithelial cell (IEC)-specific knockout mice (*Slc39a8-*IEC KO) by crossing floxed *Slc39a8* (*Slc39a8*^*fl/fl*^) mice with *Villin-Cre* mice (Supplementary Fig. 1a). The qPCR analysis confirmed that *Slc39a8-*IEC KO mice had significantly decreased *Slc39a8* mRNA levels in the duodenum (‒90%, *P* < 0.001), jejunum (‒90%, *P* < 0.001), ileum (‒93%, *P* < 0.001), and colon (‒98%, *P* < 0.001), but normal *Slc39a8* expression in other tissues, including liver, heart, lung, kidney, and brain (Fig. 1c). The *Slc39a8-*IEC KO mice were born at the expected Mendelian ratios and exhibited grossly normal appearance and body weight (Supplementary Fig. 1b), indicating that IEC-specific deletion of *Slc39a8* did not lead to lethality.

**Fig. 1:**
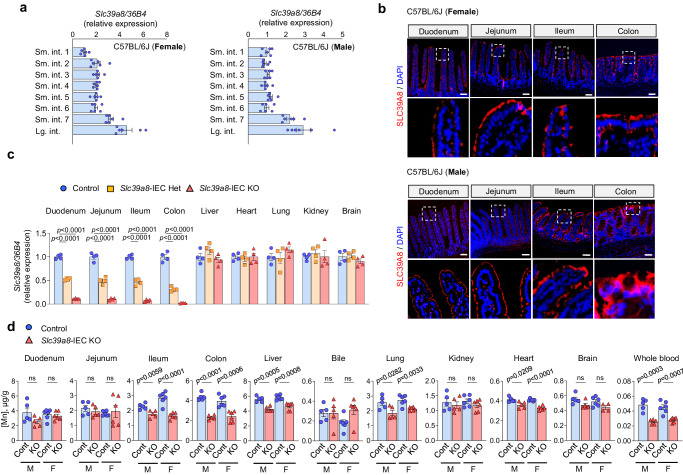
Intestinal epithelial *Slc39a8* deletion leads to systemic Mn deficiency. **a** qPCR analysis of *Slc39a8* expression in 8-week-old C57BL/6J female (left) and male (right) mouse tissues (*n* = 6 per group). Small intestines were equally divided into 7 segments, and each segment is approximately 6 cm in length (Sm. int.1–7). “Small intestine 1” refers to duodenum; “Small intestine 4” refers to jejunum; “Small intestine 7” refers to ileum; and “Large intestine” refers to distal colon. **b** Fluorescence images of frozen duodenal, jejunal, ileal, and colon sections from 8-week-old C57BL/6J female (upper) and male (lower) mice. DAPI (blue); SLC39A8 (red). Original magnification, ×10 and ×60 (enlarged insets); Scale bars: 100 μm. Each image was acquired independently three times, with similar results. **c** qPCR analysis of *Slc39a8* expression in 10-week-old male control and *Slc39a8-*IEC KO mice (*n* = 4 per group). “Duodenum” refers to the proximal 6 cm of small intestines; “Jejunum” refers to the medial 18–24 cm of small intestines; “Ileum” refers to the medial 36–42 cm of small intestines; and “Colon” refers to the distal 4–8 cm of large intestines. **d** ICP-MS analysis of Mn levels in duodenum, jejunum, ileum, colon, liver, bile, lung, kidney, heart, brain, whole blood from 20-week-old male (M) and female (F) control (Cont) and *Slc39a8-*IEC KO (KO) mice (*n* = 5 male per group; *n* = 6 female per group). Data are presented as individual values and represent the mean ± SEM. The *p*-values were determined by one-way ANOVA with Bonferroni’s multiple comparisons test for **c**, and unpaired two-tailed Student’s *t* test for **d**. ns not significant. Source data are provided as a Source Data file.

We determined whether loss of *Slc39a8* in IEC alters metal homeostasis by conducting inductively coupled plasma mass spectroscopy (ICP-MS) measurements of metal concentrations in a variety of tissues from *Slc39a8-*IEC KO and control mice at 20 weeks of age. Compared to the control mice, the *Slc39a8-*IEC KO mice showed a substantial reduction in Mn concentrations not only in the ileum and colon, but also in the liver, lung, heart, and brain (Fig. 1d). Notably, whole blood Mn was markedly decreased in *Slc39a8-*IEC KO mice (Fig. 1d). No sex-specific differences were observed in Mn concentrations (Fig. 1d). Although SLC39A8 can also mediate the cellular uptake of zinc^17^ and iron^18^, the tissue zinc and iron levels did not differ between *Slc39a8-*IEC KO mice and control mice (Supplementary Fig. 2a, b). Loss of *Slc39a8* in the IECs also did not affect the concentrations of other metals, such as copper and selenium (Supplementary Fig. 2c, d). Thus, our *Slc39a8-*IEC KO mouse model induces a specific deletion of *Slc39a8* in the intestine and leads to systemic Mn deficiency with little impact on other metal levels.

### Slc39a8 is essential for intestinal absorption of ^54^Mn

The lower Mn concentrations in whole blood and other tissues of the *Slc39a8-*IEC KO mice (Fig. 1d) suggested a possible role for SLC39A8 in Mn absorption. We tested this possibility by measuring radioactivity in whole blood of control and *Slc39a8-*IEC KO mice 15 min after administration of ^54^Mn by oral-intragastric gavage. The 15 min time point was selected based on previous studies on intestinal absorption of Mn in mice after oral-intragastric gavage^27,28^. We observed that the amount of ^54^Mn in the whole blood was 33% lower (*P* < 0.05) in the *Slc39a8-*IEC KO mice than in the control mice (Fig. 2a). We also measured the amount of ^54^Mn in the enterocytes, liver, and other tissues after administration of ^54^Mn via oral-intragastric gavage. Notably, the amount of ^54^Mn in the ileum was markedly reduced by 44% (*P* < 0.05) in *Slc39a8-*IEC KO mice compared to control mice (Fig. 2b). We also found that tissue ^54^Mn levels were significantly reduced in the liver (‒61%, *P* < 0.05), lung (‒59%, *P* < 0.05), kidney (‒81%, *P* < 0.05), heart (‒69%, *P* < 0.05), and femur (‒41%, *P* < 0.05) in the *Slc39a8-*IEC KO mice (Fig. 2c).

**Fig. 2:**
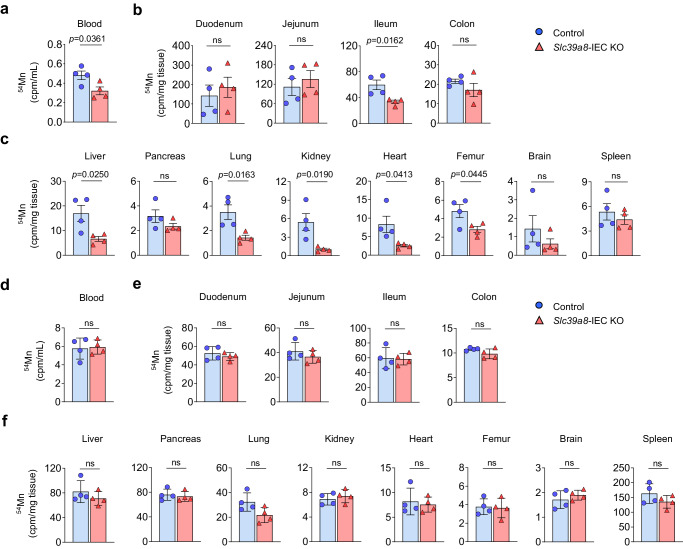
Loss of *Slc39a8* in IECs results in impaired intestinal Mn absorption. **a** Control and *Slc39a8-*IEC KO mice at 10 weeks of age were administered 0.1 µCi [^54^Mn]MnCl_2_ per gram body weight via oral-gastric gavage. Blood was collected at 15 min, and blood counts per min (cpm) were determined by γ-counting. Mice were killed 4 h later, and (**b**) duodenum, jejunum, ileum, and colon, and (**c**) tissue cpm were determined by γ-counting. **d** Control and *Slc39a8-*IEC KO mice at 10 weeks of age were administered 0.1 µCi [^54^Mn]MnCl_2_ per gram body weight via tail vein injection. Blood was collected at 15 min, and blood counts per minute (cpm) were determined by γ-counting. Mice were killed 4 h later, and (**e**) duodenum, jejunum, ileum, and colon, and (**f**) tissue cpm were determined by γ-counting. [control: *n* = 4, *n* = 2 male (M), *n* = 2 female (F); *Slc39a8-*IEC KO: *n* = 4 per group, *n* = 2 M, *n* = 2 F]. Data are presented as individual values and represent the mean ± SEM. The *p*-values were determined by unpaired two-tailed Student’s *t* test for **a**–**f**. ns not significant. Source data are provided as a Source Data file.

The decreased ^54^Mn level in the blood after oral-intragastric gavage could be due to increased clearance; therefore, we measured blood clearance 15 min after intravenous injection of ^54^Mn. The ^54^Mn levels in the whole blood did not differ between the control and *Slc39a8-*IEC KO mice (Fig. 2d). The amount of ^54^Mn in the enterocytes, liver, and other tissues after administration of ^54^Mn via intravenous injection also showed no differences between control and *Slc39a8-*IEC KO mice (Fig. 2e, f). One possibility is that the reduced ^54^Mn levels in the tissues after a 4 h interval from gavage or intravenous injection may reflect enhanced Mn excretion. However, we found a significant reduction in transcript levels of the intestinal Mn excretion proteins, *Slc39a14/ZIP14* and *Slc30a10/ZnT10*, in *Slc39a8*-IEC KO-derived enteroids (Supplementary Fig. 3a), thereby limiting the possibility of enhanced excretion of Mn at least in the intestine. Future studies are warranted to determine the contribution of absorption and excretion of Mn in each tissue. Overall, these data demonstrate that intestinal epithelial SLC39A8 is required for normal Mn uptake.

### Slc39a8 mediates the uptake of ^54^Mn at the apical membranes in intestinal organoid monolayer cultures

The major route of dietary Mn absorption is the intestine^26^, where the IECs import Mn across the apical membrane into enterocytes. We examined the cellular mechanisms of Mn uptake by enterocytes by generating two-dimensional cultures of intestinal organoid monolayers directly from intestinal crypts derived from *Slc39a8-*IEC KO or control mice (Fig. 3a and Supplementary Fig. 3b)^29^. The ileum and colon were chosen as the tissues for generating the 2D enteroids and colonoids over other intestinal regions, as we observed greater expression of *Slc39a8* (Fig. 1a) and a larger reduction in Mn levels in those tissues (Fig. 1d). Immunofluorescence analysis confirmed the localization of SLC39A8 in control enteroid and colonoid monolayers, but its absence in *Slc39a8-*IEC KO monolayers, with an apical concentration suggested by expression next to the tight junction protein ZO-1 above the nuclear compartment (Fig. 3b). We then tested SLC39A8 Mn transport activity by adding ^54^Mn to the apical chamber, and measuring radioactivity in the intestinal organoid monolayer cells (Fig. 3c). Importantly, apical ^54^Mn accumulation was significantly impaired in the *Slc39a8-*IEC KO-derived enteroid (‒35%, *P* < 0.01) and colonoid (‒41%, *P* < 0.001) monolayer cells (Fig. 3d).

**Fig. 3:**
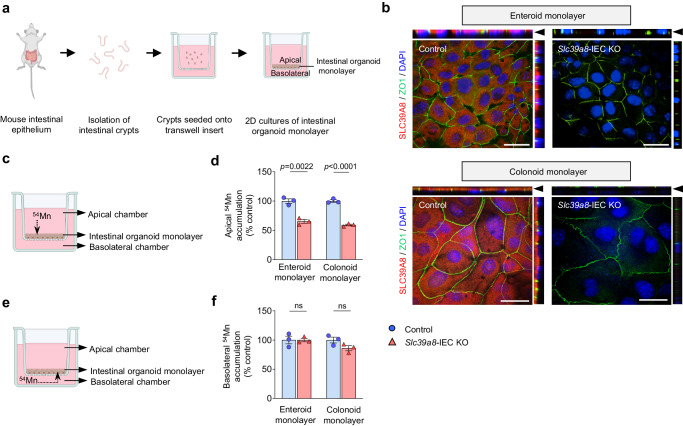
Slc39a8 mediates the uptake of ^54^Mn at the apical membrane of intestinal organoid monolayer culture. **a** Schematic illustrating the generation of intestinal organoid monolayer cultures from murine intestinal crypts. **b** Representative confocal images showing immunostaining for SLC39A8 (red), ZO1 (green), and DAPI (blue) in enteroid or colonoid monolayers from control and *Slc39a8-*IEC KO mice. Polarized apical surfaces were stained with ZO1 (green), indicated by black arrowheads in the top panels. XY projection (bottom panels); XZ projection (top panels) and YZ projection (right panels) orthogonal views. Scale bar: 25 µm. Each image was acquired independently three times, with similar results. **c** Schematic representation of apical ^54^Mn accumulation by intestinal organoid monolayer culture. **d** ^54^Mn was added to the media in the apical compartments of enteroid or colonoid monolayers. Cell-associated radioactivity was determined with a gamma counter (*n* = 3 biologically independent samples). **e** Schematic representation of basolateral ^54^Mn accumulation by primary IECs. **f** ^54^Mn was added to the media in the basolateral compartments of enteroid or colonoid monolayers. Cell-associated radioactivity was determined with a gamma counter (*n* = 3 biologically independent samples). Data are presented as individual values and represent the mean ± SEM. The *p*-values were determined by unpaired two-tailed Student’s *t* test for **d** and **f**. ns not significant. Source data are provided as a Source Data file. Figures **a**, **c**, and **e** were created with BioRender.com released under a Creative Commons Attribution-NonCommercial-NoDerivs 4.0 International license.

The residual apical ^54^Mn accumulation observed in *Slc39a8-*IEC KO-derived intestinal organoid monolayer cells suggests an alternative entry route for Mn at the apical membrane; therefore, we examined the expression of other metal ion transporters that could compensate Mn uptake. The *Slc39a8-*IEC KO-derived enteroids displayed significantly increased *Slc11a2/DMT1* (divalent metal transporter 1) transcript levels and significantly decreased *Slc39a14/ZIP14*, *Slc30a10/ZnT10*, and *Slc40a1/FPN* (ferroportin-1) transcript levels (Supplementary Fig. 3a). These data suggest that DMT1 may compensate for the loss of SLC39A8 expression in Mn uptake. We then studied the consequences of the IEC-specific deletion of *Slc39a8* on basolateral ^54^Mn absorption by adding ^54^Mn to the basolateral chamber and measuring radioactivity in the intestinal organoid monolayer cells (Fig. 3e). In contrast to the striking effect observed on apical ^54^Mn absorption in the *Slc39a8*-deficient IECs, ^54^Mn absorption from the basolateral chamber was similar in both monolayer cells (Fig. 3f). These data indicate that SLC39A8 mediates Mn uptake at the apical membrane of an intestinal organoid monolayer culture and that the loss of *Slc39a8* in IEC does not substantially affect Mn uptake from the basolateral membrane of intestinal organoid monolayer cultures. Collectively, these observations strongly support a model in which SLC39A8 is localized to the apical surface of the enterocytes, where it mediates the uptake of Mn from the intestinal lumen into enterocytes, thereby facilitating the intestinal absorption of dietary Mn.

### IEC-specific deletion of *Slc39a8* exacerbates colitis following intestinal epithelial injury

Dietary Mn deficiency has been suggested to disrupt intestinal barrier function^20^; therefore, our findings that the loss of *Slc39a8* in IEC induces intestinal Mn deficiency led us to hypothesize that the IEC-specific deletion of *Slc39a8* would alter susceptibility to colitis^30^. Dextran sodium sulfate (DSS)-induced experimental colitis is a widely used mouse model to induce acute colonic epithelial injury^30^. We treated *Slc39a8-*IEC KO and control mice with 3% DSS in the drinking water to induce colitis (inflammatory phase) and then placed on regular drinking water (recovery phase) (Fig. 4a). The DSS treatment induced colitis, characterized by rapid weight loss in control mice (Fig. 4b). Notably, *Slc39a8-*IEC KO mice displayed more pronounced body-weight loss (*P* < 0.05, Fig. 4b). Upon returning to regular water, control mice regained body weight, whereas *Slc39a8-*IEC KO mice did not show any recovery and continued to lose body weight until the experimental endpoint (Fig. 4b). As another indicator of tissue injury, the *Slc39a8-*IEC KO mice showed a dramatic decrease in colon length when compared with controls (24%, *P* < 0.001, Fig. 4c, d), indicating exacerbated DSS-induced colitis. The ratio of the spleen weight to body weight was also significantly higher in *Slc39a8-*IEC KO mice than in the control mice after DSS treatment (*P* < 0.01, Fig. 4e), indicating infiltration of splenic macrophages (Supplementary Fig. 3c)^30^. Histological analysis of the colon tissue also revealed significant epithelial degeneration, crypt destruction, severe focal ulceration, and inflammation in *Slc39a8-*IEC KO mice following DSS treatment (Fig. 4f). The total pathological score was significantly higher in the colons of *Slc39a8-*IEC KO mice than in control mice (Fig. 4g). Consistent with previous studies^31,32^, we observed lower sensitivity of female *Slc39a8-*IEC KO mice to the effects of DSS-induced colitis (Supplementary Fig. 3d). Since Slc39a8 expression and Mn levels did not differ between sexes (Figs. 1 and 2), the cause of the lower sensitivity of females to DSS is unknown. Based on these observations, we focused on our further study on male mice.

**Fig. 4:**
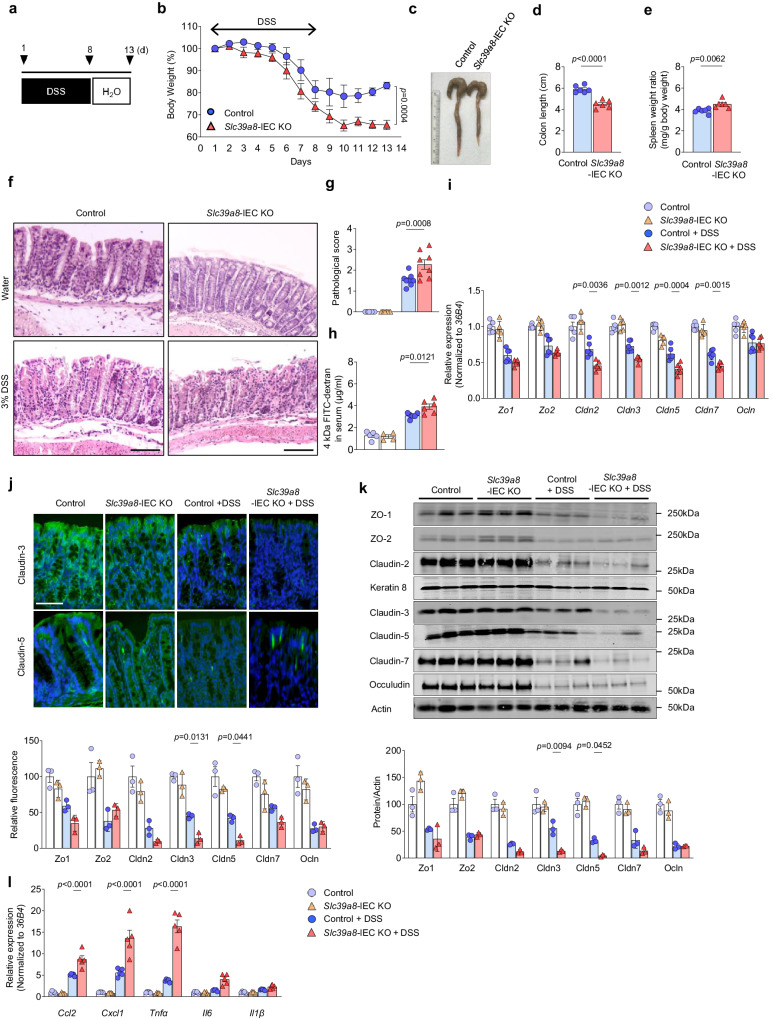
Loss of *Slc39a8* in IECs exacerbates DSS-induced acute model of colitis. **a** Schematic of the DSS-induced acute colitis model. For colitis induction, mice were given drinking water containing 3% (w/v) DSS for 8 days (inflammatory phase). The mice were then provided with regular drinking water for 5 days (recovery phase). Representative data from two independent experiments are shown. **b** Changes in body weight (percentage of original body weight) over time (days) in 8-week-old male control and *Slc39a8-*IEC KO mice following DSS treatment (*n* = 13 per group). **c** Gross morphology of the colon. **d** Colon length and **e** spleen/body weight ratios on day 13 after the DSS treatment in control and *Slc39a8-*IEC KO mice (*n* = 6 per group). **f** Hematoxylin/eosin (H&E) staining of colons and **g** pathological scores on day 13 without or with DSS treatment in control and *Slc39a8-*IEC KO mice (*n* = 8 per group). Scale bars: 100 μm. **h** Measurement of 4 kDa FITC-dextran in serum on day 13 without or with the DSS treatment in control and *Slc39a8-*IEC KO mice (*n* = 6 per group). **i** qPCR quantification (control, *n* = 5; *Slc39a8-*IEC KO, *n* = 5; control + DSS, *n* = 6; *Slc39a8-*IEC KO + DSS, *n* = 6), **j** immunofluorescence staining and relative fluorescence, and **k** immunoblot analysis and densitometric quantification of tight junction proteins in the colons of control and *Slc39a8-*IEC KO mice on day 13 without or with DSS treatment (*n* = 3 per group). Scale bar: 100 μm. **l** qPCR quantification of proinflammatory cytokines and chemokines in the colons of control and *Slc39a8-*IEC KO mice on day 13 without or with DSS treatment (*n* = 5 per group). Data are presented as individual values and represent the mean ± SEM. The *p*-values were determined by two-way ANOVA with Bonferroni’s multiple comparisons test for **b**, unpaired two-tailed Student’s *t* test for **d** and **e**, and one-way ANOVA with Bonferroni’s multiple comparisons test for **g**–**l**. Source data are provided as a Source Data file.

We gained further insight into the change in intestinal permeability after DSS injury by examining barrier function using FITC-dextran (4 kDa molecular weight) as an indicator. Serum FITC-dextran levels on day 13 of DSS treatment were significantly higher in *Slc39a8-*IEC KO mice than in control mice (Fig. 4h). Increased permeability could be attributed to mucosal erosion and impaired epithelial barrier function^33^. Therefore, we examined the expression of tight junction proteins, as these proteins can directly affect intestinal permeability. In *Slc39a8*-IEC KO mice, our qPCR analysis showed significantly greater reductions in the expression levels of tight junction genes *Cldn2, Cldn3, Cldn5*, and *Cldn7* in the colonic mucosa after DSS treatment compared to control mice (Fig. 4i).

Immunofluorescence staining revealed that Zo1, Zo2, Cldn2, Cldn5, and Ocln were localized at the apical side of the colonic epithelium, while Cldn3 and Cldn7 were detected at the lateral membrane (Fig. 4j and Supplementary Fig. 3e). DSS treatment severely impaired the localization and expression of these tight junction proteins (Fig. 4j and Supplementary Fig. 3e). Notably, significantly reduced expression levels of Cldn3 and Cldn5 were observed in the *Slc39a8*-IEC KO mice after DSS treatment (Fig. 4j). Immunoblotting analysis confirmed diminished levels of Cldn3 and Cldn5 (Fig. 4k). While Cldn2 levels can increase in the inflammatory state in human tissues^34,35^, our data and findings by others^36,37^ have indicated decreases in Cldn2 levels (Fig. 4k and Supplementary Fig. 3f), implicating a complex context-dependent Cldn2 regulation. These data suggest a selective impact of Slc39a8 on the transcripts and proteins related to tight junctions. Compared to control mice, *Slc39a8-*IEC KO mice also showed significantly higher expression of the chemokine genes *Ccl2* and *Cxcl1* and the inflammatory cytokine gene *Tnfa* (Fig. 4l). No significant differences were observed between control and *Slc39a8*-IEC KO mice in the measured parameters without DSS treatment, (Fig. 4f–l).

Exacerbated colitis was also examined in *Slc39a8-*IEC KO mice using a second model of 2,4,6-trinitrobenzene sulfonic acid (TNBS)-induced colitis. Intrarectal administration of the haptenating agent TNBS induces a severe CD4^+^ T cell-dependent colitis in mice, resulting in increased permeability and inflammation^38^. Our results were similar for both the TNBS-induced colitis model and the DSS-induced colitis model. *Slc39a8*-IEC KO mice exhibited exacerbated TNBS-induced body weight loss, clinical scores, and colonic injury compared to control mice (Supplementary Fig. 4a–e). Additionally, *Slc39a8*-IEC KO mice displayed increased gut permeability, reduced expression of tight junction protein transcripts of *Zo1* and *Cldn5*, and increased expression of the chemokine genes *Ccl2* and *Cxcl1*, and the inflammatory cytokine gene *Tnfa* (Supplementary Fig. 4f–h). These findings demonstrate that IEC-targeted *Slc39a8* deficiency exacerbates mucosal damage by disrupting barrier function in both DSS and TNBS colitis models.

We further verified the colitis phenotype of *Slc39a8-*IEC KO mice in a third model of chronic DSS colitis that employs cyclical administration of DSS in drinking water followed by recovery with water alone. Mice received two cycles of 3% DSS treatment, each cycle consisting of 8 days of the inflammatory phase followed by 5 days of recovery phase. In the second DSS cycle, the clinical scores were assessed daily^39^ (Fig. 5a). The *Slc39a8-*IEC KO mice developed clinical symptoms of colitis with increasing severity starting on day 2 of the second cycle and peaking on day 11, whereas the symptoms in control mice were delayed and significantly reduced in severity (Fig. 5b). The *Slc39a8-*IEC KO mice also showed an approximately 29% decrease in colon length compared with the control mice (Fig. 5c). Moreover, approximately 50% of the *Slc39a8-*IEC KO mice died by day 13 of the second cycle (Fig. 5d). Histological examination confirmed a marked increase in immune cell infiltration and ulceration in the *Slc39a8-*IEC KO colon (Fig. 5e), with significantly higher pathological scores on day 13 of the second DSS cycle (Fig. 5f). Without DSS treatment, we observed no significant differences between control and *Slc39a8*-IEC KO mice in the measured parameters (Fig. 5c–f). Taken together, the data from both the acute DSS colitis and TNBS colitis model, as well as the chronic DSS colitis model, indicated that the loss of epithelial Slc39a8 exacerbates mucosal barrier damage and promotes colon inflammation and colitis.

**Fig. 5:**
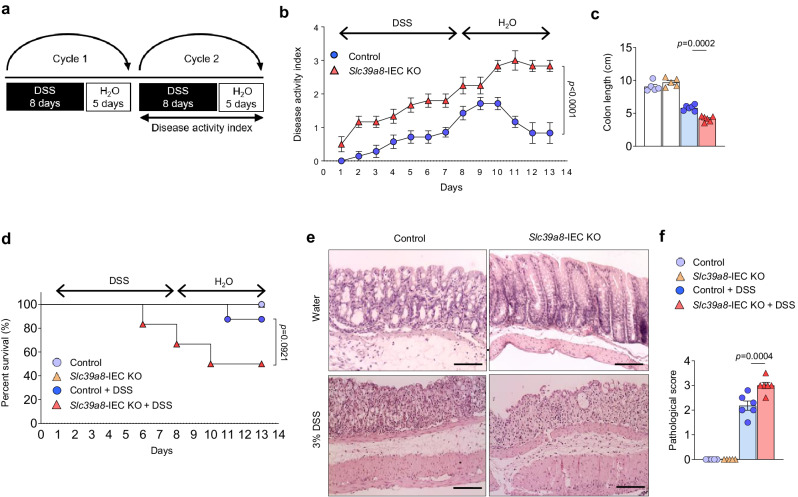
Loss of epithelial Slc39a8 aggravates the DSS-induced chronic model of colitis. **a** Schematic of the DSS-induced chronic colitis model. For colitis induction, mice received two cycles of DSS treatment provided in drinking water. Each cycle consisted of 8 days of water containing 3% DSS (inflammatory phase) followed by 5 days of water alone (recovery phase). Representative data from two independent experiments are shown. **b** Time course of the disease activity index in control and *Slc39a8-*IEC KO mice during the second DSS cycle (*n* = 6 per group). **c** Colon length from control and *Slc39a8-*IEC KO mice on day 14 without or with DSS treatment (control, *n* = 5; *Slc39a8-*IEC KO, *n* = 5; control + DSS, *n* = 6; *Slc39a8-*IEC KO + DSS, *n* = 6 per group). **d** Survival percentage (%) over time. **e** H&E staining of colons and **f** pathological scores from control and *Slc39a8-*IEC KO mice on day 14 without or with DSS treatment (control, *n* = 5; *Slc39a8-*IEC KO, *n* = 5; control + DSS, *n* = 6; *Slc39a8-*IEC KO + DSS, *n* = 6 per group). Scale bars: 100 μm. Data are presented as individual values and represent the mean ± SEM. The *p*-values were determined by two-way ANOVA with Bonferroni’s multiple comparisons test for **b**, one-way ANOVA with Bonferroni’s multiple comparisons test for **c** and **f**, and log-rank test for **d**. Source data are provided as a Source Data file.

### Alkaline ceramidase 1 is upregulated in the intestines of *Slc39a8*-IEC KO mice

To identify the mechanisms by which IEC-specific *Slc39a8* deficiency impairs intestinal integrity and exacerbates intestinal injury, we employed an unbiased RNA-seq approach using ileal and colonic mucosa from *Slc39a8-*IEC KO and control mice. 

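RNA from the ileal and colonic mucosa of 8-week-old male mice was sequenced in 12 libraries, with 3 control and 3 Slc39a8-IEC KO mice per tissue. The sample labels give the strain as C57BL/6J and the genotype of the control mice as homozygous for the floxed Slc39a8 allele, while the paper's methods describe controls as a mixture of floxed, wild-type and Villin-Cre mice. In the KO mice, Cre recombinase is expressed from the Villin promoter, which is active in intestinal epithelial cells. The cDNA was primed with oligo-dT from RNA of the whole mucosa, so the libraries hold transcripts of epithelial and other mucosal cells together. The authors aligned the reads to the mouse genome with STAR and deposited an expected count for each gene and library, an estimate that need not be a whole number and that is not normalized. Written to 2 decimals, 93.7% of these values were whole. The tool that made the estimates is not given in the sources used here. The table lists 53715 genes and 92 spike-in sequences, and no library held a count for a spike-in sequence.

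The total expected count was 18122195 to 23198023 in the ileal control libraries (median 20913415) and 16749138 to 27903083 in the ileal KO libraries (median 23737954). In colon it was 18763641 to 20075452 in the control libraries (median 19784040) and 17531591 to 20502605 in the KO libraries (median 19028814). Expected counts were rounded to whole numbers and scaled with edgeR's TMM factors, and edgeR's filter on low counts kept 16558 genes. Genotype was tested with edgeR's quasi-likelihood test over both tissues, with tissue as a second term. The effect within each tissue, and the difference between the tissues, came from a model of the 4 groups. Genes were called at a Benjamini-Hochberg adjusted p under 0.1, the threshold the paper states. Single genes were also compared by a two-sided exact permutation test that exchanged the genotypes within each tissue. Over both tissues the 400 arrangements allow no p below 0.005, and 3 libraries against 3 in 1 tissue allow none below 0.1. The value of 0.005 takes ileal and colonic libraries as coming from different mice, which the labels do not say. If each mouse gave both tissues, no p below 0.1 would be possible over both tissues either.

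The tissue labels were checked through the tissue effect in control mice. The first principal component of log2 CPM held 63.1% of the variance and separated the 6 ileal from the 6 colonic libraries. Between the control libraries of the 2 tissues, edgeR called 5940 genes, 2689 higher and 3251 lower in colon. This split depended on the scaling. With library size as the only scaling, which moved the median of all genes by 0.22 on the log2 scale, 4156 genes were higher and 2102 lower in colon, and with upper-quartile factors 3373 were higher and 2741 lower. The largest fitted differences were those of Defa36, Olfm4 and Defa3, which were higher in ileum, and of Slc17a2, Hoxa11os and Aqp8, which were higher in colon. Defa36 and Defa3 belong to a family of near-identical genes between which the counting could have divided reads. No fold change is given for these 6 genes, because the control libraries of the other tissue held between 0 and 4 counts of each.

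The ileal libraries also differed in a way that does not follow genotype. Control replicate 3 and KO replicate 1 held few transcripts of smooth muscle. Acta2 was at 7.14 and 4.89 CPM in these libraries and at 398 to 537 CPM in the other ileal libraries, Myh11 at 8.29 and 3.34 against 502 to 698 CPM, and Des at 4.55 and 2.98 against 241 to 375 CPM. The same 2 libraries lay apart on the second principal component, which held 18.2% of the variance. Each genotype has 1 of them, so values within these 2 and within the other ileal libraries are given beside the main results. This division of the libraries was made after their values were seen.

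**Figure D1:**
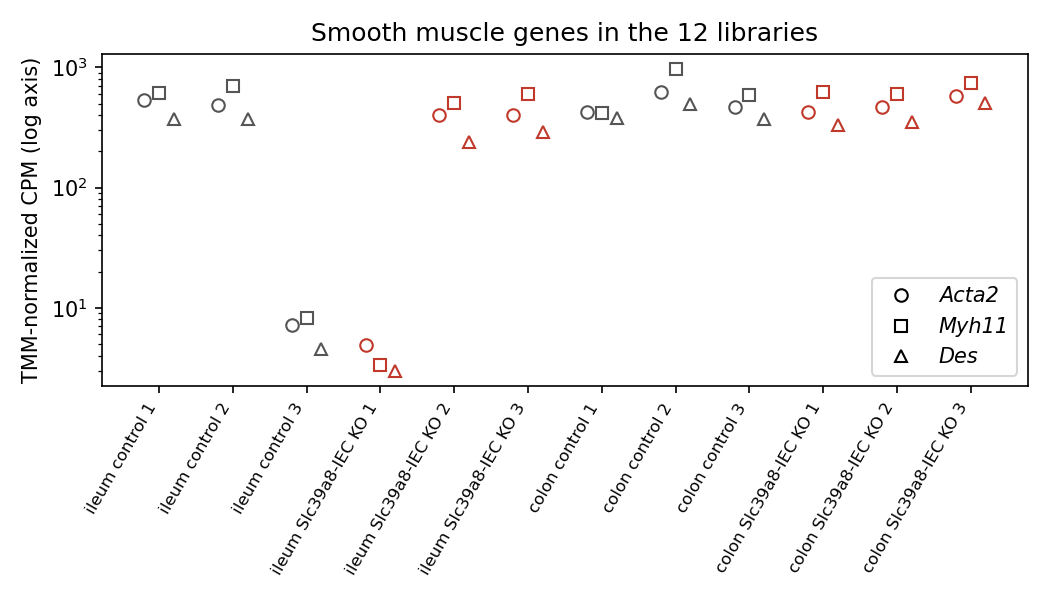
CPM of Acta2, Myh11 and Des (log axis) in each of the 12 libraries, grouped by tissue and genotype. Each point is 1 library, and ileum control replicate 3 and ileum KO replicate 1 lie between 2.98 and 8.29 CPM.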

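Over both tissues, edgeR called 0 of 16558 genes between Slc39a8-IEC KO and control libraries, with 641 genes (3.87%) at an unadjusted p under 0.05. The smallest adjusted p was 0.382. On the same counts DESeq2, the tool the paper used, called 4 of 28017 genes with at least 1 count, 3 higher and 1 lower in the KO libraries, and limma-voom called 1. The genes called with DESeq2 were Slc39a8, Ighv1-55, Entpd4b and Acer1, and in the edgeR test they held ranks 1 to 4 by p. Adjusted over the list alone, all 4 passed in edgeR, but the list was chosen by the study on these libraries, so this is not independent evidence. The 4 genes as a set had a camera adjusted p = 1.2e-04 and a fry adjusted p = 0.0088. Of the alternatives, DESeq2 without the 2 ileal libraries that hold few muscle transcripts, a setting chosen after the values were seen, moved the count most, to 153 genes. With 1 library left out in turn, edgeR called Ighv1-55 without ileum control replicate 3 and Slc39a8 without ileum KO replicate 1, and no gene in the other 10 fits.

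Ighv1-55 (ENSMUSG00000095589.2) is an immunoglobulin heavy chain V gene segment on the minus strand of chromosome 12, from 115208095 to 115208591 in GRCm38 (mm10). It was at 1.42 ± 1.11 CPM (SD, n = 3) in ileal control and 10.8 ± 3.79 CPM in ileal KO libraries, and at 0.212 ± 0.062 and 0.896 ± 0.291 CPM in colon. Its log2 fold change over both tissues was 2.62 (standard error 0.48, adjusted p = 0.998 in edgeR). The counts behind it were low, with 3 to 5 in the colonic control and 5 to 43 in the ileal control libraries, and V segments resemble each other enough for the counting to divide reads between them. Over the alternatives the log2 fold change lay between 2.28, without ileum control replicate 3, and 3.33, and the adjusted p between 1.2e-11 and 1.

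Entpd4b (ENSMUSG00000022066.16) lies on the plus strand of chromosome 14, from 69555424 to 69585520, and its transcript sequence is shared with the paralog Entpd4. It was at 9.00 ± 1.74 CPM (SD, n = 3) in ileal control and 14.9 ± 1.41 CPM in ileal KO libraries, and at 11.7 ± 2.44 and 18.4 ± 2.52 CPM in colon. The log2 fold change was 0.69 (standard error 0.13, adjusted p = 0.998 in edgeR), and lay between 0.64 and 0.78 over the alternatives. For Ighv1-55, Entpd4b, Slc39a8 and Acer1, every KO library lay on the same side of every control library of its tissue. The exact permutation p over both tissues was the smallest possible with the libraries taken as independent. The study chose these 4 genes on these libraries, so this p is not independent evidence. Of all 16558 genes, 0.41% were separated in this way in both tissues and in the same direction, where chance gives 0.5%. Within ileum 3.70% were separated and within colon 12.8%, where chance gives 10%.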

Differential gene expression analyses identified four genes with consistently altered expression in the *Slc39a8*-IEC KO intestines compared to the control (*Padj* < 0.1, ileum and colon data were combined, Fig. 6a and Supplementary Table 1). 

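Slc39a8 (ENSMUSG00000053897.15), the gene targeted in these mice, lies on the plus strand of chromosome 3, from 135825279 to 135888572 in GRCm38 (mm10). In ileum it was at 6.73 ± 1.59 CPM (SD, n = 3) in control and 3.26 ± 0.95 CPM in KO libraries, so 48.4% of the control mean remained. In colon it was at 20.5 ± 0.39 CPM in control and 8.93 ± 2.25 CPM in KO libraries, with 43.6% remaining. The rounded counts were 94 to 155 in ileal control, 59 to 73 in ileal KO, 407 to 427 in colonic control and 156 to 222 in colonic KO libraries. No KO library reached the level of a control library of its tissue (exact permutation test, two-sided, p = 0.005 over both tissues with the libraries taken as independent). The log2 fold change over both tissues was -1.13 (standard error 0.17, adjusted p = 0.382 in edgeR). It was -1.05 (standard error 0.26) in ileum and -1.2 (standard error 0.25) in colon, and the difference of -0.14 (standard error 0.36) was smaller than its error. Over the alternatives the log2 fold change lay between -1.24 and -1.04 and the adjusted p between 7.7e-09 and 1. The lower end came from the fit without ileum KO replicate 1. Between the 2 ileal libraries with few muscle transcripts, 1 of each genotype, the KO library had 0.66 times the CPM of the control library, and the ratio of the means was 0.40 in the other ileal libraries and 0.44 in colon. Expected counts sum the reads of all exons of a gene, so they do not show which exons the remaining transcripts hold.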

Of the four genes, *Slc39a8* expression was downregulated in the *Slc39a8*-IEC KO intestines, demonstrating the validity of the RNA-seq approach. 

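Alkaline ceramidase 1 is encoded by Acer1 (ENSMUSG00000045019.4), which lies on the minus strand of chromosome 17, from 56953490 to 56982126 in GRCm38 (mm10). In ileum Acer1 was at 14.7 ± 3.68 CPM (SD, n = 3) in control and 30.7 ± 9.61 CPM in Slc39a8-IEC KO libraries, and in colon at 58.4 ± 5.48 and 90.6 ± 13.5 CPM. The rounded counts were 195 to 427 in ileal control, 340 to 1002 in ileal KO, 1097 to 1350 in colonic control and 1818 to 2152 in colonic KO libraries. The log2 fold change over both tissues was 0.84 (standard error 0.17, adjusted p = 0.998 in edgeR). Each of the 3 KO libraries of a tissue was above its 3 control libraries (exact permutation test, two-sided, p = 0.005 over both tissues). This is the smallest p possible with the libraries taken as independent. As the study chose Acer1 on these libraries, it is not independent evidence.

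**Figure D2:**
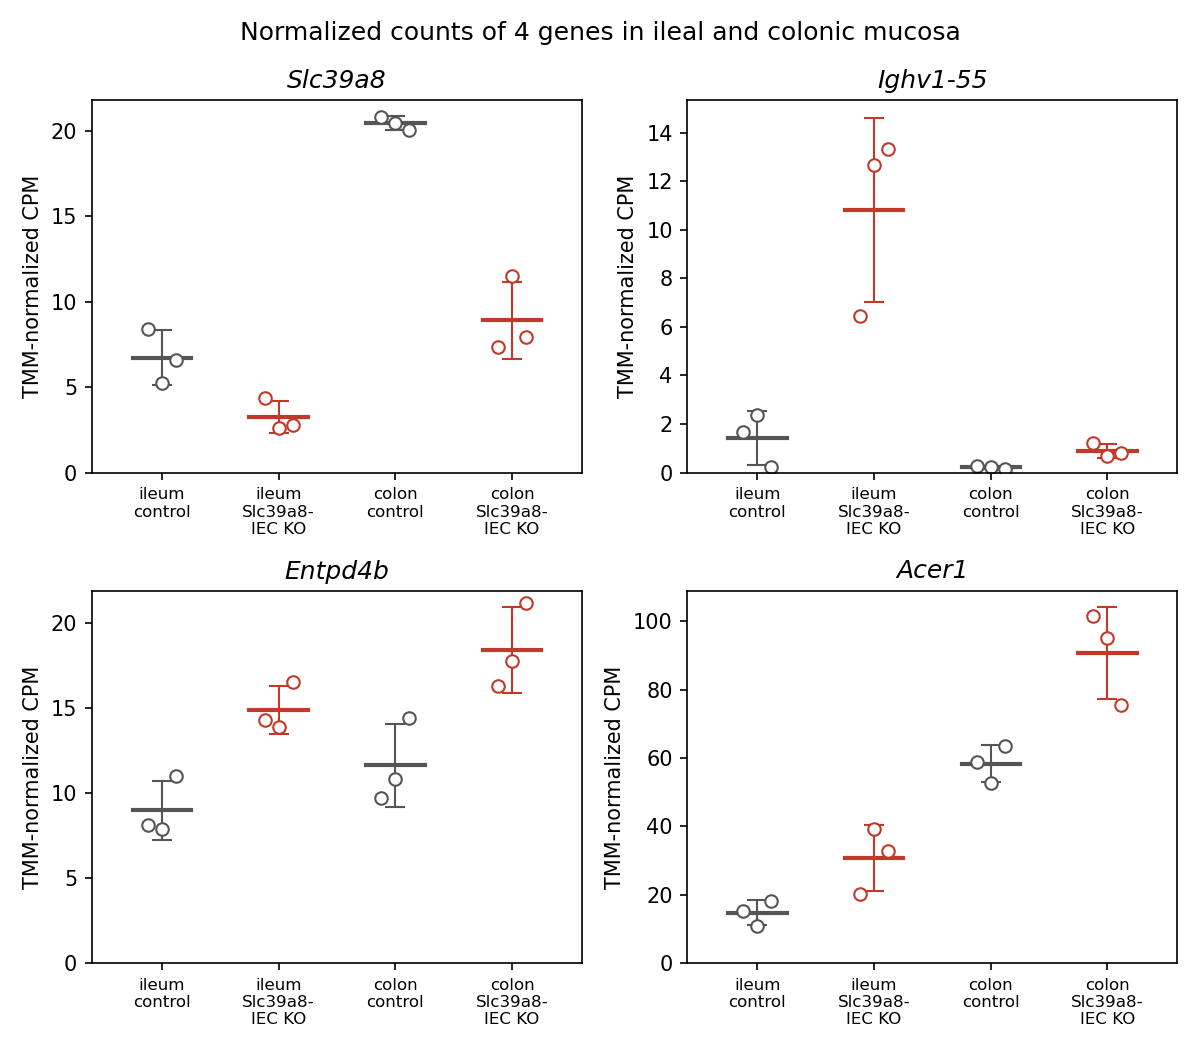
CPM of Slc39a8, Ighv1-55, Entpd4b and Acer1 in each of the 12 libraries, grouped by tissue and genotype, with 1 point per library and bars for the mean and SD of 3 libraries. Acer1 lies between 10.8 and 18.1 CPM in the ileal control libraries and between 20.3 and 39.2 CPM in the ileal KO libraries.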

Among the three upregulated genes, alkaline ceramidase 1 (*Acer1*) drew our attention (Fig. 6a, b). ACER1 is localized to the endoplasmic reticulum (ER)-Golgi network and catalyzes the hydrolysis of ceramides into sphingosine and free fatty acids at an alkaline pH 7.5–9.5^40^. Therefore, ACER1 is a key enzyme in sphingolipid metabolism, a process that is involved in mouse models of colitis and human IBD^41–43^. ACER1 is also critical for regulating ceramide content^44^. Our qPCR analysis using an independent set of RNA samples confirmed the upregulation of *Acer1* expression in the ileal and colonic mucosa from *Slc39a8-*IEC KO mice compared to control mice (Fig. 6c). The upregulation of *Acer1* expression was also confirmed in the enteroid and colonoid monolayers derived from control and *Slc39a8*-IEC KO mice (Fig. 6d). Further analysis by immunoblotting confirmed an increase in Acer1 protein levels in the ileum (~1.4 fold, *P* < 0.05) and colon (~1.3 fold, *P* < 0.05) of *Slc39a8*-IEC KO mice and the enteroid monolayers (~4.5 fold) of *Slc39a8*-IEC KO mice (Fig. 6e, f). 

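In the RNA-seq libraries, the mean CPM of Acer1 in Slc39a8-IEC KO mice was 2.09 times that of control mice in ileum and 1.55 times in colon. The log2 fold change was 1.06 (standard error 0.24) in ileum and 0.63 (standard error 0.24) in colon, and the difference of colon from ileum was -0.43 (standard error 0.34, adjusted p = 1.00 in edgeR). This difference is not resolved with 3 libraries per group. In each tissue the 2 genotypes did not overlap, and the exact permutation p was 0.1, the smallest that 3 libraries against 3 allow. Over the alternatives the log2 fold change lay between 0.85 and 1.29 in ileum and between 0.53 and 0.77 in colon. The difference lay between -0.65, without ileum KO replicate 1, and -0.22, without ileum KO replicate 2, and kept its sign.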

Although the increases in Acer1 protein levels were relatively smaller in the colonoid monolayers (1.3 fold) of *Slc39a8*-IEC KO mice, these smaller changes in the colon were consistent with the RNA-seq results. These results demonstrate that Acer1 is upregulated in the intestines of *Slc39a8-*IEC KO mice.

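With each library left out in turn, the log2 fold change of Acer1 over both tissues stayed between 0.73 and 0.92 in edgeR, and its adjusted p lay between 0.43 and 1. DESeq2 was also run with each library left out, a check chosen after the values were seen. It called Acer1 in 5 of 12 fits, those without ileum control replicate 3, ileum KO replicate 1, colon control replicate 3, colon KO replicate 1 and colon KO replicate 3, with adjusted p between 0.0021 and 0.33 over the 12 fits. The increase differed within ileum. In the pair of libraries with few muscle transcripts, Acer1 was at 18.1 CPM in the control and 20.3 CPM in the KO library, 1.12 times as high, with no replicate for this pair. In the other ileal libraries the means were 13.0 and 36.0 CPM, 2.77 times as high. Of these KO libraries, ileum KO replicate 2 was at 39.2 CPM and ileum KO replicate 3 at 32.8 CPM. Replicate 2 also held Aqp8 transcripts, which are otherwise colonic here, and Acer1 too was higher in colon. Without replicate 2 the ileal log2 fold change was 0.85 in edgeR. With a score of muscle transcripts added as a term, also chosen after the values were seen, the log2 fold change over both tissues was 0.83. Its adjusted p was 0.24 in edgeR and 0.0020 in DESeq2. Over all alternatives the adjusted p lay between 1.9e-04 and 1. The paper reasons from the RNA-seq libraries, from qPCR in an independent set of RNA samples and in enteroid and colonoid monolayers, and from immunoblots of Acer1 protein (Fig. 6), and concludes that Acer1 is upregulated in the intestines of Slc39a8-IEC KO mice.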

**Fig. 6:**
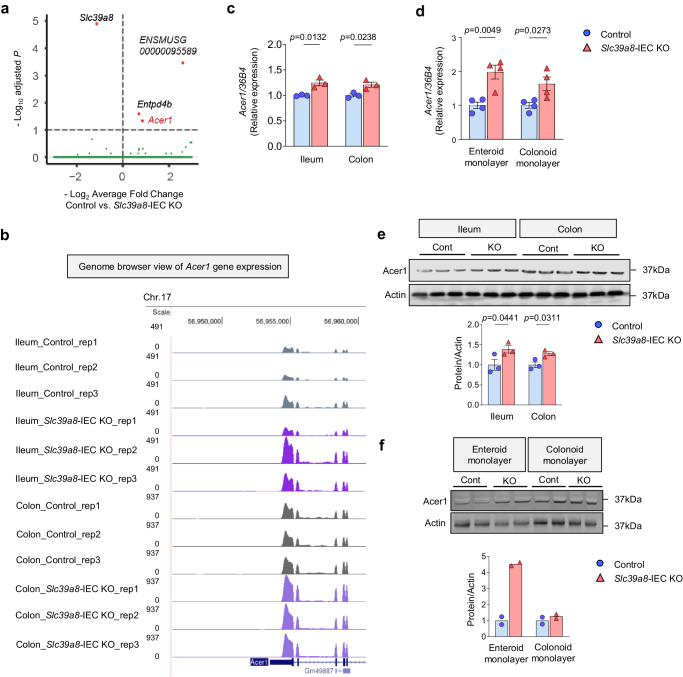
ACER1 is upregulated in the intestine of *Slc39a8*-IEC KO mice. **a** RNA-seq analysis revealed 4 misregulated genes (*P*adj < 0.1, *n* = 3) in the intestines of 8-week-old male *Slc39a8-*IEC KO mice. Volcano plot profiles of the -log10 adjusted *p*-value and log2 fold change of gene expression between control and *Slc39a8-*IEC KO mice intestines. **b** Genome browser shot of the *Acer1* locus. Validation of *Acer1* expression by qPCR in **c** the ileal and colonic mucosa in control and *Slc39a8-*IEC KO mice (*n* = 3 per group), and **d** the enteroid and colonoid monolayers derived from control or *Slc39a8-*IEC KO mice (*n* = 4 biologically independent samples per group). Validation of Acer1 protein expression by immunoblot analysis in **e** the ileal and colonic mucosa in control and *Slc39a8-*IEC KO mice (*n* = 3 per group), and **f** the enteroid and colonoid monolayers derived from control and *Slc39a8*-IEC KO mice (*n* = 2 biologically independent samples). Immunoblots of actin were used as the loading control. Quantification of the relative protein expression after normalization with actin. Data are presented as individual values and represent the mean ± SEM. The *p*-values were determined by Wald test implemented in DESeq2 R package for **a**, and unpaired two-tailed Student’s *t* test for **c**–**e**. Source data are provided as a Source Data file.

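Within 2000000 bases on either side of Acer1 on chromosome 17, 52 other genes were tested between the genotypes. Of these, 5 had an unadjusted p under 0.05, or 9.62%, against 3.85% of the genes elsewhere (Fisher's exact test, two-sided, p = 0.0497). They were Zfp119b, Gtf2f1, Vmac, Trip10 and Fem1a. Gtf2f1, Vmac, Trip10 and Fem1a were named after their values were seen. Zfp119b, with the smallest p of the window, had a log2 fold change of -0.73 (standard error 0.18, adjusted p = 0.998 in edgeR), and the other 4 had positive fold changes of 0.22 to 0.36. In control mice Acer1 was higher in colon than in ileum, with a log2 fold change of 1.99 (standard error 0.25, adjusted p = 1.3e-04 in edgeR).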

### Acer1 inhibitor enhances intestinal barrier function in *Slc39a8*-IEC KO mice-derived intestinal organoid monolayer culture

The finding of higher expression levels of *Acer1* in the ileum and colon (Fig. 6) led us to test the contribution of ACER1 to the impaired intestinal barrier function and IBD susceptibility of *Slc39a8-*IEC KO mice. We selected the ACER1 inhibitor (1S,2R)-d-*erythro*−2-(*N*-myristoylamino)−1-phenyl-1-propanol (D-*e*-MAPP) as it potently and specifically inhibits alkaline ceramidase activity but not acid or neutral ceramidase activity^45^. We first examined the effect of D-*e*-MAPP on epithelial barrier function in intestinal organoid monolayer cultures derived from *Slc39a8-*IEC KO and control mice under normal conditions. D-*e*-MAPP significantly upregulated the tight junction protein transcripts of *Zo1*, *Cldn3*, *Cldn5*, and *Cldn7* in *Slc39a8-*IEC KO mice-derived enteroid and colonoid monolayers (Fig. 7a–d). Further analysis by immunoblotting confirmed that D-*e*-MAPP treatment enhanced levels of tight junction proteins Zo1, Cldn5, and Cldn7 in enteroid monolayers derived from *Slc39a8-*IEC KO mice (Fig. 7e). A similar trend was observed for the Cldn3 protein levels, although it did not reach statistical significance. We then performed FITC-dextran permeability assays and transepithelial electrical resistance (TEER) measurements. D-*e*-MAPP treatment significantly inhibited leakage of FITC-dextran into the bottom chambers in *Slc39a8-*IEC KO mice-derived enteroid and colonoid monolayers (Fig. 7f). Notably, at the highest D-*e*-MAPP dose tested, intestinal permeability, as determined by 4-kDa FITC-dextran, was increased to control-like levels, but no higher (Fig. 7f). Furthermore, the epithelial barrier function analysis by TEER measurements revealed that D-*e*-MAPP significantly increased TEER in the enteroid and colonoid monolayers derived from *Slc39a8-*IEC KO mice (Fig. 7g). The D-*e*-MAPP treatment restored the epithelial barrier function determined by TEER measurements back to control-like levels, but no lower (Fig. 7g). Treatment of intestinal organoid monolayer cultures with D-*e*-MAPP at the indicated doses also did not cause any observable toxicity (Supplementary Fig. 5a). Overall, these results suggest that ACER1 inhibition restores the gut barrier integrity in *Slc39a8*-deficient enterocytes by increasing the expression of tight junction proteins under normal conditions.

**Fig. 7:**
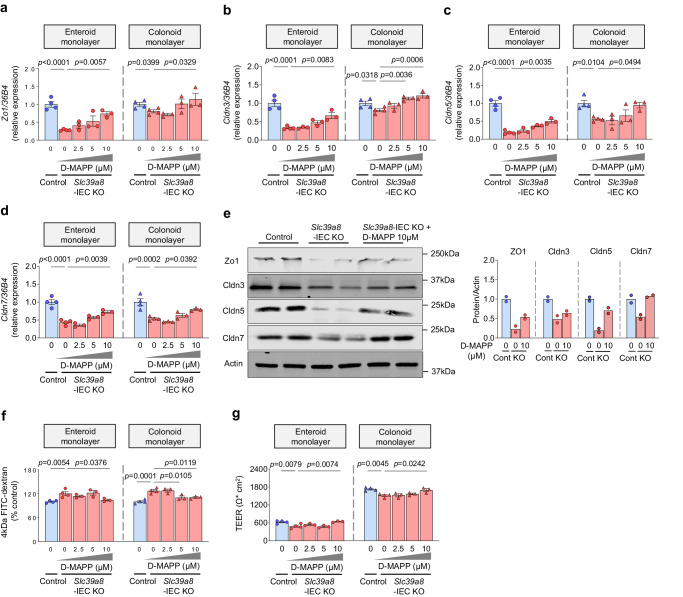
ACER1 inhibitor D-*e*-MAPP promotes upregulation of epithelial tight junction and epithelial barrier function in *Slc39a8-*deficient intestinal organoid monolayer cultures. qPCR analysis of tight junction (**a**) *Zo1*, (**b**) *Cldn3*, (**c**) *Cldn5*, and (**d**) *Cldn7* measured 24 h after D-*e*-MAPP treatment in *Slc39a8-*IEC KO mouse-derived enteroid or colonoid monolayers (Without D-*e*-MAPP treatment, *n* = 4; D-*e*-MAPP treatment, *n* = 3 biologically independent samples). **e** Immunoblot analysis and densitometric quantification of ZO1, Cldn3, Cldn5, and Cldn7 measured 24 h after D-*e*-MAPP treatment in *Slc39a8-*IEC KO mouse-derived enteroid monolayers. Quantification of the relative protein expression after normalization with actin (*n* = 2 biologically independent samples). **f** Paracellular flux of 4 kDa FITC-dextran and **g** Intestinal transepithelial electrical resistance (TEER) were measured 24 h after D-*e*-MAPP treatment in *Slc39a8-*IEC KO mouse-derived enteroid and colonoid monolayers (Without D-*e*-MAPP treatment, *n* = 4; D-*e*-MAPP treatment, *n* = 3 biologically independent samples). Data are presented as individual values and represent the mean ± SEM. The *p*-values were determined by one-way ANOVA with Bonferroni’s multiple comparisons test for **a**–**d**, **f**, and **g**. Source data are provided as a Source Data file.

### Treatment with Acer1 inhibitor D-*e*-MAPP mitigates colitis in *Slc39a8*-IEC KO mice

Preventing increases in gut permeability by enhancing barrier functions could represent a potential therapeutic avenue for treating IBD patients with *SLC39A8* deficiency. We hypothesized that targeting ACER1 may be critical for maintaining epithelial integrity and barrier function to protect against intestinal injury and inflammation in *Slc39a8-*IEC KO mice. We therefore examined the physiological relevance of ACER1 inhibition in the DSS-induced colitis model. The ACER1 inhibitor exhibited strong barrier protective activities by upregulating tight junction proteins in *Slc39a8-*deficient intestinal organoid monolayer culture under normal conditions (without DSS challenge) (Fig. 7). We therefore investigated whether regular exposure to this inhibitor would have sustained and beneficial colitis-preventing effects. Mice were pretreated with or without D-*e*-MAPP via oral gavage administration (10 nmol/g at 24 h intervals) for one week, followed by DSS treatment to induce colitis (inflammatory phase) (Fig. 8a). The mice were then placed on regular drinking water (recovery phase). The *Slc39a8-*IEC KO mice pretreated with D-*e*-MAPP were significantly protected from DSS-induced loss of body weight (Fig. 8b) and colon shortening (Fig. 8c, d). The pretreated *Slc39a8-*IEC KO mice also showed significantly reduced inflammation and pathological scores compared to untreated *Slc39a8-*IEC KO mice (Fig. 8e, f). Notably, we observed reduced intestinal permeability in the *Slc39a8-*IEC KO mice pretreated with D-*e*-MAPP (Fig. 8g). Further analysis of tight junction proteins in these mice also showed that pretreatment with D-*e*-MAPP protected against the downregulation of *Zo1* and *Cldn3* (Fig. 8h). Pretreatment with D-*e*-MAPP in *Slc39a8-*IEC KO mice also reduced the expression of inflammation markers, including *Cxcl1* and *Tnfa*, which are hallmarks of ulcerative colitis (Fig. 8i). Pretreatment of *Slc39a8-*IEC KO or control mice with D-*e*-MAPP did not cause any signs of toxicity, as no changes were observed in mouse body weights or serum AST and ALT levels (Supplementary Fig. 5b–d).

**Fig. 8:**
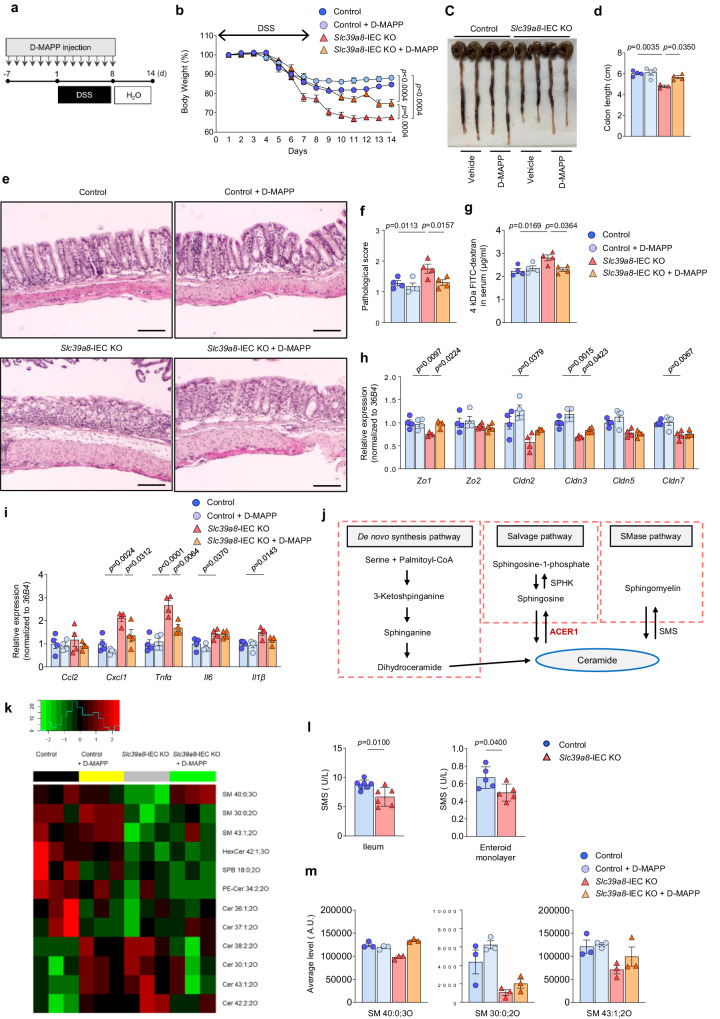
Pretreatment with the ACER1 inhibitor D-*e*-MAPP confers protection against colitis in *Slc39a8*-IEC KO mice. **a** Schematic of pretreatment with the ACER1 inhibitor D-*e*-MAPP in the DSS-induced colitis model in mice. Mice were treated with or without the ACER1 inhibitor D-*e*-MAPP (10 nmol/g body weight) daily for one week, followed by DSS treatment to induce colitis. **b** Changes in body weight (percentage of original body weight) over time (days) in 8-week-old male mice following DSS treatment (*n* = 4 per group). **c** Gross morphology of the large intestine. **d** Colon length on day 14 after the DSS treatment (*n* = 4 per group). **e** Hematoxylin/eosin (H&E) staining of colons and **f** pathological scores on day 14 after DSS treatment (*n* = 4 per group). Scale bars: 100 μm. **g** Measurements of 4-kDa FITC-dextran in serum on day 14 after the DSS treatment in control and *Slc39a8-*IEC KO mice (*n* = 4 per group). qPCR quantification of (**h**) tight junction and (**i**) proinflammatory cytokines and chemokines in colon mucosa on day 13 after DSS treatment in control and *Slc39a8-*IEC KO mice (*n* = 4 per group). **j** Sphingolipid metabolism. **k** Heat map showing significantly altered specific lipids in the intestines of control and *Slc39a8*-IEC KO mice with and without treatment with the ACER1 inhibitor D-*e*-MAPP. Shades of red and green represent upregulated and downregulated lipids, respectively (see color key). Lipid classes include SM sphingomyelins, HexCer hexosylceramides, SPB sphinganine, PE-Cer phosphatidylethanolamine ceramides, and CE: ceramides. *n* = 3 per group. **l** SMS1 activity in control and *Slc39a8*-IEC KO intestines (*n* = 6 per group) and intestinal organoid monolayer cells derived from control and *Slc39a8*-IEC KO mice (*n* = 5 biologically independent samples). **m** Average levels of three sphingomyelin species (SM 40:0;3O, SM 30:0;2O, and SM 43:1;2O). Data are presented as individual values and represent the mean ± SEM. The *p*-values were determined by two-way ANOVA with Bonferroni’s multiple comparisons test for **b**, one-way ANOVA with Bonferroni’s multiple comparisons test for **d**, **f**–**i**, and unpaired two-tailed Student’s *t* test for **l**. Source data are provided as a Source Data file.

The therapeutic applications of D-*e*-MAPP were also examined in the DSS-induced colitis model (Supplementary Fig. 6a). This treatment significantly protected the *Slc39a8-*IEC KO mice from DSS-induced body weight loss (Supplementary Fig. 6b) and colon shortening (Supplementary Fig. 6c, d). Histological analysis also showed significantly less tissue damage and inflammation scores in *Slc39a8-*IEC KO mice treated with D-*e*-MAPP (Supplementary Fig. 6e, f). The intestinal permeability was reduced in *Slc39a8-*IEC KO mice treated with D-*e*-MAPP compared to those without D-*e*-MAPP treatment, although this trend did not reach statistical significance (Supplementary Fig. 6g). Furthermore, D-*e*-MAPP treatment provided protection against DSS-induced downregulation of *Cldn3* in the colon of *Slc39a8-*IEC KO mice (Supplementary Fig. 6h) and reduced the expression of inflammatory markers, such as *Tnfa* and *I11b* (Supplementary Fig. 6i). These results suggest that the ACER1 inhibitor has beneficial effects in preserving the barrier integrity and mitigating colitis in *Slc39a8-*IEC KO mice.

To determine the mechanisms underlying the upregulation of ACER1 and the rescue effect of D-*e*-MAPP, we performed global, unbiased lipidomics profiling of the intestine from WT and mutant mice, with or without the inhibitor, using triple time of flight liquid chromatography-mass spectrometry (Triple-TOF LC-MS). While ACER1 converts ceramide into sphingosine, sphingomyelin synthase (SMS1) converts ceramide into sphingomyelin; therefore, the two enzymes represent two major arms of ceramide metabolism (Fig. 8j). The lipidome profiling identified 40 differentially regulated lipids in *Slc39a8*-IEC KO intestines compared to control (*P*adj < 0.2, Supplementary Fig. 7a). Among the altered lipids, the heatmap (Fig. 8k) represents lipid species relevant to ceramide metabolism, including sphingomyelins, hexosylceramides, sphinganine, phosphatidylethanolamine ceramides, and ceramides. While we predicted a reduction in ceramides following ACER1 upregulation, the reduction was only observed for Cer 38:2;2O and Cer 43:1;2O, whereas four other ceramide species were upregulated in the *Slc39a8*-IEC KO intestines.

Notably, sphingomyelins were all significantly downregulated in the mutants, which is consistent with the fact that Mn is necessary for the activity of ceramide phosphoethanolamine synthase (Cpes)^46^, the insect homolog of SMS1^47^. Indeed, SMS activity was lower in *Slc39a8*-IEC KO intestines compared to control intestines (Fig. 8l). Furthermore, all three sphingomyelin species showed partial or complete restoration of their abundance upon D-*e*-MAPP treatment; the inhibitor alone did not affect the sphingomyelin levels (Fig. 8m). In contrast, we did not find any ceramide species whose changes completely agreed with the phenotypic outcomes, i.e., dysregulation in *Slc39a8*-IEC KO, restoration by D-*e*-MAPP, and no change by inhibitor alone (Supplementary Fig. 7b–g); the six KO-dysregulated ceramides largely satisfied the first two criteria, but D-*e*-MAPP alone also changed their levels in the control intestine, ruling them out as the mediator for gut phenotype rescue effects.

These results led us to propose the following mechanisms underlying Acer1 upregulation in *Slc39a8*-IEC KO intestines and phenotypic rescues by D-*e*-MAPP. First, the reduced SMS1 activity due to Mn deficiency led to reduced sphingomyelins and increased ceramide, triggering the compensatory increase of Acer1 expression to offset the ceramide increases. The increased Acer1 expression indirectly led to alterations in lipid composition, including the upregulation of some ceramide species and dysregulation of other detected lipids. The phenotypic rescues by D-*e*-MAPP (Figs. 7–9 and Supplementary Fig. 6) suggest that the upregulation of Acer1 and associated lipidome alterations contribute to the impaired gut function in *Slc39a8*-IEC KO mice. However, the rescue effect is unlikely to be mediated by ceramides; instead, the restoration of other lipid species, such as sphingomyelin, is the candidate mediator for the observed impact of D-*e*-MAPP on gut physiology.

**Fig. 9:**
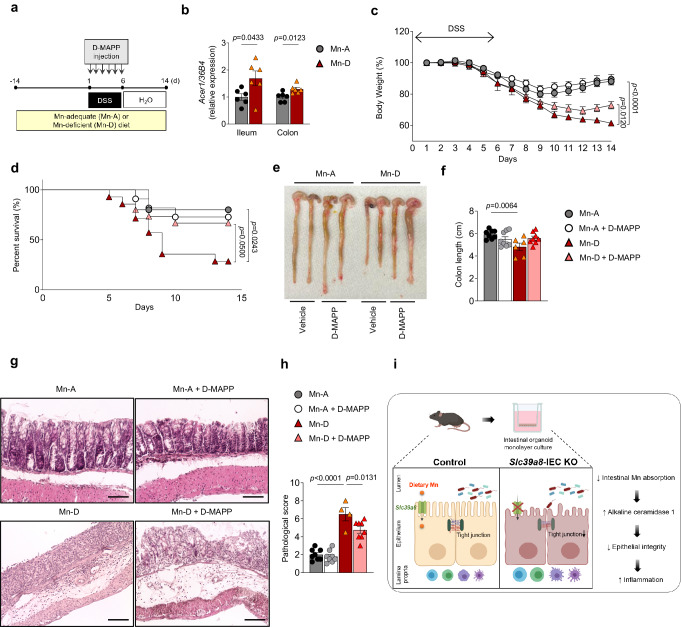
Mn deficiency upregulates Acer1 expression and treatment with ACER1 inhibitor D-*e*-MAPP confers protection against colitis in Mn-deficient mice. **a** Schematic of the dietary Mn restriction experiment and treatment with the ACER1 inhibitor D-*e*-MAPP in the DSS-induced mouse model of colitis. Mice were fed either Mn-deficient (Mn-D) or Mn-adequate (Mn-A) diets for 14 days. Mice were then treated with or without D-*e*-MAPP (10 nmol/g body weight) daily at 24 h intervals during the DSS treatment (inflammatory phase). The mice were then provided with regular drinking water (recovery phase). **b** ACER1 expression in the ileal and colonic mucosa in Mn-A and Mn-D mice (*n* = 6 per group). **c** Changes in body weight (percentage of original body weight) over time (days) in Mn-A and Mn-D mice following DSS treatment (*n* = 15 per group). **d** Survival percentage (%) over time. **e** Gross morphology of the large intestine. **f** Colon length on day 14 after DSS treatment (Mn-A, *n* = 8; Mn-A + D-MAPP, *n* = 8; Mn-D, *n* = 6; Mn-D + D-MAPP, *n* = 8 per group). **g** Hematoxylin/eosin (H&E) staining of colons and **h** pathological scores on day 14 after DSS treatment (Mn-A, *n* = 8; Mn-A + D-MAPP, *n* = 8; Mn-D, *n* = 4; Mn-D + D-MAPP, *n* = 8 per group). Scale bars: 100 μm. **i** A model of the proposed mechanism by which *Slc39a8* deficiency contributes to the pathophysiology of IBD. The proposed scheme shows that *Slc39a8* deficiency impairs intestinal Mn absorption and disrupts the epithelial barrier by the upregulation of Acer1, thereby leading to inflammation. Data are presented as individual values and represent the mean ± SEM. The *p*-values were determined by unpaired two-tailed Student’s *t* test for **b**, two-way ANOVA with Bonferroni’s multiple comparisons test for **c**, Log-rank test for **d**, and one-way ANOVA with Bonferroni’s multiple comparisons test for **f** and **h**. Source data are provided as a Source Data file. Figure 9i was created with BioRender.com released under a Creative Commons Attribution-NonCommercial-NoDerivs 4.0 International license.

### Mn deficiency is sufficient to promote upregulation of Acer1 expression in the intestine, and treatment with an Acer1 inhibitor alleviates colitis in Mn-deficient mice

We also tested the protective effects of the Acer1 inhibitor on DSS-induced colitis in WT mice. Male C57BL/6J mice were fed either with a Mn-deficient (Mn-D) or Mn-adequate (Mn-A) diet for 14 days (Fig. 9a). The qPCR analysis revealed upregulation of *Acer1* expression in the ileal and colonic mucosa from Mn-D mice compared to Mn-A mice (Fig. 9b), indicating that Mn deficiency is sufficient to promote upregulation of *Acer1* expression in the intestine. Mice were then treated with D-*e*-MAPP via oral gavage (10 nmol/g at 24 h intervals) during DSS treatment, followed by placement on regular drinking water (Fig. 9a). The Mn-D mice displayed profound and sustained weight loss when compared to the Mn-A mice (Fig. 9c). Notably, D-*e*-MAPP treatment protected the Mn-D mice from this DSS-induced body weight loss (Fig. 9c), as well as against lower survival rate (Fig. 9d) and colon shortening (Fig. 9e, f), suggesting that the ACER1 inhibitor mitigated intestinal injury in Mn-D mice. Furthermore, the Mn-D mice treated with D-*e*-MAPP revealed marked amelioration of tissue inflammation and injury and significant reductions in their histological scores (Fig. 9g, h). Collectively, these results revealed Mn deficiency-induced ACER1 as a potential therapeutic target for IBDs with either genetic or environmental etiology.

## Discussion

Our studies stem from the observational studies that common genetic variants at the *SLC39A8* locus are significantly associated with various physiological traits and diseases, including whole-blood Mn levels^14^ and IBD^15,16^. We used an IEC-specific *Slc39a8* KO mouse model and intestinal organoid monolayer culture to gain insight into the roles of intestinal Slc39a8 in Mn homeostasis and how Slc39a8 contributes to the pathogenesis of IBD. Our studies revealed essential roles for intestinal Slc39a8 in controlling intestinal Mn absorption and epithelial integrity. Deletion of *Slc39a8* in IEC impairs intestinal absorption of Mn, which in turn reduces the Mn content in other organs and tissues. Slc39a8 is localized to the apical surface of the ileum and colon and functions to import Mn into enterocytes. Moreover, *Slc39a8* deficiency in IECs exacerbates colitis after intestinal epithelial injury. We identified increased levels of ACER1, a lipid-generating enzyme that affects intestinal permeability, in the intestines of *Slc39a8-*IEC KO mice. We further demonstrated that treatment with an ACER1 inhibitor significantly mitigated colitis in both preventive and therapeutic settings by enhancing the expression of tight junction proteins and inhibiting inflammation. Our results demonstrate that intestinal epithelial SLC39A8 controls intestinal Mn absorption and epithelial integrity, thereby providing potential insight into therapeutic options for IBD patients with *SLC39A8* deficiency.

SLC39A8 was identified as a zinc transporter^17^ and thereafter as an iron transporter^18^; therefore, the early studies focused on the characterization of zinc and iron status using cell lines overexpressing SLC39A8. In 2016, *SLC39A8* loss-of-function mutations were identified in human patients, and these patients were found to have abnormally low whole-blood Mn levels but normal levels of other metals^22,23^. Furthermore, human carriers of the *SLC39A8* A391T mutation, which is associated with reduced SLC39A8 activity, also showed reduced whole-blood Mn levels^48,49^. Thus, human genetics studies have revealed an essential role for SLC39A8 in Mn homeostasis. The in vivo roles of SLC39A8 were largely unknown; however, a study of hepatocyte-specific *Slc39a8* KO mice showed that SLC39A8 is essential for hepatic and whole-body Mn homeostasis without affecting other metal levels^25^. Two research groups independently reported alterations in Mn levels, but not zinc and iron levels, in *Slc39a8* A391T knock-in (KI) mice, although the tissue Mn levels reported in these studies were inconsistent^31,32^. In the present study, expansion of the analysis of Mn, zinc, iron, copper, and selenium in multiple tissues (intestines, liver, lung, kidney, heart, brain, and whole blood; *n* = 10 per group in both sexes) revealed that a loss of *Slc39a8* in the intestine reduced whole-body Mn levels without affecting zinc and iron concentrations in any of the tested tissues. Our findings in IEC-specific *Slc39a8* KO mice are consistent with human data showing that patients with *SLC39A8* loss-of-function mutations and human carriers of the *SLC39A8* A391T mutation have reduced whole-body Mn levels. Collectively, these studies suggest that Mn is a major physiological substrate for SLC39A8 and that SLC39A8 is required for Mn homeostasis.

One of the key findings in our present study is that SLC39A8 plays an essential role in controlling intestinal Mn absorption. Whole-body Mn homeostasis is regulated by intestinal absorption and hepatobiliary excretion^26^. The current model of intestinal Mn absorption is that enterocytes take up Mn from the diet at the apical membrane and export it into the bloodstream at the basolateral surface. The iron transporter SLC11A2, also known as divalent metal transporter 1 (DMT1), was considered to act as an intestinal Mn importer and to absorb Mn into duodenal enterocytes^50^; however, IEC-specific DMT1 KO mice showed that DMT1 is dispensable for Mn uptake in the intestine^28^. SLC39A14, a close family member of SLC39A8, localizes to the basolateral membrane of enterocytes, where it takes up Mn from the blood into the enterocytes to promote Mn elimination^51,52^. SLC30A10, a Mn exporter, localizes to the duodenal enterocyte apical membrane, where it exports Mn into the intestinal lumen for subsequent Mn elimination via feces^53,54^. These studies suggest that, in intestinal enterocytes, SLC39A14 at the basolateral membrane and SLC30A10 at the apical membrane limit Mn absorption and enhance intestinal Mn excretion^52–54^. Our study shows that Slc39a8 localizes to the apical membrane of enterocytes, where it mediates intestinal Mn absorption.

Our data suggest that Slc39a8 mediates Mn uptake from the diet at the apical membrane, as markedly less ^54^Mn was accumulated in the ileum from *Slc39a8-*IEC KO mice than from the intestines of controls after oral-intragastric gavage of ^54^Mn. We also showed that *Slc39a8-*deficient intestinal organoid monolayer cultures exhibited reduced ^54^Mn uptake at the apical membrane, but not at the basolateral membrane, thereby demonstrating that SLC39A8 mediates Mn uptake at the apical membrane of enterocytes. Consistent with our findings, single-cell transcriptome analysis in human intestines has revealed high expression of SLC39A8 in both the small and large intestines, implicating the importance of these segments for metal ion absorption^55^. Thus, our data support a model in which SLC39A8 localizes to the apical surface of the enterocytes, where it mediates the uptake of Mn from the intestinal lumen into enterocytes for subsequent intestinal Mn absorption into the bloodstream.

Two recent studies have independently reported altered Mn homeostasis and exacerbated DSS-induced colitis in *Slc39a8* A391T knockin (KI) mice^31,32^. The study by Sunuwar et al. reported that *Slc39a8* A391T KI mice showed reduced Mn levels in whole blood, liver, and kidney, but no alterations in the Mn levels in the distal small intestine, colon, lung, heart, and brain^31^. Nakata et al. reported reduced Mn levels in the whole blood, liver, and colon of *Slc39a8* A391T KI mice, but they did not examine Mn levels in other tissues^32^. The colon Mn data reported in these two studies were inconsistent. Both studies measured the steady-state levels of metals by ICP-MS but did not directly measure intestinal Mn absorption using radiotracer studies. In addition, both studies investigated whole-body mutant mice, which developed a minimal phenotype, but neither study directly explored the cell-type-specific mechanism linking *Slc39a8* deficiency to impaired intestinal barrier function. Our present study demonstrates the roles of intestinal SLC39A8 in the Mn supply for all peripheral tissues examined. Thus, our study provides insights into how Slc39a8 contributes to Mn absorption and protect animals from colitis.

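The number of genes that DESeq2 called between Slc39a8-IEC KO and control libraries depended on single libraries. With each of the 12 libraries left out in turn, a check chosen after the values were seen, DESeq2 called between 2 and 82 genes, with a median of 3.5. The highest count came without ileum control replicate 3. Without ileum KO replicate 1 it called 13 genes, and without colon KO replicate 1 it called 14. Slc39a8 and Ighv1-55 were called in 11 of 12 fits and Entpd4b in 4. Without ileum control replicate 3, these 3 genes had no adjusted p, because DESeq2 left genes of their mean count out of the adjustment.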

Our RNA-seq analysis resulted in the identification of four differentially expressed genes in the *Slc39a8*-IEC KO intestines (Fig. 6a and Supplementary Table 1). Among these four genes, *Slc39a8* was the only downregulated gene in the *Slc39a8*-IEC KO intestines (Fig. 6a and Supplementary Table 1), validating the RNA-seq approach. 

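Of the genes lower in the Slc39a8-IEC KO libraries over both tissues, Slc39a8 had the smallest p in edgeR. It was the 1 gene lower at the threshold in DESeq2 and in limma-voom. With the replicate number as a random effect, limma-voom called 0 genes over both tissues, and the adjusted p of Slc39a8 was 0.178. At an unadjusted p under 0.01, edgeR's test of the genotype effect, both tissues taken together, found 28 genes lower and 48 higher. Without any change, a share of 0.01 of the genes tested would pass on average, which is more than these together. With a score of muscle transcripts as a term in DESeq2, chosen after the values were seen, 7 genes were lower and 31 higher at the threshold over both tissues.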

*Acer1* encodes alkaline ceramidase 1 (ACER1), which catalyzes the hydrolysis of ceramides to generate sphingosine^56,57^. Acer1 catalyzes the hydrolysis of ceramides with unsaturated long acyl chains (C18:1 and C20:1) or a very long saturated (C24:0) or unsaturated (C24:1) acyl chain^57^. Considering the significant association between sphingolipid metabolism and IBD^41^, we further investigated ACER1 in our study. In addition to Acer1, two other members of the alkaline ceramidase family, Acer2 and Acer3, are present in both mice and humans^57,58^. D-*e*-MAPP can inhibit ACER2 and ACER3^59,60^; however, since we did not find any expression changes in *Acer2* and *Acer3* in *Slc39a8*-IEC KO mice (Supplementary Fig. 8a–e), the rescue effect observed with D-*e*-MAPP was likely due to ACER1 inhibition. Nevertheless, the lack of expression changes still does not rule out a potential involvement of Acer2 and Acer3. A previous study has demonstrated that ACER3 plays a crucial role in mediating the immune response in innate immune cells and colonic epithelial cells^61^. Acer3 deficiency has been shown to increase the local and systemic production of proinflammatory cytokines and exacerbated colitis in the DSS-induced murine colitis model^61^. These observations indicate that Acer activities are tightly regulated to ensure normal gut functions.

In addition to ACER1’s role in sphingosine production, sphingosine serves as the substrate for sphingosine kinases (SphKs), which have been extensively implicated in IBD^41,42^. Thus, we tested their expression levels in our model. We found a significant upregulation of *Sphk1* mRNA expression in the ileum and colon of *Slc39a8*-IEC KO mice, whereas *Sphk2* expression levels remain unchanged (Supplementary Fig. 8f, g), suggesting the involvement of the SphK1/S1P pathway. However, our lipidomics data indicate no changes in sphingosine, likely due to compensatory mechanisms. Future studies are needed to explore the intricate regulation of sphingosine metabolism in response to *Slc39a8* deficiency.

One important implication of our findings is that the use of an ACER1 inhibitor might be a better therapeutic avenue than dietary Mn supplementation because our data suggest that *Slc39a8* deficiency impairs intestinal Mn absorption from diet. In addition to the findings for *Slc39a8*-IEC KO intestines, our data demonstrate that dietary Mn deficiency upregulates *Acer1* expression in the intestine and that treatment with an Acer1 inhibitor mitigates colitis in Mn-deficient mice (Fig. 9). Epidemiological studies have shown a positive relationship between Mn deficiency and the risk of IBD. A recent epidemiological survey showed that pediatric patients with newly diagnosed Crohn’s disease and ulcerative colitis have significantly lower Mn levels in their hair samples^6^. Another human study reported significantly lower blood Mn levels in patients with active Crohn’s disease and ulcerative colitis compared to those in remission^62^. These data suggest that IBD patients have a risk of Mn deficiency, and may consequently upregulate Acer1 expression; this possibility can be tested in the future. Nevertheless, interventions aimed at restoring ACER1 levels may be beneficial in improving human IBD conditions. Our study has also revealed an involvement of sphingolipid metabolism and its therapeutic potential in IBD. Further studies are needed to examine whether aberrant sphingolipid metabolism is a general mechanism of IBD or whether it defines a subset of IBD conditions.

## Methods

### Animals

All animal experiments were reviewed and approved by the Institutional Animal Care and Use Committee of the University of Michigan (PRO00008963). For IEC-specific disruption of *Slc39a8*, mice floxed for *Slc39a8* (*Slc39a8*^*fl/fl*^) on a C57BL/6J background (European Mouse Mutant Archive, EM: 05285) were crossed with *Villin-Cre* (*Vil-Cre*) mice on a C57BL/6J background (Jackson Lab, stock number 004586). The *Slc39a8-flox* allele was detected by PCR using the following primers: Forward: 5’-AAGGCGCATAACGATACCAC-3’ and Reverse: 5’-CCGCCTACTGCGACTATAGAGA-3’. The *Villin-Cre* transgenic allele was detected using the following primers: Forward: 5’-TTCTCCTCTAGGCTCGTCCA-3’ and Reverse: 5’-CATGTCCATCAGGTTCTTGC-3’. The *Slc39a8-*IEC KO (*Slc39a8*^*fl/fl*^:*Villin-Cre*) and *Slc39a8-*IEC Het (*Slc39a8*^*fl/+*^:*Villin-Cre*) mice were compared to controls, which included a mixture of three groups: *Slc39a8-*flox (*Slc39a8*^*fl/fl*^ and *Slc39a8*^*fl/+*^), *Slc39a8-*WT (*Slc39a8*^*+/+*^), and *Vil-Cre* (*Slc39a8*^*+/+*^:*Villin-Cre*). We compared key experimental results, such as metal concentrations and experimentally induced colitis models, among the four genotypes of controls. We found no significant differences in Mn concentrations in the ileum and colon among the four genotypes of controls at 6–8 weeks of age (Supplementary Fig. 9a). We also observed that the four genotypes of controls did not display significant differences in DSS sensitivity at 6–8 weeks of age (Supplementary Fig. 9b). These data indicate that the flox sequence and Cre transgene did not impact Mn homeostasis or DSS sensitivity. The mice were housed in a pathogen-free animal facility at 22 °C with 40–60% humidity on a 12-h light/dark cycle, and provided the standard rodent diet of our institution (PicoLab Laboratory Rodent Diet 5L0D, LabDiet; 70 ppm Mn) and water *ad libitum*.

For the Mn-restriction diet experiment, WT C57BL/6 mice aged 4 weeks were purchased from Jackson Laboratory and maintained on a metal-basal diet containing 35 mg Mn/kg (TD120518, Harlan Teklad, Indianapolis, IN, USA)^13,27,63^. The trace element levels in the diet were as recommended by the American Institute of Nutrition^64^. For dietary Mn alterations, the mice were fed either Mn-deficient or Mn-adequate diets (<0.01 and 35 ppm Mn, respectively; Harlan Teklad)^13^. For colitis induction, mice were provided with water containing 3% (w/v) DSS for 6 days (inflammatory phase). The mice were then placed on regular drinking water for 8 days (recovery phase). All mice in the same experiment were from an age-matched, co-housed cohort. This study was performed in strict accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health (Bethesda, MD, USA).

### Materials

General laboratory chemicals and reagent solutions were purchased from Sigma-Aldrich. The ACER1 inhibitor D-*erythro*-MAPP was purchased from Enzo Life Sciences. Specific doses of D-*erythro*-MAPP were chosen based on a previous study^65^. ELISA kits for AST and ALT were purchased from Sigma Aldrich.

### Metal measurements

Tissue samples were analyzed for metals by inductively coupled plasma mass spectrometry (ICP-MS)^13,20,24^. Briefly, tissue samples taken from mice were digested with 2 mL/g total wet weight nitric acid (BDH ARISTAR® ULTRA) for 24 h and then digested with 1 mL/g total wet weight hydrogen peroxide (BDH ARISTAR® ULTRA) for 24 h at room temperature. Specimens were preserved at 4 °C until quantification of metals. Ultrapure water was used for final sample dilution.

### Absorption of Mn in vivo

To assess radiotracer Mn absorption, mice were dosed with 0.1 µCi ^54^Mn (PerkinElmer) per gram body weight via oral-intragastric gavage or tail vein injection. Blood was collected at 15 min, and mice were killed at 4 h, after which tissue ^54^Mn-associated radioactivity (counts per minute) was determined using a γ-counter^27,63^.

### Intestinal organoid monolayer cultures

Intestinal organoid monolayer cultures were created and maintained as previously described^29,66^. Briefly, mouse ileum or colon was dissected and flushed with phosphate buffered saline (PBS) and transferred to chelation buffer (2 mM EDTA, PBS) for 30 min. The ileum or colon was shaken to remove crypt cells and then incubated in PBS with 43 mM sucrose and 55 mM sorbitol and filtered through a 70-μm filter. Isolated intestinal crypts from mice were seeded and maintained in L-WRN conditioned complete media supplemented with 50 ng/mL recombinant human EGF (R&D Systems) and an antibiotic–antimycotic (Corning).

### ^54^Mn uptake study

Intestinal organoid monolayer cultures were grown on Transwell inserts, and ^54^Mn uptake assay was determined as previously described^20,24^. During the ^54^Mn uptake experiment, the extracellular pH was maintained at pH 7.4 in the apical and basolateral compartments to mimic the physiological situation (i.e., the neutral intraluminal pH of the terminal ileum and colon and the normal blood pH)^67^. Apical (basolateral) metal uptake experiments were initiated by adding 1 µM ^54^Mn to the apical (basolateral) chamber, and the cells were incubated at 37 °C at the indicated time points. After uptake, cells were washed 3 times with PBS containing 1 mM EDTA to remove any unbound ^54^Mn and directly harvested for intracellular radioactivity. Radioactivity was determined with a γ-counter and was normalized to the cell protein measured in lysates using the Bradford assay.

### Immunofluorescence

Immunofluorescence staining was performed on frozen tissues or intestinal organoid monolayer cultures^20,24^. Primary antibodies were incubated at room temperature for 1 h, followed by fluorescent secondary antibodies at room temperature for 20 min. Nuclei were detected with 4’,6-diamidino-2-phenylindole (DAPI). The following primary antibodies were used: SLC39A8 (Proteintech, 20459-1-AP, 1:50), ZO-1 (Santa Cruz, sc-33725, 1:50), ZO-2 (Santa Cruz; sc-515115, 1:50), Claudin-2 antibody (Thermo Fisher, # 51-6100, 1:100), Claudin-3 antibody (Thermo Fisher, # 34-1700, 1:100), Claudin-5 antibody (Thermo Fisher, # 35-2500, 1:50), Claudin-7 antibody (Thermo Fisher, # 34-9100, 1:50), and Occludin antibody (Santa Cruz, sc-133256, 1:50). The following secondary antibodies were used: Donkey anti-rat IgG H&L (Alexa Fluor 488) (Thermo Fisher, #A48269, 1:500), Donkey anti-mouse IgG H&L (Alexa Fluor 488) (Thermo Fisher, # A32766, 1:1000), Donkey anti-rabbit IgG H&L (Alexa Fluor 488) (Thermo Fisher, # A32790, 1:000), Goat anti-mouse IgG H&L (Alexa 488 Fisher A11001, 1:1500), and Goat anti-rabbit IgG H&L (Alexa 568 Fisher A11036, 1:1500), Confocal microscopy was performed using a Nikon Eclipse A-1 confocal microscope (Nikon Instruments). Image analysis was performed using ImageJ (NIH) software.

### Chemically induced colitis models

For the acute DSS model, mice were treated with 3% DSS (Fisher Scientific) dissolved in the drinking water to induce colitis (inflammatory phase) and then placed on regular drinking water (recovery phase). The mice were sacrificed on Day 13 or 14 after DSS treatment. For the acute TNBS model, mice were intrarectally injected with 100 mg/kg TNBS (MilliporeSigma) in 50% ethanol, with 50% ethanol treatment used as a control. The mice were sacrificed 7 days after TNBS treatment. For the chronic DSS model, mice received two cycles of 3% DSS treatment, each cycle consisting of 8 days of inflammatory phase followed by 5 days of recovery phase. The mice were sacrificed on Day 26 after DSS treatment. Body weights, stool consistency, and GI bleeding were monitored daily. Clinical scores and colon damage scores were estimated as detailed previously^39^.

### Histology and immunohistochemical staining

Tissues were fixed in 4% paraformaldehyde at 4 °C overnight. Hematoxylin/eosin (H&E) analysis was performed in paraffin-embedded tissue sections (5 µm). The histological scoring was performed by a pathologist who blindly assessed the degree of surface epithelial loss, crypt destruction, and inflammatory cell infiltration into the mucosa, resulting in a score from 0 (no disease activity) to 12 (most severe disease activity).

### Intestinal permeability assay

Intestinal permeability assay was performed as previously described^13^. Briefly, fluorescein isothiocyanate (FITC)-dextran (MW 4000; FD4, Sigma-Aldrich) was administered by oral gavage to examine the intestinal barrier function. Serum was collected 4 h later, and the fluorescence intensity of each sample (excitation, 485 nm; emission, 525 nm) was measured using a BioTek Synergy microplate reader (BioTek Instruments).

### Transepithelial electrical resistance (TEER)

IECs were grown on permeable supports, and monolayers were monitored for electrical resistance using an epithelial volt-ohmmeter (EVOM/EndOhm; World Precision Instruments).

### RNA isolation and sequencing

Total RNA was isolated from ileal or colonic mucosa from each mouse using the RNeasy mini kit (Qiagen, Valencia, CA). Three mice (*n* = 3 biological replicates) were used per experimental group. The sample size was determined based on previously described power calculations to optimize the detection of differentially expressed genes^68^. RNA concentrations were measured with an Epoch Microplate Spectrophotometer (BioTek Instruments). RNA integrity was assessed with an Agilent Bioanalyzer 2100 using a Nano 6000 assay kit (Agilent Technologies). An RNA integrity number (RIN) > 7.2 was considered the minimum requirement for library preparation. RNA was reverse transcribed into cDNA using oligo-dT, and cDNA libraries were generated with a NEBNext Ultra II RNA Library Prep Kit (NEB #E7775). An insert size of 250–300 bp was used for cDNA library preparation. Libraries were sequenced on the Illumina NovaSeq 6000 platform with a 150-bp paired-end mode. Reference genome and annotation files were downloaded from Ensemble, and RNA-seq data were aligned to the reference genome using the Spliced Transcripts Alignment to a Reference (STAR) software^69^. The DESeq2 package was used for differential expression analysis.

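With tissue as a term beside genotype, DESeq2 called 4 genes over both tissues. Without the tissue term, the adjusted p of Acer1 in DESeq2 was 1.00, and over the alternatives of this result it lay between 1.9e-04 and 1. The paper's text does not name the terms of its model. Its adjusted p-values for all 4 genes were met at the digits it gives with the tissue term, and for none of them without it. This argues for a tissue term in the paper's model.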

### qPCR

Purified RNA was reverse-transcribed with SuperScript III First-Strand Synthesis System (Invitrogen, Thermo Fisher Scientific)^70^. The qPCR was performed using the Power SYBRGreen PCR Master Mix (Applied Biosystems). The mRNA was normalized using 36B4. The primers used for qPCR are listed in Supplementary Table 2, and were all purchased from Integrated Genomics Technologies.

### Immunoblot

Protein samples were loaded on SDS-polyacrylamide gels, separated by electrophoresis, and then transferred to a nitrocellulose membrane (Bio-Rad, Hercules, CA, USA; Cat. No. 1620115). The membrane was immunoblotted with primary antibody ZO-1 (Santa Cruz, sc-33725, 1:500), ZO-2 (Santa Cruz; sc-515115, 1:500), Claudin-2 (Thermo Fisher, # 51-6100, 1:1000), Claudin-3 (Thermo Fisher, # 34-1700, 1:1000), Claudin-5 (Thermo Fisher, # 35-2500, 1:1000), Claudin-7 (Thermo Fisher, # 34-9100, 1:1000), Occludin (Santa Cruz, sc-133256, 1:1000), Cytokeratin 8/18 (Abcam, ab53280, 1:50000), ASAH3 antibody (Thermo Fisher, # PA5-75603, 1:500), and Actin (Proteintech, 66009-1-lg, 1:3000). The blots were visualized with infrared secondary antibodies, IRDye 680RD Goat anti-rat IgG Secondary antibody (Liborbio, #926-69076, 1:20000), IRDye 800CW Donkey anti-mouse IgG Secondary antibody (Liborbio, #925-32212, 1:20000), or IRDye 680LT Donkey anti-rabbit IgG Secondary antibody (Liborbio, #926-69021, 1:15000), using a LI-COR Odyssey fluorescent western blotting system (LI-COR Biosciences, Lincoln, NE, USA). Protein expression was quantified by densitometry (Image Studio Lite; LI-COR).

### Lipidomics

Details of sample preparation and identification for untargeted lipidomic profiling have been previously reported^71^. Lipids were extracted using a modified Bligh-Dyer method^72^. Extraction was carried out using water:methanol:dichloromethane (2:2:2, v/v) at room temperature after spiking with internal standard lipids. The organic layer was collected and dried completely under nitrogen and the contained lipids were further analyzed by liquid chromatography-mass spectrometry (MS)-based lipidomics. The dried lipid extracts were injected onto a 1.8-μm particle 50 ×2.1 mm id Waters Corporation Acquity HSS T3 column, which was heated to 55 °C. A binary gradient system consisting of acetonitrile and water with 10 mM ammonium acetate (40:60, v:v) was used as eluent A. Eluent B consisted of water, acetonitrile, and isopropanol, both containing 10 mM ammonium acetate (5:10:85, v/v). The lipid extracts were reconstituted in buffer B and injected for MS. The MS analysis alternated between MS and data-dependent MS2 scans using dynamic exclusion in both positive and negative polarity. As quality controls (QC) to monitor the profiling process, pools of plasma and test plasma (a small aliquot from all test samples) were extracted and analyzed in tandem with experimental samples. These controls were incorporated multiple times into the randomization scheme to allow constant monitoring of the sample preparation and analytical variability.

Lipids were identified using the LIPIDBLAST library^73^ by matching the product ion MS/MS data. To facilitate accurate lipid identification, a more stringent mass error rate of 0.001 m/z for the positive mode and 0.005 m/z for the negative mode was determined based on the mass accuracy of internal standards to reduce the rate of false positives and identify likely correct candidates. The sphingolipid species considered for identification were limited to features with (%RSD < 20) in pooled samples. More details regarding the spectral matching procedure used for compound identification against the LipidBlast library are outlined in the original report^74^.

A manual review of spectral matches was performed in all potentially uncertain cases, including the sphingolipid species. Examples of spectral matches are included in Supplementary Fig. 10a, b. The product ion scan of [M+Na]+ species of sphingomyelin (SM 34:1, 2O) yields three fragments corresponding to neutral loss (NL) of C3H9N (m/z 666.477, C36H70NO6PNa+), NL of C5H14NO4P (m/z 542.486, C34H65NO2Na+), NL of C5H16NO5P (m/z 502.497, C34H64NO+), respectively. A product ion scan of m/z 300.2860, which corresponds to the [M + H]+ ion for sphingosine (SPB) 18:1;2O molecular species, was searched against the LipidBlast In-Silico library, revealing an exact match for the expected compound with high library scores (Supplementary Fig. 10a). MS/MS spectra of ceramides in the positive mode were dominated by fragments from the sphingoid base (Supplementary Fig. 10b). Collisional activation of ceramides in positive ion mode showed the characteristic product ions of m/z 264.2684 [C18H34N]+ and 282.279 that were attributed to the loss of N-linked fatty acid and one and two water molecules, respectively. The positive mode MSMS product ion spectrum of HexCer 18:0;3O/16:0;(2OH), which is illustrated in Supplementary Fig. 10b. This compound shows an NL of C6H10O5, the hexose ring, results m/z 572.5232 (Supplementary Fig. 10b), as well as other peaks that are m/z 554.5143 and m/z 264.2686 correspond to NL of C6H10O5 and H2O and SPB 18:0;O3 −3H2O respectively. Chromatographic retention time (RT) was utilized to validate identifications. The scatter plots (Supplementary Figs. 10c, d) demonstrate a linear relationship between sphingolipid RT, alkyl chain length, and desaturation, aligning with expected elution patterns. No significant deviations were observed, supporting the accuracy of our identifications.

MS data files were processed using MultiQuant 1.1.0.26 (Applied Biosystems/MDS Analytical Technologies). Identified lipids were quantified by normalizing against their respective internal standard. QC samples were used to monitor the overall quality of the lipid extraction and MS analyses and were mainly used to remove technical outliers and lipid species that were detected below the lipid class-based lower limit of quantification.

### Statistics and reproducibility

Data are presented as individual values and represent the mean ± SEM. The exact sample size and the statistical tests are described in figure legends, exact *p* values are provided in the figure legends and Source Data. Test used include one-way ANOVA, two-way ANOVA, or two-tailed Student’s *t* test by GraphPad Prism software 8.0 (San Diego, CA, USA). Outliers were identified using the GraphPad ROUT (robust regression and outlier removal) method (Q = 1%).

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary information

Peer Review File

Reporting Summary

### Source data

Source Data

## Data Availability

All data generated or analyzed during this study are included in this published article (and its supplementary information files). All the datasets in this study are existing published and are available via the NCBI website, including Gene Expression Omnibus (GSE) accession number: GSE192695. Lipidomics data have been deposited at https://github.com/SeoResearchLab/IECKO2023. Source data are provided with this paper. Any additional information is available upon request to the corresponding author. Source data are provided with this paper.

# Supplementary material for: The manganese transporter SLC39A8 links alkaline ceramidase 1 to inflammatory bowel disease
**Source:** Nat Commun. 2024 Jun 5;15:4775. doi: 10.1038/s41467-024-49049-8
**Supplement:** Supplementary file 1 — Supplementary information

## Supplementary Information for

### The manganese transporter SLC39A8 links alkaline ceramidase 1 to inflammatory bowel disease

Eun-Kyung Choi<sup>1</sup>, Thekkelnaycke M. Rajendiran<sup>2,3</sup>, Tanu Soni<sup>3</sup>, Jin-Ho Park<sup>1</sup>, Luisa Aring<sup>1</sup>, Chithra K. Muraleedharan<sup>2</sup>, Vicky Garcia-Hernandez<sup>2</sup>, Nobuhiko Kamada<sup>2,4</sup>, Linda C Samuelson<sup>4,5</sup>, Asma Nusrat<sup>2</sup>, Shigeki Iwase<sup>6</sup>, and Young Ah Seo<sup>1\*</sup>

## Supplementary Figure 1

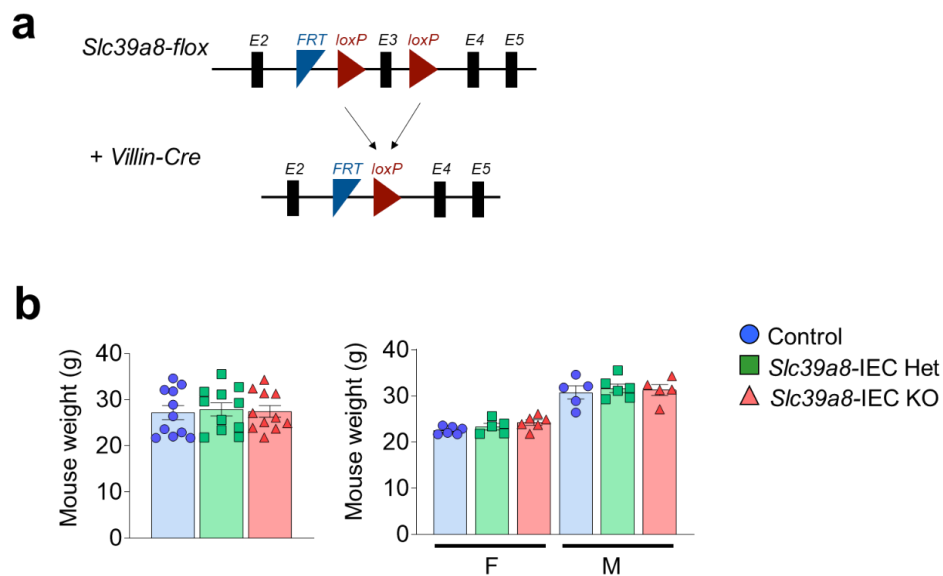

**Supplementary Fig. 1. Generation of *Slc39a8* IEC-KO mice.** (a) Schematic representation of mice with deletion of *Slc39a8* in the intestine. (b) Mouse body weight in 20-week-old control and *Slc39a8*-IEC KO mice. [control :  $n = 11$ ,  $n = 5$  male (M),  $n = 6$  female (F); *Slc39a8*-IEC Het :  $n = 11$ ,  $n = 5$  M,  $n = 6$  F *Slc39a8*-IEC KO :  $n = 11$ ,  $n = 5$  M,  $n = 6$  F]. Data are presented as individual values and represent the mean  $\pm$  SEM. The  $p$ -values were determined by one-way ANOVA with Bonferroni's multiple comparisons test for **b**. Source data are provided as a Source Data file.

## Supplementary Figure 2

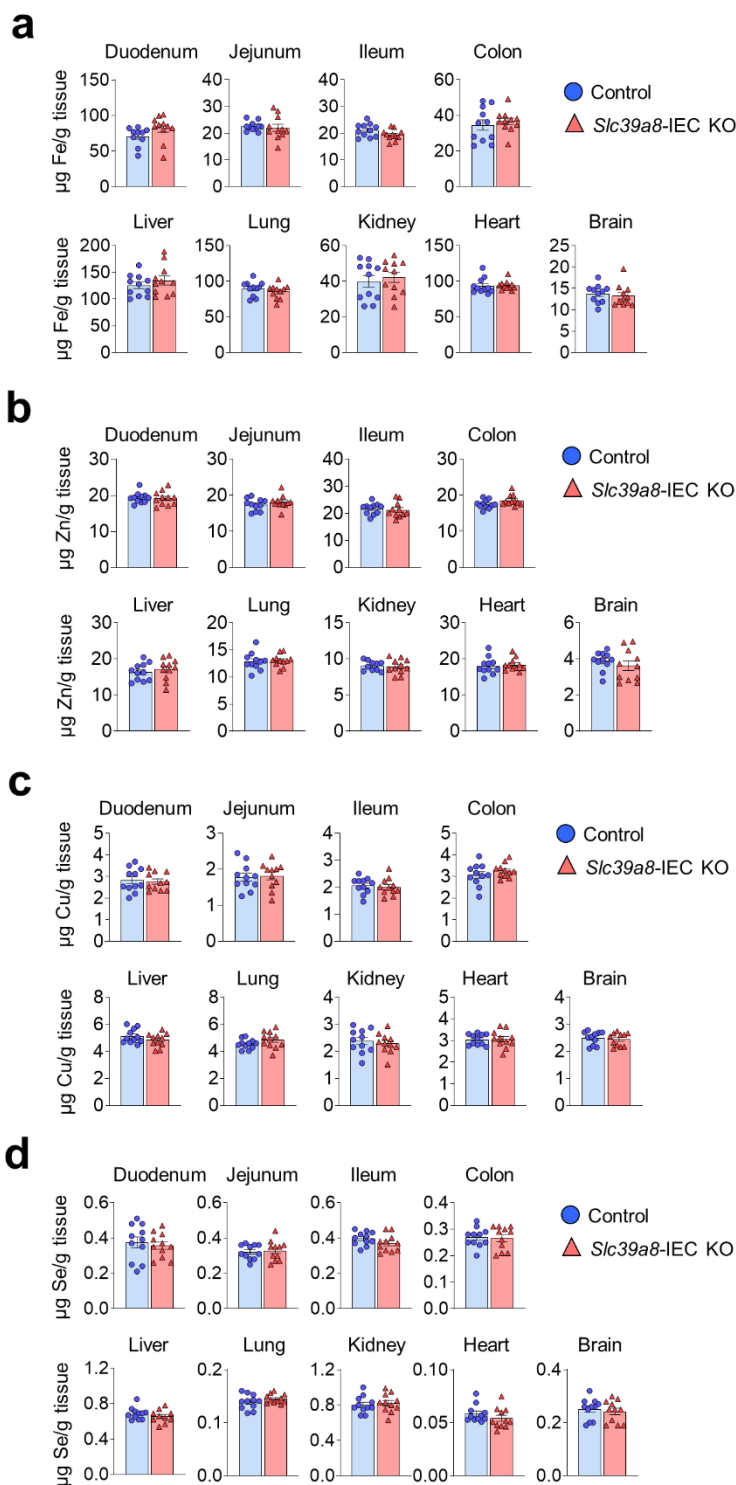

**Supplementary Fig. 2. Iron (Fe), zinc (Zn), copper (Cu), and selenium (Se) levels in control and *Slc39a8*-IEC KO mouse models.** (a-d) ICP-MS analysis of (a) Fe, (b) Zn, (c) Cu, and (d) Se levels in 20-week-old female and male control and *Slc39a8*-IEC KO mice. [control :  $n = 11$ ,  $n = 5$  male (M),  $n = 6$  female (F); *Slc39a8*-IEC Het :  $n = 11$ ,  $n = 5$  M,  $n = 6$  F; *Slc39a8*-IEC KO :  $n = 11$ ,  $n = 5$  M,  $n = 6$  F]. Data are presented as individual values and represent the mean  $\pm$  SEM. The  $p$ -values were determined by unpaired two-tailed Student's  $t$ -test for **a**, **b**, and **c**. Source data are provided as a Source Data file.

### Supplementary Figure 3

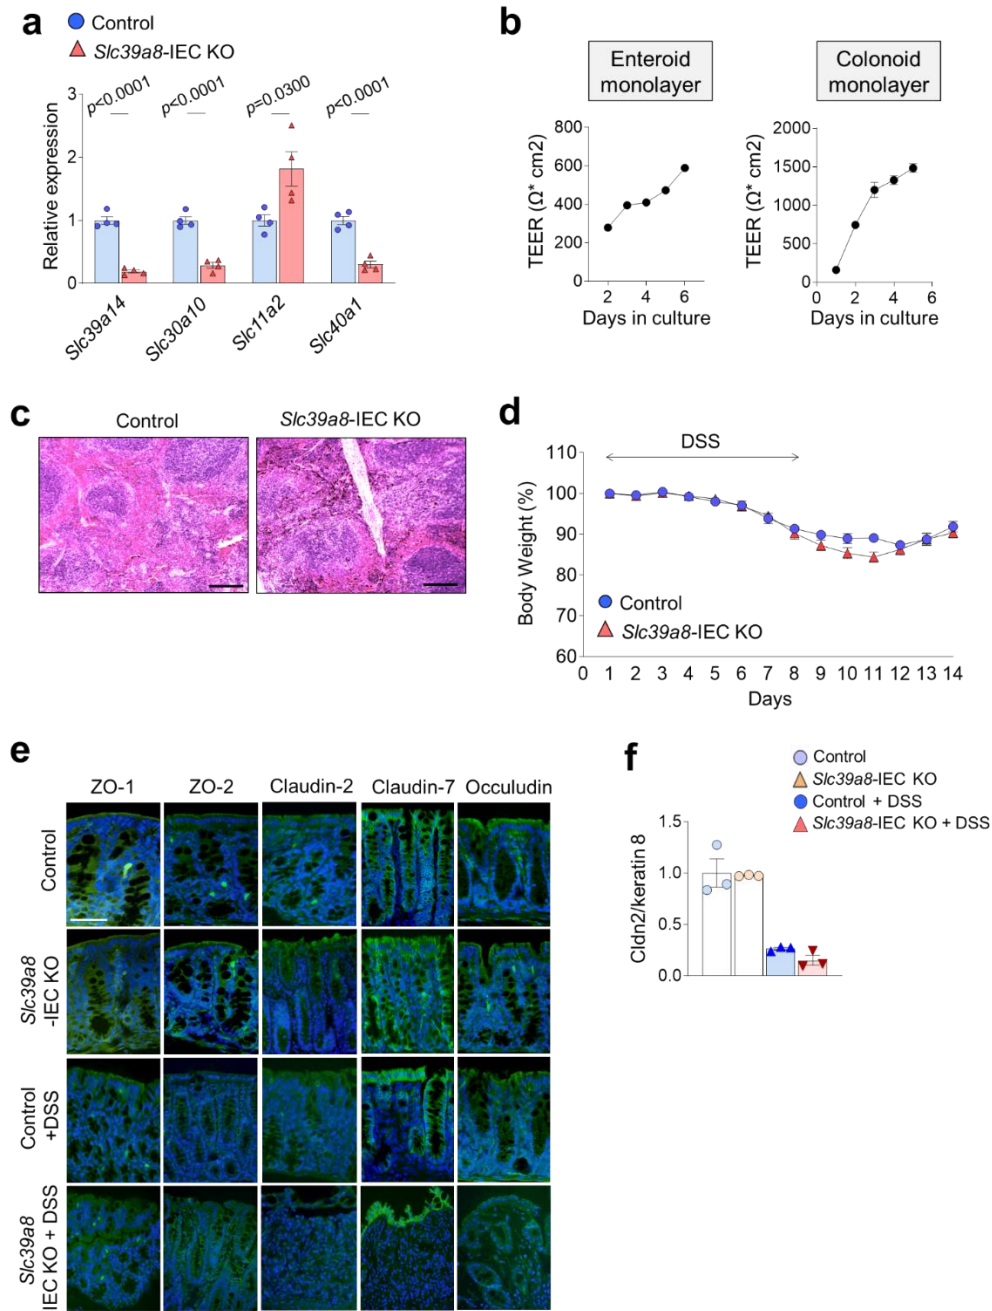

**Supplementary Fig. 3. Transporter RNA levels in *Slc39a8*-IEC KO mouse-derived intestinal organoid monolayer culture and dextran sodium sulfate (DSS)-induced colitis in *Slc39a8*-IEC KO mice.** (a) Transporter RNA levels were measured in enteroid monolayers derived from control and *Slc39a8*-IEC KO mice. (b) Intestinal transepithelial electrical resistance (TEER) was measured in both enteroid and colonoid monolayers derived from control mice ( $n = 12$  per group). (c) H&E staining of the spleen on day 13 after DSS treatment in control and *Slc39a8*-IEC KO mice. Scale bars: 100  $\mu\text{m}$ . (d) Female *Slc39a8*-IEC KO mice display lower sensitivity to DSS in terms of DSS-induced colitis. Changes in body weight (percentage of original body weight) over time (days) in 8-week-old female control and *Slc39a8*-IEC KO mice following DSS treatment ( $n = 5$  per group). (e) Immunofluorescence staining of tight junction proteins. (f) Quantification of relative Cldn2 protein expression after normalization with keratin 8 ( $n = 3$  biologically independent samples). Data are presented as individual values and represent the mean  $\pm$  SEM. The  $p$ -values were determined by unpaired two-tailed Student's  $t$ -test for **a**, two-way ANOVA with Bonferroni's multiple comparisons test for **d**, and one-way ANOVA with Bonferroni's multiple comparisons test for **f**. Source data are provided as a Source Data file.

## Supplementary Figure 4

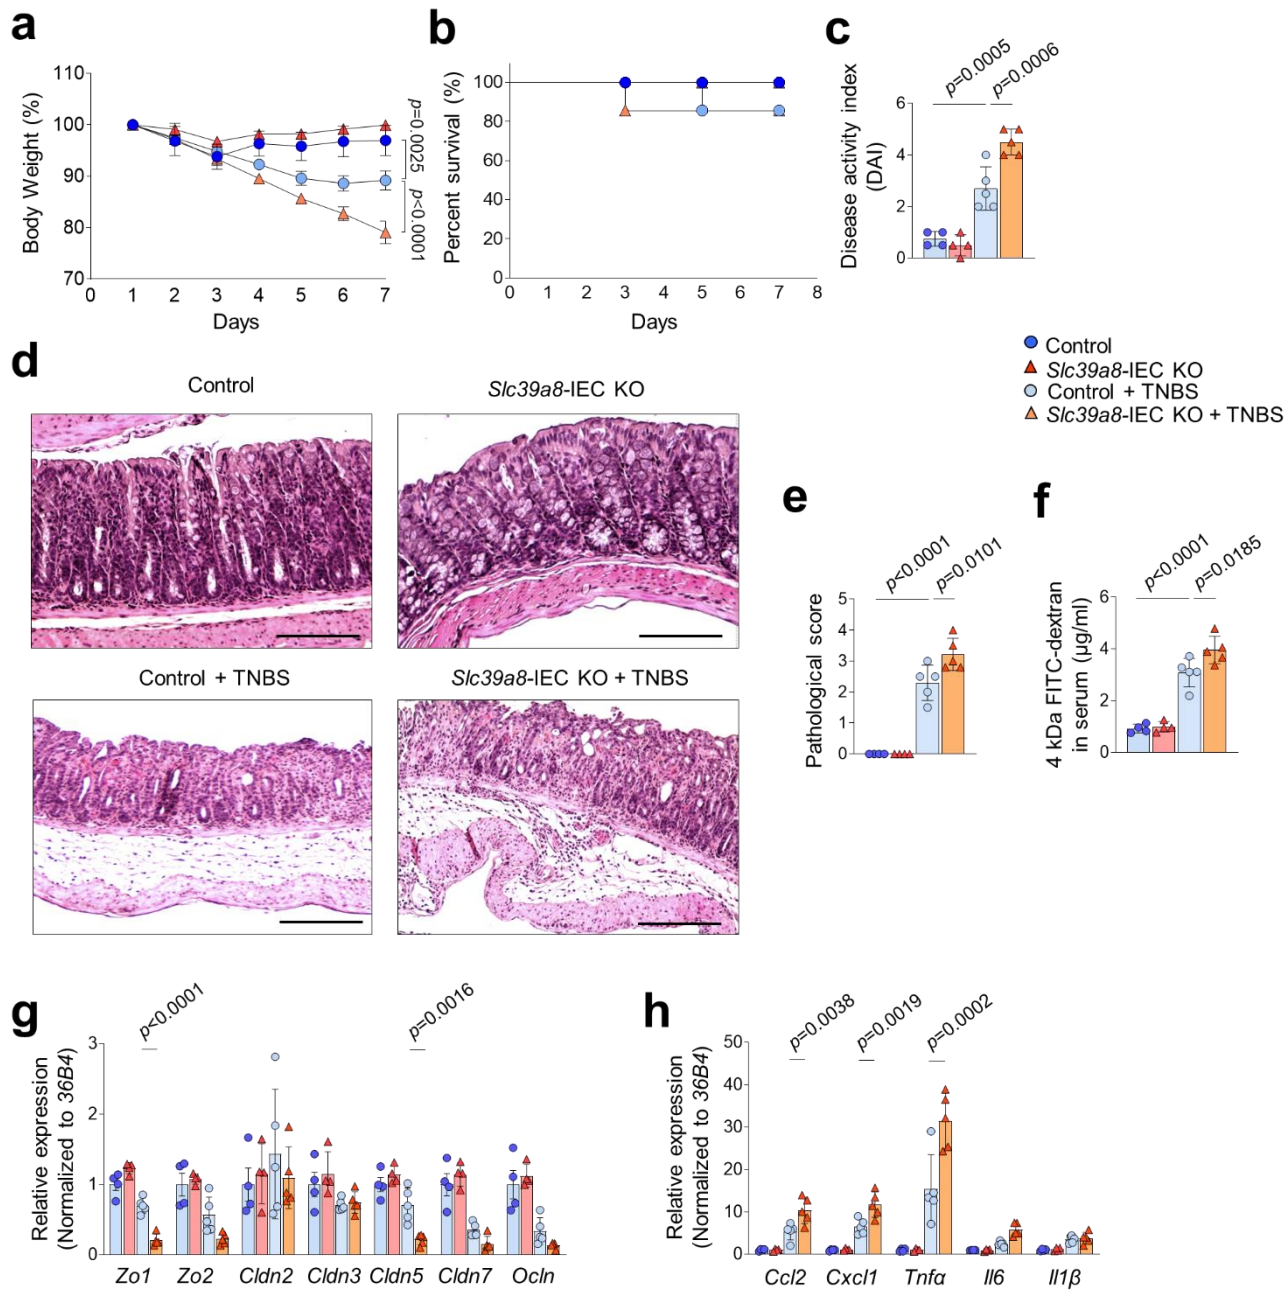

**Supplemental Fig. 4. Loss of *Slc39a8* in IEC exacerbates 2,4,6-trinitrobenzene sulfonic acid (TNBS)-induced colitis.** Six-week-old male control and *Slc39a8*-IEC KO mice were injected with 50% ethanol (Vehicle) or TNBS at day 1 to induce acute colitis for disease analysis, and mice were sacrificed after 7 days. **(a)** Changes in body weight (percentage of original body weight) over time (days) (Control,  $n = 4$ ; *Slc39a8*-IEC KO,  $n = 4$ ; Control + TNBS,  $n = 5$ ; *Slc39a8*-IEC KO + TNBS,  $n = 5$  per group). **(b)** Percent survival (%). **(c)** Disease activity index (DAI) (Control,  $n = 4$ ; *Slc39a8*-IEC KO,  $n = 4$ ; Control + TNBS,  $n = 5$ ; *Slc39a8*-IEC KO + TNBS,  $n = 5$  per group). **(d)** Hematoxylin/eosin (H&E) staining of colons and **(e)** pathological scores (Control,  $n = 4$ ; *Slc39a8*-IEC KO,  $n = 4$ ; Control + TNBS,  $n = 5$ ; *Slc39a8*-IEC KO + TNBS,  $n = 5$  per group). Scale bars: 100  $\mu$ m. **(f)** Measurement of 4 kDa FITC-dextran in serum (Control,  $n = 4$ ; *Slc39a8*-IEC KO,  $n = 4$ ; Control + TNBS,  $n = 5$ ; *Slc39a8*-IEC KO + TNBS,  $n = 5$  per group). **(g)** and **(h)** qPCR quantification of **(G)** tight junction and **(H)** proinflammatory cytokines and chemokines in colon mucosa (Control,  $n = 4$ ; *Slc39a8*-IEC KO,  $n = 4$ ; Control + TNBS,  $n = 5$ ; *Slc39a8*-IEC KO + TNBS,  $n = 5$  per group). Data are presented as individual values and represent the mean  $\pm$  SEM. The  $p$ -values were determined by two-way ANOVA with Bonferroni's multiple comparisons test for **a**, log-rank test for **b**, and one-way ANOVA with Bonferroni's multiple comparisons test for **c**, **e**, **f**, **g**, and **h**. Source data are provided as a Source Data file.

## Supplementary Figure 5

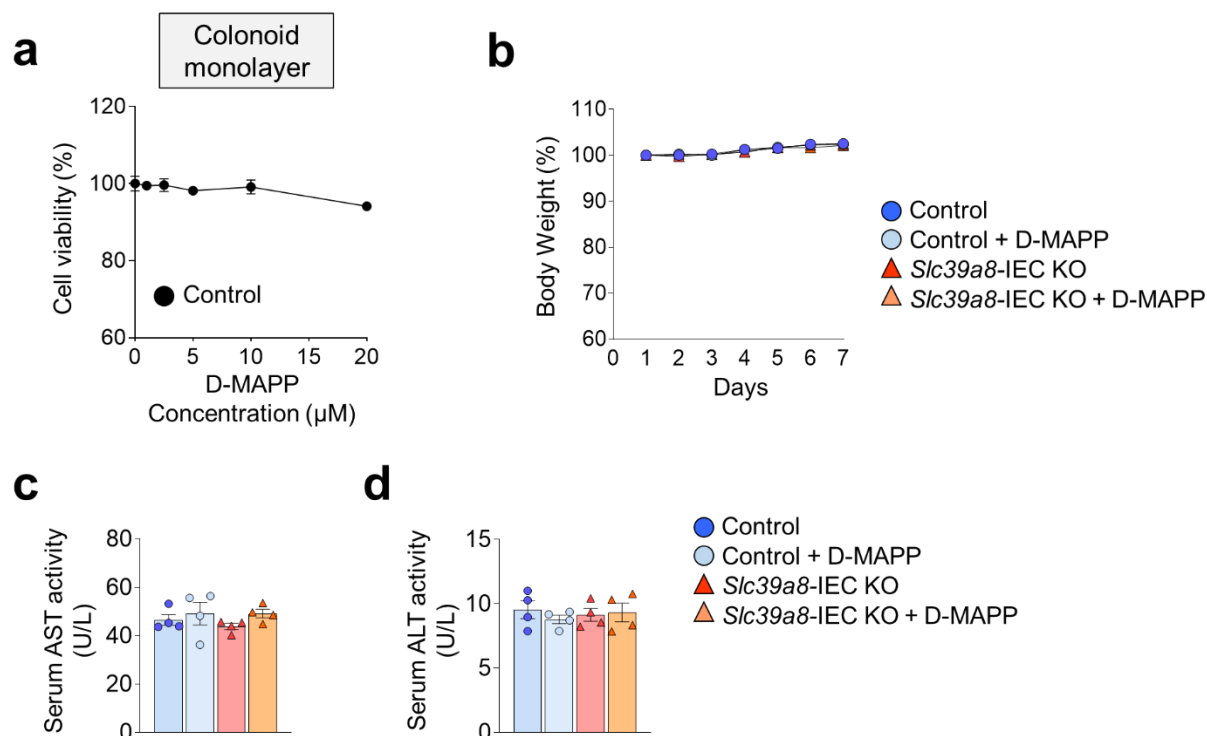

**Supplementary Fig. 5. Evaluation of (1S,2R)-d-erythro-2-(N-myristoylamino)-1-phenyl-1-propanol (D-e-MAPP) toxicity *in vitro* and *in vivo*.** (a) Cell viability of intestinal organoid monolayer cultures with D-e-MAPP at the indicated doses. (b) Changes in body weight (percentage of original body weight) over time (days) during pretreatment with D-e-MAPP ( $n = 4$  per group). (c, d) Serum AST and ALT levels after 7 days of pretreatment with D-e-MAPP ( $n = 4$  per group). Data are presented as individual values and represent the mean  $\pm$  SEM. The  $p$ -values were determined by two-way ANOVA with Bonferroni's multiple comparisons test for **b**, and one-way ANOVA with Bonferroni's multiple comparisons test for **c** and **d**. Source data are provided as a Source Data file.

## Supplementary Figure 6

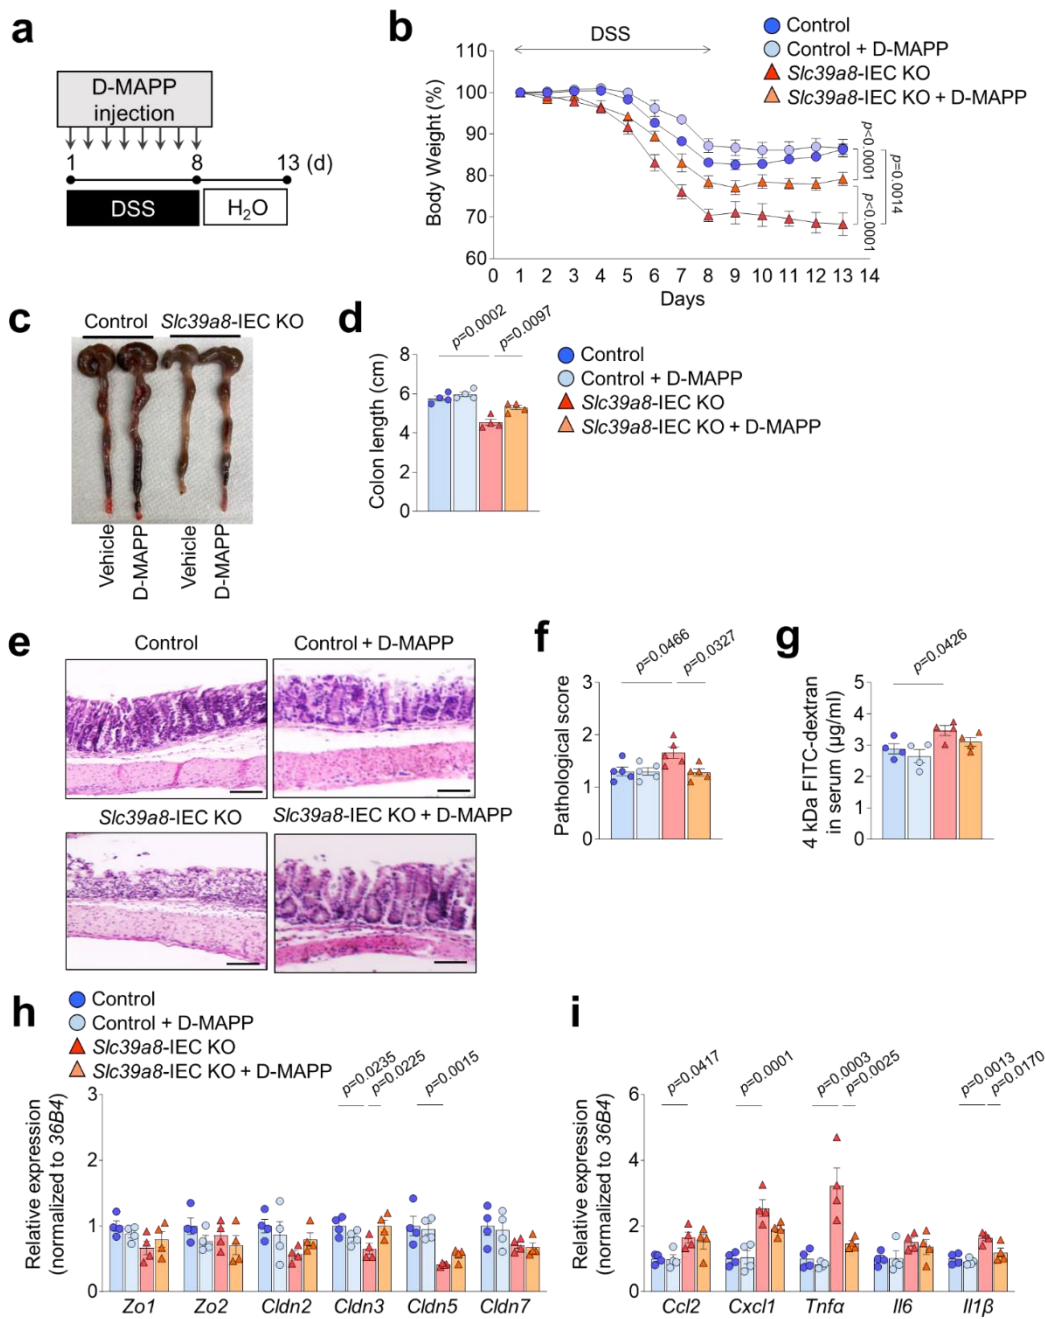

**Supplementary Fig. 6. Treatment with the ACER1 inhibitor (1S,2R)-d-erythro-2-(N-myristoylamino)-1-phenyl-1-propanol (D-e-MAPP) mitigates colitis in *Slc39a8*-IEC KO mice.** (a) Schematic of the ACER1 inhibitor D-e-MAPP treatment in a dextran sodium sulfate (DSS)-induced colitis model. Mice were treated with or without the ACER1 inhibitor D-e-MAPP (10 nmol/g body weight) at 24 h intervals ending at day 8. For colitis induction, mice were provided with drinking water containing 3% (w/v) DSS for 8 days (inflammatory phase). The mice were then provided with regular drinking water for 5 days (recovery phase). (b) Changes in body weight (percentage of original body weight) over time (days) in 8-week-old male mice following DSS treatment ( $n = 4$  per group). (c) Gross morphology of the large intestine. (d) Colon length on day 13 after DSS treatment ( $n = 4$  per group). (e) Hematoxylin/eosin (H&E) staining of colons and (f) pathological scores ( $n = 5$  per group). Scale bars: 100  $\mu\text{m}$ . (g) 4 kDa FITC-dextran in serum ( $n = 4$  per group). (h and i) qPCR quantification of (h) tight junction and (i) proinflammatory cytokines and chemokines in colon mucosa ( $n = 4$  per group). Data are presented as individual values and represent the mean  $\pm$  SEM. The  $p$ -values were determined by two-way ANOVA with Bonferroni's multiple comparisons test for b, and one-way ANOVA with Bonferroni's multiple comparisons test for d, f, g, h, and i. Source data are provided as a Source Data file.

## Supplementary Figure 7

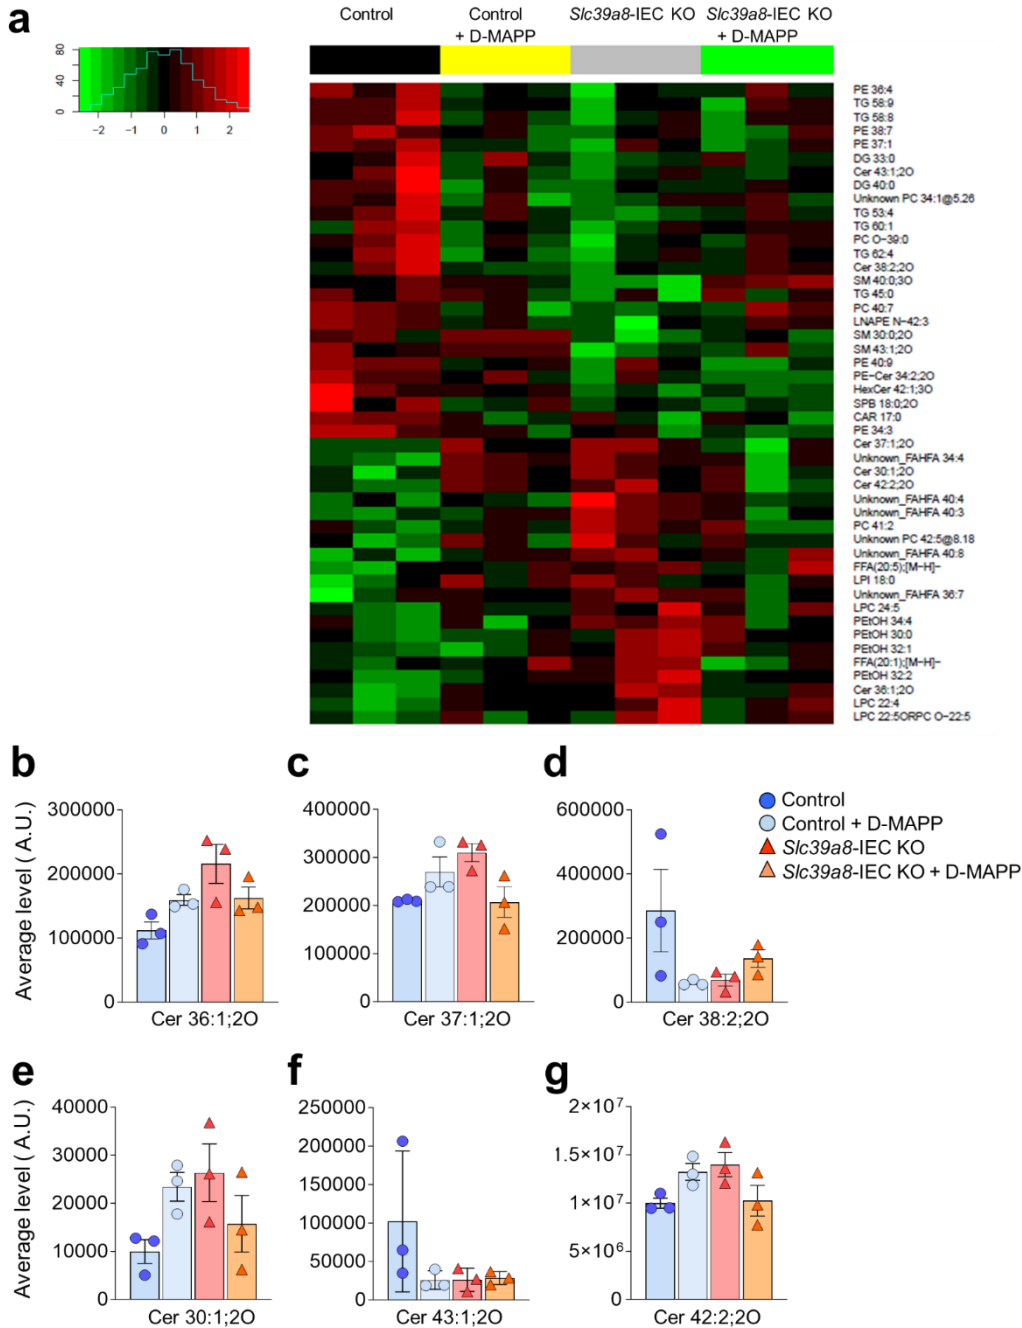

**Supplementary Fig. 7. Altered lipidome in the intestines of control and *Slc39a8*-IEC KO mice with and without the ACER1 inhibitor D-e-MAPP.** (a) Heat map showing significantly altered lipids in the intestines of control and *Slc39a8*-IEC KO mice with and without the ACER1 inhibitor (1S,2R)-d-erythro-2-(N-myristoylamino)-1-phenyl-1-propanol (D-e-MAPP). Shades of red and green represent upregulated and downregulated lipids, respectively (see color key). Lipid classes include PE: phosphatidylethanolamine, TG: triglycerides, DG: diglycerides, CE: ceramides, PC: phosphatidylcholine, SM: sphingomyelins, LNAPE: N-acyllysophosphatidylethanolamine, PE-Cer: phosphatidylethanolamine ceramides, HexCer: hexosylceramides, SPB: sphinganine, FFA: free fatty acids, LPI: lysophosphatidylinositol, LPC: lysophosphatidylcholine, and PEtOH: phosphatidylethanol (n = 3 per group). (b-g) Average levels of ceramide species Cer 36:1;2O, Cer 37:1;2O, Cer 38:2;2O, Cer 30:1;2O, Cer 43:1;2O, and Cer 42:2;2O. Data are presented as individual values and represent the mean  $\pm$  SEM. The *p*-values were determined by one-way ANOVA with Bonferroni's multiple comparisons test for b-g. Source data are provided as a Source Data file.

## Supplementary Figure 8

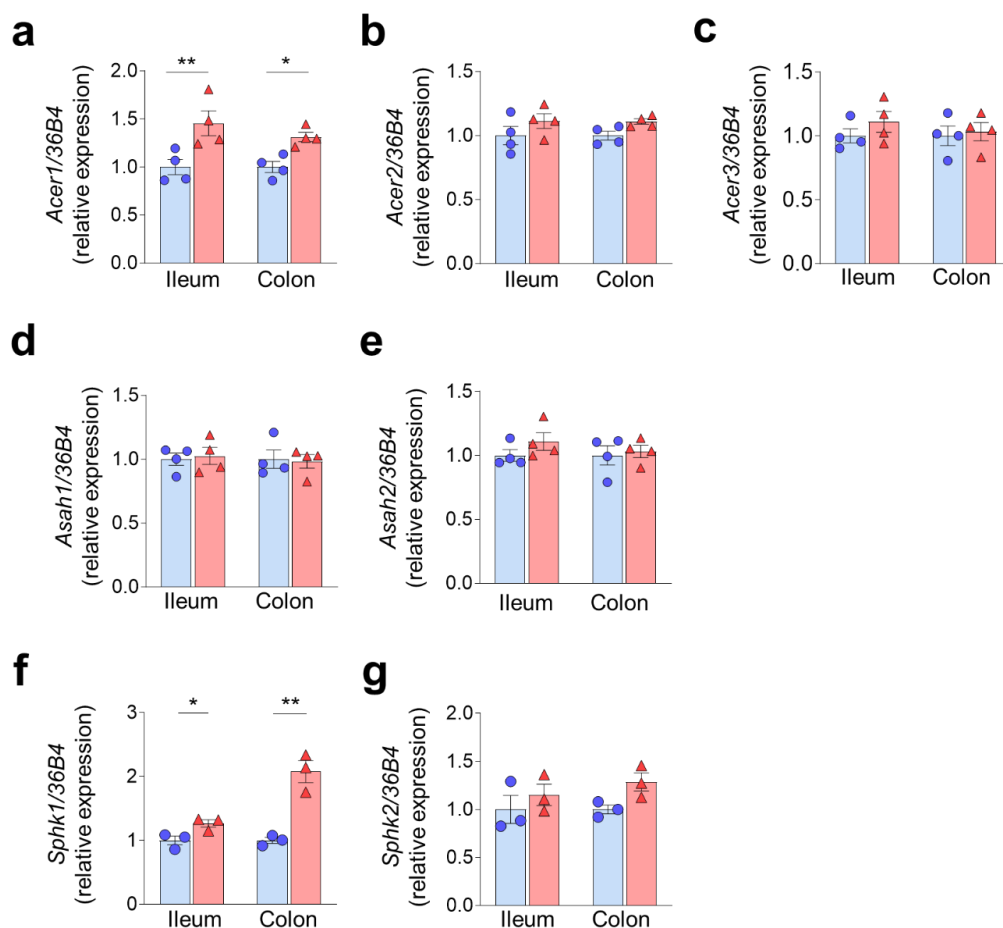

**Supplementary Fig. 8. qPCR analysis of ceramidases and sphingosine kinases.** (a, b, c) alkaline ceramidases 1, 2, and 3 (*Acer1*, *Acer2*, and *Acer3*), (d) acid ceramidases (*Asah1*), (e) neutral ceramidase (*Asah2*) in the ileal and colonic mucosa in control and *Slc39a8*-IEC KO mice ( $n = 4$  per group). (f, g) sphingosine kinases 1 and 2 (*Sphk1* and *Sphk2*) in the ileal and colonic mucosa in control and *Slc39a8*-IEC KO mice ( $n = 3$  per group). Data are presented as individual values and represent the mean  $\pm$  SEM. The  $p$ -values were determined by unpaired two-tailed Student's  $t$ -test for a-g. Source data are provided as a Source Data file.

## Supplementary Figure 9

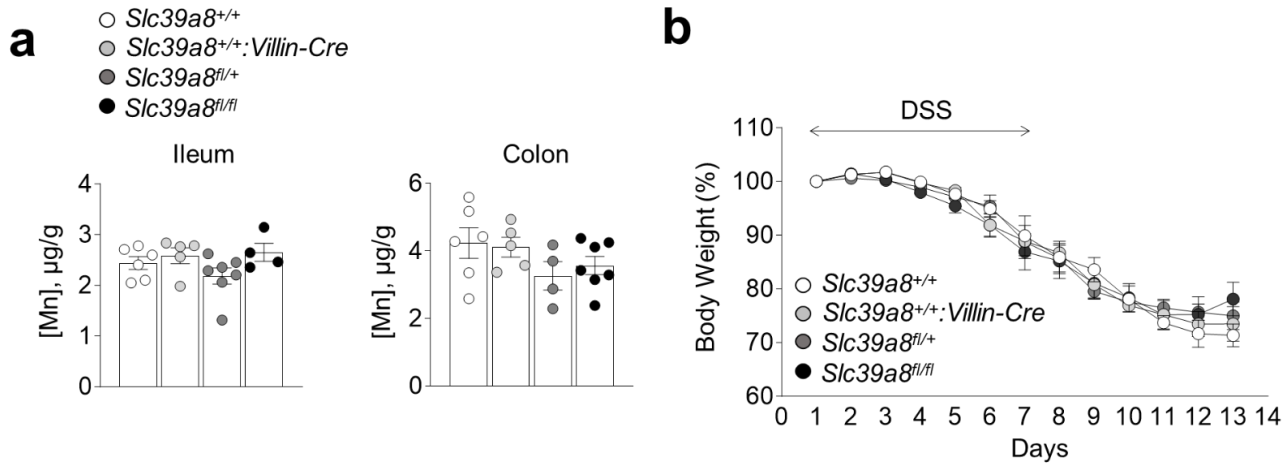

**Supplementary Fig. 9. Effects of various *Slc39a8* genotypes and Cre transgenes on Mn levels and DSS sensitivity.** (a) Manganese levels in ileum and colon in 6- to 8-week-old *Slc39a8*<sup>+/+</sup>, *Slc39a8*<sup>+/+</sup>:*Villin-Cre*, *Slc39a8*<sup>fl/+</sup>, and *Slc39a8*<sup>fl/fl</sup> mice. For ileum samples, *Slc39a8*<sup>+/+</sup>, n=6; *Slc39a8*<sup>+/+</sup>:*Villin-Cre*, n=5; *Slc39a8*<sup>fl/+</sup>, n=7; *Slc39a8*<sup>fl/fl</sup>, n=4 per group. For colon samples, *Slc39a8*<sup>+/+</sup>, n=6; *Slc39a8*<sup>+/+</sup>:*Villin-Cre*, n=5; *Slc39a8*<sup>fl/+</sup>, n=4, *Slc39a8*<sup>fl/fl</sup>, n=7 per group. (b) DSS sensitivity in 6-8 weeks-old *Slc39a8*<sup>+/+</sup>, *Slc39a8*<sup>+/+</sup>:*Villin-Cre*, *Slc39a8*<sup>fl/+</sup>, and *Slc39a8*<sup>fl/fl</sup> mice (*Slc39a8*<sup>+/+</sup>, n=3; *Slc39a8*<sup>+/+</sup>:*Villin-Cre*, n=3; *Slc39a8*<sup>fl/+</sup>, n=4; *Slc39a8*<sup>fl/fl</sup>, n=4 per group). Data are presented as individual values and represent the mean  $\pm$  SEM. The *p*-values were determined by one-way ANOVA with Bonferroni's multiple comparisons test for **a** and two-way ANOVA with Bonferroni's multiple comparisons test for **b**. Source data are provided as a Source Data file.

Supplementary Figure 10

a

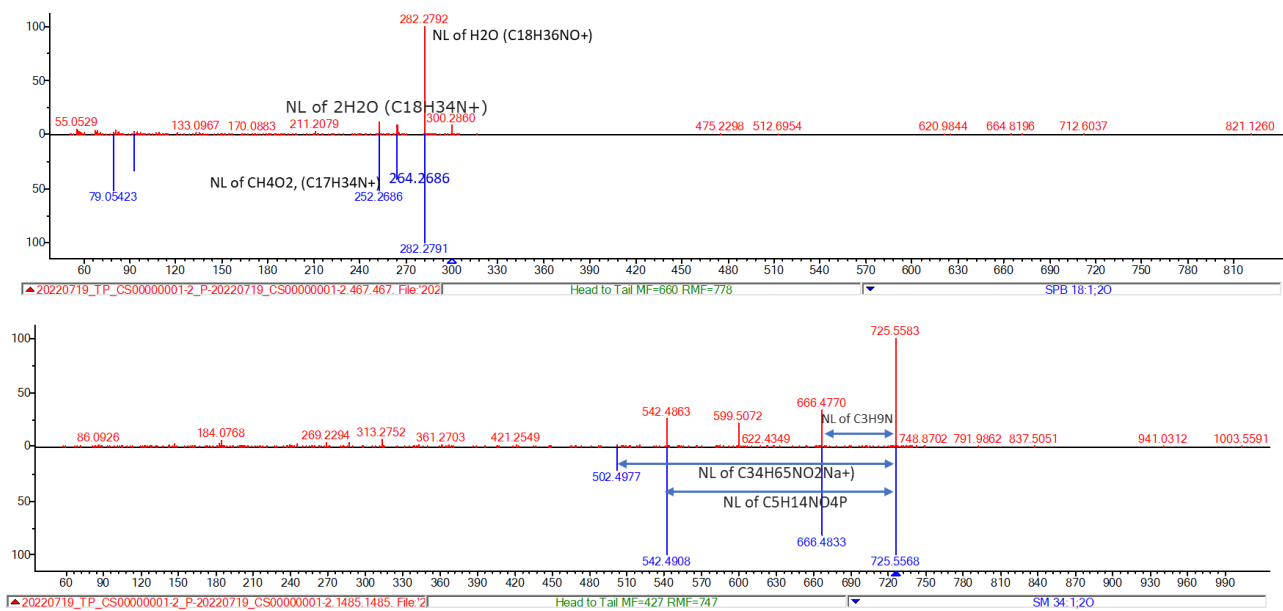

b

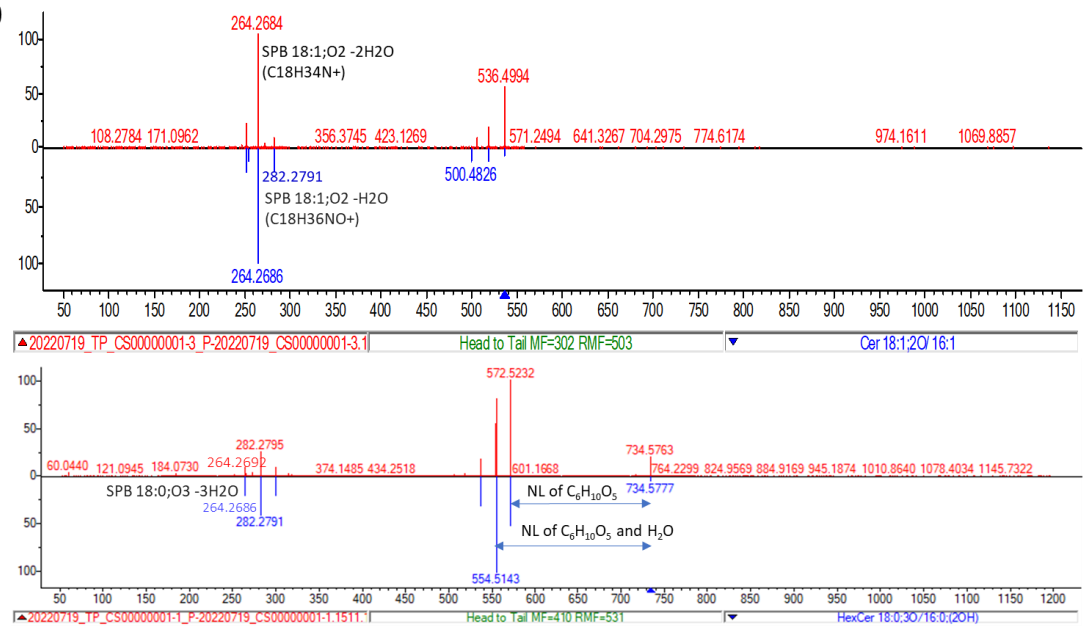

**c**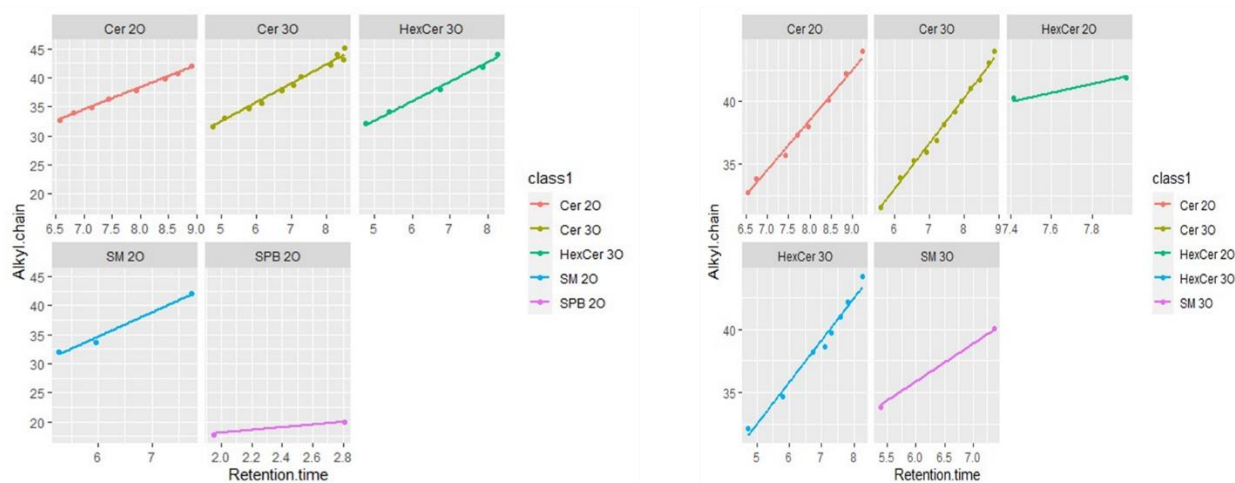**d**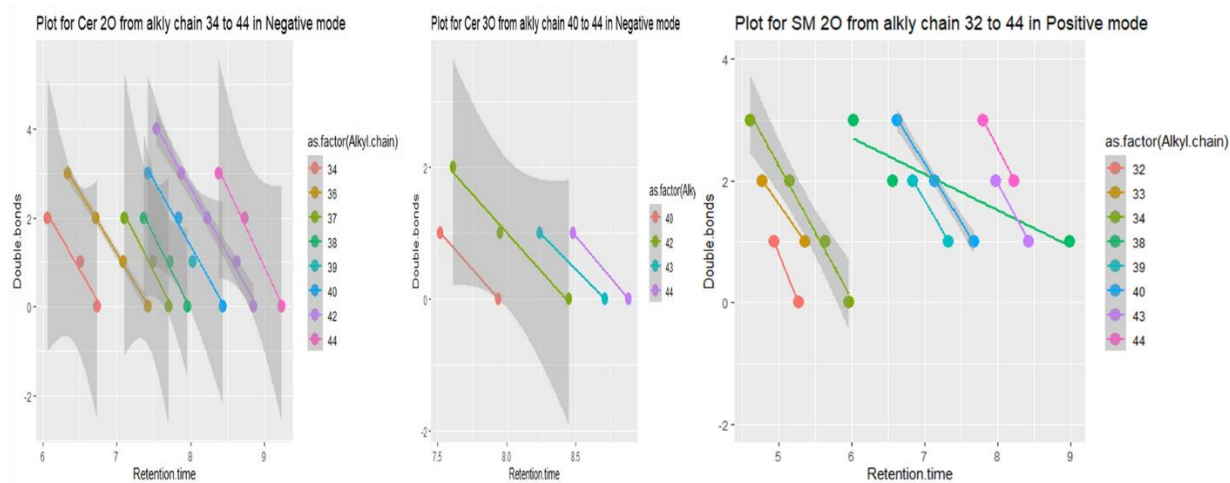

**Supplementary Fig. 10. Spectral matches and Validation of sphingolipid species.** (a) In-silico library can be used for assignment of MS/MS spectra from ABSciex 5600 Triple TOF Platform for SPB 18:1;2O [M+H]<sup>+</sup> (top) and SM 34:1;2O[M+Na]<sup>+</sup> (bottom). Experimental spectra are depicted on top (red) and in-silico MS/MS spectra are shown on the bottom (blue). (b) In-silico library can be used for assignment of MS/MS spectra from ABSciex 5600 Triple TOF Platform for Cer 18:1;2O/16:1 [M+H]<sup>+</sup> (top) and HexCer 18:0;3O/16:0;(2OH) [M+H]<sup>+</sup> (bottom). Experimental spectra are depicted on top (red) and in-silico MS/MS spectra are shown on the bottom (blue). (c) RT increases with increasing alkyl chain in sphingolipids. (d) RT decreases with increasing the number of double bonds in sphingolipids.

**Supplemental Table 1. The four most dysregulated genes in *Slc39a8*-IEC KO intestines.**

| <b>Genes</b>                  | <b>Gene Description</b>                          | <b><i>P</i>adj</b>    | <b>Known Function</b>                                                           |
|-------------------------------|--------------------------------------------------|-----------------------|---------------------------------------------------------------------------------|
| <b>Downregulated</b>          |                                                  |                       |                                                                                 |
| Slc39a8                       | Solute Carrier Family 39 Member 8                | $1.25 \times 10^{-5}$ | Cellular import of divalent metal ions <sup>1, 2, 3, 4</sup>                    |
| <b>Upregulated</b>            |                                                  |                       |                                                                                 |
| Ighv1-55 (ENSMUSG00000095589) | Immunoglobulin Heavy Variable 1-55               | $3.40 \times 10^{-4}$ | Unknown function                                                                |
| Entpd4b                       | Ectonucleoside Triphosphate Diphosphohydrolase 4 | $2.56 \times 10^{-2}$ | Hydrolysis of nucleotide diphosphates and triphosphates <sup>5</sup>            |
| Acer1                         | Alkaline Ceramidase 1                            | $4.65 \times 10^{-2}$ | Hydrolysis of very long chain ceramides to generate sphingosine <sup>6, 7</sup> |

The *p*-values were determined by Wald test implemented in DESeq2 R package.

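With DESeq2 on the rounded expected counts, the log2 fold change of Slc39a8 was -1.13 (standard error 0.18, adjusted p = 1.25e-05) and that of Ighv1-55 was 2.6 (adjusted p = 3.40e-04). Entpd4b had a log2 fold change of 0.69 (adjusted p = 0.0256) and Acer1 of 0.84 (adjusted p = 0.0465). The paper's reported adjusted p-values for these 4 genes are the same at the digits it gives. The values are for Slc39a8-IEC KO over control libraries with tissue as a term, adjusted by the Benjamini-Hochberg method over the 27963 genes that DESeq2 kept in the adjustment.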

**Supplemental Table 2. Primer sequences used in this study.**

| <b>Primer name</b> | <b>Sequence</b>                                                     |
|--------------------|---------------------------------------------------------------------|
| <i>Slc39a8</i>     | CTA AGA AAG CAC AAC GCA AAG CC<br>CCA ATA GCG AGT CCC ACG AAA TAA G |
| <i>Cldn2</i>       | TTT TCC AAG GGC CTC TGG AT<br>AAG ACT CCA CCC ACT ACA GC            |
| <i>Cldn3</i>       | AAA TGT ACG ACT CGC TGC TG<br>CGA TGG TGA TCT TGG CCT TG            |
| <i>Cldn4</i>       | CAT CAG CAT CAT CGT GGG TG<br>TAG GGT TGT AGA AGT CGC GG            |
| <i>Cldn5</i>       | CGT TGT CCG CGA GTT CTA TG<br>CCT CCC GCC CTT AGA CAT AG            |
| <i>Cldn7</i>       | GCC TTG GTA GCA TGT TCC TG<br>TTT GCT TTC ACT GCC TGG AC            |
| <i>Ocl</i>         | CTA CGG AGG TGG CTA TGG AG<br>AGC GCT GAC TAT GAT CAC GA            |
| <i>Zo1</i>         | ACC CGA AAC TGA TGC TGT GGA TAG<br>AAA TGG CCG GGC AGA ACT TGT GTA  |
| <i>Zo2</i>         | GTT TGG CAG CTT GAA GGA CA<br>CTC ATT GTC AGT GTA GGC GC            |
| <i>Il1b</i>        | GCA GCA GCA CAT CAA CAA G<br>CAC GGG AAA GAC ACA GGT AG             |
| <i>Il6</i>         | AGA CAA AGC CAG AGT CCT TCA GA<br>GCC ACT CCT TCT GTG ACT CCA       |
| <i>Tnfa</i>        | GCC ACC ACG CTC TTC TGT CT<br>CAG CTG CTC CTC CAC TTG GT            |
| <i>Cxcl1</i>       | CCG AAG TCA TAG CCA CAC TCA A<br>GCA GTC TGT CTT CTT TCT CCG TTA C  |
| <i>Ccl2</i>        | GAA GGA ATG GGT CCA GAC AT<br>ACG GGT CAA CTT CAC ATT CA            |
| <i>Acer1</i>       | ATG CTC ATA GGT CTG TTC TC<br>AGT GGT TAT AGT TAC CAG GC            |
| <i>Acer2</i>       | GTG TGG CAT ATT CTC ATC TG<br>TAA GGG ACA CCA ATA AAA GC            |
| <i>Acer3</i>       | GTG TGG CAT ATT CTC ATC TG<br>TAA GGG ACA CCA ATA AAA GC            |
| <i>Asah1</i>       | TTC TCA CCT GGG TCC TAG CC<br>TAT GGT GTG CCA GGG AAC TG            |
| <i>Asah2</i>       | AGA GAG AGC AAG GTA TTC TTC<br>ACT ATT CAC AAA GTG GTT GC           |
| <i>36B4</i>        | TCA TCC AGC AGG TGT TTG AC<br>TAC CCG ATC TGC AGA CAC AC            |

## Supplementary reference

1. NA B, M K, Y M, M M, K T, T S. Mycobacterium bovis BCG cell wall and lipopolysaccharide induce a novel gene, BIGM103, encoding a 7-TM protein: identification of a new protein family having Zn-transporter and Zn-metalloprotease signatures. *Genomics* **80**, (2002).
2. TP D, *et al.* Identification of mouse SLC39A8 as the transporter responsible for cadmium-induced toxicity in the testis. *Proceedings of the National Academy of Sciences of the United States of America* **102**, (2005).
3. L H, *et al.* ZIP8, member of the solute-carrier-39 (SLC39) metal-transporter family: characterization of transporter properties. *Molecular pharmacology* **70**, (2006).
4. Wang CY, *et al.* ZIP8 is an iron and zinc transporter whose cell-surface expression is up-regulated by cellular iron loading. *J Biol Chem* **287**, 34032-34043 (2012).
5. Biederbick A, Rose S, Elsässer HP. A human intracellular apyrase-like protein, LALP70, localizes to lysosomal/autophagic vacuoles. *J Cell Sci* **112 ( Pt 15)**, 2473-2484 (1999).
6. Houben E, *et al.* Differentiation-associated expression of ceramidase isoforms in cultured keratinocytes and epidermis. *J Lipid Res* **47**, 1063-1070 (2006).
7. Sun W, *et al.* Upregulation of the human alkaline ceramidase 1 and acid ceramidase mediates calcium-induced differentiation of epidermal keratinocytes. *J Invest Dermatol* **128**, 389-397 (2008).

# Supplementary material for: The manganese transporter SLC39A8 links alkaline ceramidase 1 to inflammatory bowel disease
**Source:** Nat Commun. 2024 Jun 5;15:4775. doi: 10.1038/s41467-024-49049-8
**Supplement:** Supplementary file 3 — Reporting Summary

## Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | RNA-seq libraries were sequenced on the Illumina NovaSeq 6000 platform, with paired-end 150 base pair reads, according to standard procedures.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
| Data analysis   | RNA-seq reads were mapped to the mm10 mouse genome (Gencode) using STAR (v2.5.3a), where only uniquely mapped reads were used for downstream analyses. 

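Reads of near-identical genes cannot be assigned to 1 of them, and this applies to Entpd4b. Entpd4 (ENSMUSG00000095463.8) lies on chromosome 14 from 69337174 to 69367270 in GRCm38 (mm10), on the same strand as Entpd4b. Each of the 8281 windows of 75 bases in the transcript sequences of Entpd4b also occurs in Entpd4, and the reverse holds for 100% of the windows of Entpd4. The deposited expected counts of the 2 genes were equal within 0.01 in 7 of 12 libraries. Entpd4 had a log2 fold change of 0.71 (standard error 0.18) in Slc39a8-IEC KO over control libraries of both tissues. Unlike those of Entpd4b, its ileal groups overlapped, with up to 15.0 CPM in control and 13.9 CPM or more in KO libraries (exact permutation p = 0.01 over both tissues). With the counts of both genes added together, a setting chosen after the values were seen, it was 0.70 (standard error 0.14, adjusted p = 0.998 in edgeR).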

Duplicates were removed using UMI-tools (v0.5.4), and a counts file was generated using FeatureCounts (Subread v1.5.0). BAM files were converted to bigwigs using deeptools (v3.1.3). Differentially expressed (DE) genes were called using DESeq2 (v1.14.1). 

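Of 16558 genes tested in edgeR, 76 had an unadjusted p under 0.01 between Slc39a8-IEC KO and control libraries over both tissues. Slc39a8, Ighv1-55, Entpd4b and Acer1 were among them. Within ileum 38 genes did so and within colon 44, and for the difference of the genotype effect between colon and ileum 19 did. Without any change, a share of 0.01 of the genes tested would pass on average, and each of these counts is below that share.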

We used $p < 0.01$ to identify DE genes. Data analyses were performed with RStudio (v1.0.136) or GraphPad Prism (v7.00 or 8.02) for Mac (GraphPad Software, La Jolla California USA, www.graphpad.com). Fold change heatmaps were created using shinyheatmap on the web. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All data generated or analyzed during this study are included in this published article (and its supplementary information files). All the datasets in this study are existing published and are available via the NCBI website, including Gene Expression Omnibus (GSE) accession number: GSE192695. Lipidomics data have been deposited at <https://github.com/SeoResearchLab/IECKO2023>. Source data are provided with this paper.

Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |     |
|--------------------------------------------------------------------|-----|
| Reporting on sex and gender                                        | N/A |
| Reporting on race, ethnicity, or other socially relevant groupings | N/A |
| Population characteristics                                         | N/A |
| Recruitment                                                        | N/A |
| Ethics oversight                                                   | N/A |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences      ☐ Behavioural & social sciences      ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                        |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample size was chosen to ensure reproducibility of the experiments in accordance with the replacement, reduction, and refinement principles of animal ethics regulation. Sample size in this study were based on previous studies with similar experiments, e.g. PMID: 6877324 (Mercadante et al., 2019 JCI), e.g. PMID: 29437953 (Jenkitkasemwong, et al. 2018 PNAS).                                                |
| Data exclusions | Outliers were identified using the Graph Pad ROUT (robust regression and outlier removal) method (Q = 1%).                                                                                                                                                                                                                                                                                                             |
| Replication     | We previously did a number of studies on the impact of manganese on experimental colitis model, metal analysis, and histological analysis (Choi et al., 2020) and RNA-seq (Seo et al., 2021). All were consistent with previous findings. All experimental findings were reliably reproduced. All in vitro and in vivo experiments were carried out with at least 3 biological replicates for each experimental group. |
| Randomization   | All samples were randomly allocated into experimental groups.                                                                                                                                                                                                                                                                                                                                                          |
| Blinding        | In animal experiments and cell experiments, data were collected in a blind fashion, where mice or cells were coded and genotypes only revealed after testing was complete.                                                                                                                                                                                                                                             |

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

### Antibodies used

Slc39a8 Polyclonal antibody (Proteintech, 20459-1-AP), IF: 1:50  
 ZO-1 Monoclonal antibody (Santa Cruz, sc-33725), IF: 1:50, Western blot: 1:500  
 ZO-2 Monoclonal antibody (Santa Cruz, sc-515115), IF: 1:50, Western blot: 1:500  
 Claudin-2 Polyclonal antibody (Thermo Fisher, # 51-6100), IF: 1:100, Western blot: 1:1000  
 Claudin-3 Polyclonal antibody (Thermo Fisher, # 34-1700), IF: 1:100, Western blot: 1:1000  
 Claudin-5 Monoclonal antibody (Thermo Fisher, # 35-2500), IF: 1:50, Western blot: 1:1000  
 Claudin-7 Polyclonal antibody (Thermo Fisher, # 34-9100), IF: 1:50, Western blot: 1:1000  
 Occludin Monoclonal antibody (Santa Cruz, sc-133256), IF: 1:50, Western blot: 1:1000  
 Cytokeratin 8/18 Monoclonal antibody (Abcam, ab53280), Western blot: 1:50000  
 ASAH3 polyclonal antibody (Thermo Fisher, # PA5-75603), Western blot: 1:500  
 Actin Monoclonal (Proteintech, 66009-1-Ig), Western blot: 1:3000  
 Donkey anti-rat IgG H&L (Alexa Fluor 488) (Thermo Fisher, #A48269), IF: 1:500  
 Donkey anti-mouse IgG H&L (Alexa Fluor 488) (Thermo Fisher, # A32766), IF: 1:1000  
 Donkey anti-rabbit IgG H&L (Alexa Fluor 488) (Thermo Fisher, # A32790), IF: 1:000  
 Goat anti-mouse IgG H&L (Alexa 488 Fisher A11001), IF: 1:1500  
 Goat anti-rabbit IgG H&L (Alexa 568 Fisher A11036), IF: 1:1500  
 IRDye 680RD Goat anti-rat IgG Secondary antibody (Liborbio, #926-69076), Western blot: 1:20000  
 IRDye 800CW Donkey anti-mouse IgG Secondary antibody (Liborbio, #925-32212), Western blot: 1:20000  
 IRDye 680LT Donkey anti-rabbit IgG Secondary antibody (Liborbio, #926-69021), Western blot: 1:15000

### Validation

All antibodies were commercially available and are validated by the vendor on their official website.  
 Slc39a8 Polyclonal antibody (Proteintech, 20459-1-AP), IF: 1:50  
<https://www.thermofisher.com/antibody/product/ZIP8-Antibody-Polyclonal/20459-1-AP>  
 ZO-1 Monoclonal antibody (Santa Cruz, sc-33725), IF: 1:50, Western blot: 1:500  
<https://www.scbt.com/p/zo-1-antibody-r40-76>  
 ZO-2 Monoclonal antibody (Santa Cruz, sc-515115), IF: 1:50, Western blot: 1:500  
<https://www.scbt.com/p/zo-2-antibody-e>  
 Claudin-2 Polyclonal antibody (Thermo Fisher, # 51-6100), IF: 1:100, Western blot: 1:1000  
<https://www.thermofisher.com/antibody/product/Claudin-2-Antibody-clone-MH44-Polyclonal/51-6100>  
 Claudin-3 Polyclonal antibody (Thermo Fisher, # 34-1700), IF: 1:100, Western blot: 1:1000  
<https://www.thermofisher.com/antibody/product/Claudin-3-Antibody-Polyclonal/34-1700>  
 Claudin-5 Monoclonal antibody (Thermo Fisher, # 35-2500), IF: 1:50, Western blot: 1:1000  
<https://www.thermofisher.com/antibody/product/Claudin-5-Antibody-clone-4C3C2-Monoclonal/35-2500>  
 Claudin-7 Polyclonal antibody (Thermo Fisher, # 34-9100), IF: 1:50, Western blot: 1:1000  
<https://www.thermofisher.com/antibody/product/Claudin-7-Antibody-Polyclonal/34-9100>  
 Occludin Monoclonal antibody (Santa Cruz, sc-133256), IF: 1:50, Western blot: 1:1000  
<https://www.scbt.com/p/occludin-antibody-e-5>  
 Cytokeratin 8/18 Monoclonal antibody (Abcam, ab53280), Western blot: 1:50000  
<https://www.abcam.com/products/primary-antibodies/cytokeratin-8-antibody-ep1628y-cytoskeleton-marker-ab53280.html>  
 ASAH3 polyclonal antibody (Thermo Fisher, # PA5-75603), Western blot: 1:500  
<https://www.thermofisher.com/antibody/product/ASAH3-Antibody-Polyclonal/PA5-75603>  
 Actin Monoclonal (Proteintech, 66009-1-Ig), Western blot: 1:3000  
<https://www.ptglab.com/products/Pan-Actin-Antibody-66009-1-Ig.htm>  
 Donkey anti-rat IgG H&L (Alexa Fluor 488) (Thermo Fisher, #A48269), IF: 1:500  
<https://www.thermofisher.com/antibody/product/Donkey-anti-Rat-IgG-H-L-Highly-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A48269>  
 Donkey anti-mouse IgG H&L (Alexa Fluor 488) (Thermo Fisher, # A32766), IF: 1:1000  
<https://www.thermofisher.com/antibody/product/Donkey-anti-Mouse-IgG-H-L-Highly-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A32766>  
 Donkey anti-rabbit IgG H&L (Alexa Fluor 488) (Thermo Fisher, # A32790), IF: 1:000  
<https://www.thermofisher.com/antibody/product/Donkey-anti-Rabbit-IgG-H-L-Highly-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A32790>

Goat anti-mouse IgG H&L (Alexa 488 Fisher A11001), IF: 1:1500  
<https://www.thermofisher.com/antibody/product/Goat-anti-Mouse-IgG-H-L-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-11001>  
 Goat anti-rabbit IgG H&L (Alexa 568 Fisher A11036), IF: 1:1500  
<https://www.thermofisher.com/antibody/product/Goat-anti-Rabbit-IgG-H-L-Highly-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-11036>  
 IRDye 680RD Goat anti-rat IgG Secondary antibody (Liborbio, #926-68076), Western blot: 1:20000  
<https://www.licor.com/bio/reagents/irdye-680rd-goat-anti-rat-igg-secondary-antibody>  
 IRDye 800CW Donkey anti-mouse IgG Secondary antibody (Liborbio, #925-32212), Western blot: 1:20000  
<https://www.licor.com/bio/reagents/irdye-800CW-donkey-anti-mouse-igg-secondary-antibody>  
 IRDye 680LT Donkey anti-rabbit IgG Secondary antibody (Liborbio, #926-69023), Western blot: 1:15000  
<https://www.licor.com/bio/reagents/irdye-680lt-donkey-anti-rabbit-igg-secondary-antibody>

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
|-------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Species: Mus musculus.<br>SEX: female/male.<br>Information of sex and age was indicated in the figure legends.<br>Strains: all mice were in C57BL/6J background.<br>All mice were housed in a pathogen-free animal facility at 22 °C with 40–60% humidity on a 12-h light/dark cycle, and provided the standard rodent diet of our institution (PicoLab Laboratory Rodent Diet 5LOD, LabDiet; 70 ppm Mn) and water ad libitum, unless otherwise indicated. |
| Wild animals            | NA                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
| Reporting on sex        | Both males and females were used.                                                                                                                                                                                                                                                                                                                                                                                                                          |
| Field-collected samples | NA                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
| Ethics oversight        | All animal studies were approved by the Institutional Animal Care and Use Committee of the University of Michigan (PRO00008963).                                                                                                                                                                                                                                                                                                                           |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

|                       |    |
|-----------------------|----|
| Seed stocks           | NA |
| Novel plant genotypes | NA |
| Authentication        | NA |

How the deposited data were processed for this re-analysis (not part of the article)

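The data are RNA-seq libraries of ileal and colonic mucosa from 8-week-old male Slc39a8-IEC KO and control mice, 12 libraries in all, with 3 mice per genotype and tissue. Each library was assigned to tissue, genotype and replicate number from the sample labels, and every column of values had a library. The other experiments of the paper (qPCR, immunoblots, metal and lipid measurements, colitis models and organoid cultures) were not analysed here.

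The authors deposited 1 table of expected counts, estimates of the reads per gene that need not be whole and that are not normalized. The paper's methods name STAR and a reference from Ensembl. Its Reporting Summary names mm10 with a Gencode annotation, uniquely mapped reads, removal of duplicates with UMI-tools and counting with FeatureCounts. The tool that made the expected counts is not given in the sources used here, so how reads of similar genes were divided is not known. Of 53807 lines in the table, 92 are spike-in sequences, which were left out of library sizes and tests. Of 53715 gene identifiers, 53620 were paired with a symbol and 51464 were found with the same version in GENCODE M21, the annotation of GRCm38 (mm10) from which coordinates and transcript sequences were taken.

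Expected counts were rounded to whole numbers. edgeR 4.0.16 in R 4.3.3 was the main tool. Its filterByExpr function with the 4 groups kept 16558 genes, TMM factors were computed, and glmQLFit and glmQLFTest gave p-values that were adjusted by the Benjamini-Hochberg method over these genes, with a threshold of 0.1 as in the paper. Genotype over both tissues was tested with tissue as an additive term. Effects in ileum, in colon, the difference between them and the tissue effect in control mice came from a model of the 4 groups, which shares 1 estimate of the spread. CPM values use the TMM-scaled library size, and log2 CPM used a prior count of 2. Adjusted p-values in the text are from edgeR unless DESeq2 (version 1.42.0) or limma-voom (limma version 3.58.1) is named. Permutation tests of single values used log2 of CPM plus 0.5 and are exact and two-sided. The labels do not say whether ileal and colonic libraries come from the same mice. The fits, permutation tests and splits over both tissues take the libraries as independent, and if each mouse gave both tissues, 3 mice against 3 would allow no exact p below 0.1. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

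The depth of each library was between 16749138 and 27903083 expected counts, and 28017 genes had at least 1 count in some library. Genes with few counts, such as Ighv1-55 in colon, are limited by depth. The steps were tested on simulated data, with counts drawn from the fitted means, library sizes and dispersions of the real genes and 200 genes changed by known folds. For the genotype effect over both tissues, edgeR recovered 61% of genes changed 2-fold and 90% of those changed 4-fold among 16226 genes, and 7.93% of its calls were false. DESeq2 recovered 74% and 97% among 16558 genes with 29.3% false calls, and limma-voom 63% and 87% among 16226 genes with 10.7% false calls. These shares hold for the simulated setting and do not carry over to the real libraries. Each gene was drawn independently, so the joint shift of the 2 ileal libraries with few muscle transcripts is absent. With fewer than 200 changed genes the adjusted threshold is harder to reach. In the real libraries edgeR did not call Slc39a8 (log2 fold change -1.13, adjusted p = 0.382).

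The genes named in the text follow a rule fixed before the data were examined, as were the gene lists, the tests and most alternatives. The rule names the genes of Supplementary Table 1, whose values in the paper had been seen, the genes on the lists that the paper names, and the markers of substrain, sex and transgene. It also names all genes past the threshold in a genotype comparison if there are at most 10, the 3 largest positive and 3 largest negative changes between tissues, paralogs of a named gene, and the gene with the smallest p in the windows of 2000000 bases around Slc39a8 and Acer1. Genes outside the rule are marked in the text as chosen after their values were seen. The 15 lists, with 81 genes, are tight junction, cytokines and chemokines, metal transporters, ceramidases and sphingosine kinases, sphingomyelin synthases, the genes called by the paper, substrain markers, sex markers, the transgene promoter gene, plasma cells, epithelium, smooth muscle and stroma, T and B cells, Paneth cells and goblet cells. Each list was tested as a set with camera at a preset correlation of 0.01 and with fry, and adjusted over the 15 lists. Below an adjusted p of 0.1 over both tissues, only the substrain markers and the genes called by the paper hold under fry. The metal transporters, sex markers and plasma cells pass in camera alone.

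The alternatives were DESeq2, limma-voom, other scaling factors (RLE, upper quartile, library size only), other filters on low counts, expected counts without rounding, other thresholds, the replicate number as a block or as a random effect, models without the tissue term, the 6 libraries of a comparison alone, and each library left out in turn. Chosen after the values were seen were a score of muscle transcripts as a term, the removal of the 2 ileal libraries with few muscle transcripts, edgeR with robust dispersions, DESeq2 with each library left out, the added counts of Entpd4 and Entpd4b, and the set of immunoglobulin V genes. Replicates were compared before averaging, and no pair of libraries of a group differed by as little as sampling noise (chi-square per degree of freedom of 17.1 or more). No test of single outlying libraries was made. The values of 1 gene on the lists are not reported here.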

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

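Of the tests in this part, those on the immunoglobulin V genes as a set and on the added counts of Entpd4 and Entpd4b were chosen only after the values were seen.

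A list of 5 genes that differ between the substrains C57BL/6J and C57BL/6N was higher in Slc39a8-IEC KO libraries. The paper reports 1 of them, Entpd4b, among its called genes, and does not report on the list as a set. Over both tissues its median log2 fold change was 0.27, with 4 of 5 genes higher (camera adjusted p = 6.4e-05, fry adjusted p = 0.046). Adjusted over the list alone, 2 genes passed in edgeR, Entpd4b and Entpd4. Over all genes 0 of the 5 passed in edgeR, with 2 at an unadjusted p under 0.05, against 1 in DESeq2 and 0 in limma-voom. Entpd4b and Entpd4 share their sequence, and the study had picked Entpd4b from these libraries, so the 2 genes carry 1 signal. A different division of reads between the copies is excluded as its cause, since the added counts changed by a log2 fold change of 0.70. The markers outside this pair were Nnt, at 0.25 (standard error 0.45), Wdfy1, at -0.08 and of opposite sign with library size as the only scaling, and Ide, at 0.27 (standard error 0.24). The smallest unadjusted p of these 3 was 0.286, for Ide, and their exact permutation p-values were 0.395 for Nnt, 0.515 for Wdfy1 and 0.23 for Ide. Nnt varied within genotypes, at 7.25, 4.11 and 30.1 CPM in the ileal control libraries and 28.7, 23.2 and 9.57 CPM in the ileal KO libraries. A candidate explanation is that a segment from another substrain was carried along with the Cre allele. The labels give both genotypes as homozygous for the floxed allele, so by the labels a segment carried with that allele would be in both. The paper's methods describe controls as a mixture, under which the floxed allele stays open too. A carried segment cannot be told apart from an effect of genotype on Entpd4b. The 3 markers with these errors neither show nor rule out other segments, and the labels give all mice as C57BL/6J. An effect of the loss of Slc39a8 stays open and was not tested. The median lay between 0.15 and 0.77 over the alternatives, and at 0.77 without ileum control replicate 3.

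The sex markers, which the paper did not report on, were lower in KO libraries, with a median log2 fold change of -0.24 over the 4 genes tested, all from the Y chromosome and all lower (camera adjusted p = 0.035). The list did not pass in fry (adjusted p = 0.49). Ddx3y had the lowest value, -0.30 (standard error 0.14, exact permutation p = 0.08), and Kdm5d was at -0.0033. Xist held 1 to 6 counts in each of the 12 libraries, so no library had the level of a female mouse. Over the alternatives the median lay between -0.37 and -0.11, and in 7 of them the list did not pass in camera. No technical or biological cause was tested.

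The list of plasma cell genes was higher in KO libraries, with a median log2 fold change of 0.29 and 9 of 9 genes higher (camera adjusted p = 0.0058). It did not pass in fry (adjusted p = 0.42), and its mean log2 CPM did not differ between genotypes in an exact permutation test (p = 0.285, 0.356 adjusted over 5 related tests). Over the alternatives the median lay between 0.20 and 0.59. More plasma cells in the mucosa of KO mice might also raise Ighv1-55. Jchain, which plasma cells express whatever V gene they use, did not differ (exact permutation p = 0.57), which with 3 mice per group does not exclude a change of moderate size, so the share of plasma cells and other causes cannot be told apart.

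Immunoglobulin V genes other than Ighv1-55, which the paper does not report on, were higher in KO libraries over both tissues. Of 84 V genes tested, 77 were higher and 7 lower in KO libraries, 59 at least 2-fold higher and 1 at least 2-fold lower. The median log2 fold change was 1.58 (-1.73 to 4.07 over the genes), and 30 genes had an unadjusted p under 0.05, all of them higher. No single V gene passed the threshold, the smallest adjusted p in edgeR being 0.998. Of 10000 random lists of the same size, 0 had as high a median, the highest being 0.10. V genes vary together within a mouse, with an estimated correlation of 0.37 between genes. With that correlation the camera p was 0.023, against 7.2e-30 at the preset one, and fry gave 0.049. The median stayed positive over the alternatives, between 0.69 and 1.98. The 5 related measures per library were compared by exact permutation tests. The summed CPM of V genes did not differ between genotypes (exact permutation p = 0.145, 0.242 after adjustment). In ileum it was 215, 296 and 108 in control and 89.8, 518 and 769 in KO libraries, and in colon 35.6, 65.4 and 39.9 in control and 56.3, 70.7 and 206 in KO libraries. V genes per Jchain had an exact permutation p = 0.035, or 0.175 after adjustment. The share of Ighv1-55 among heavy chain V counts had an exact permutation p = 0.09, or 0.225 after adjustment. It was 7.23, 3.68 and 0.62% in ileal control and 20.3, 12.2 and 6.05% in ileal KO libraries, and 5.68, 2.29 and 2.38% in colonic control and 12.8, 4.74 and 1.82% in colonic KO libraries. A higher share of plasma cells would raise V genes and Jchain alike, so the higher V genes per Jchain (0.035) go against it as the whole cause, but as this value does not hold after adjustment they do not exclude it. Clones that differ between mice, with 0.145 for the summed V genes and 0.09 for the share of Ighv1-55, may contribute. These explanations cannot be told apart with 3 mice per group. Reads divided between similar V genes also stay open. A response of B cells to the loss of epithelial Slc39a8 is a further open explanation that was not tested.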

How the results depend on the processing

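The settings with a muscle score, those without the 2 ileal libraries that hold few muscle transcripts, DESeq2 with each library left out, edgeR with robust dispersions and the added counts of Entpd4 and Entpd4b were chosen after the values were seen.

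For the genotype effect, both tissues, 25 of 47 settings left the count of genes within 1.5 times that of edgeR, which was 0. DESeq2 called 4 genes and limma-voom 1, and 76 genes had an unadjusted p under 0.01. The muscle score as a term gave 3 genes in edgeR (Slc39a8, Ighv1-55 and Igkv6-23), 38 in DESeq2, and 4 in edgeR as a separate term per tissue (the same 3 and Igkv12-46). Without the 2 ileal libraries that hold few muscle transcripts, edgeR called 5 genes (Irf2bpl, Slc39a8, Ighv1-82, Entpd4 and Ighv1-55) and DESeq2 153. Igkv6-23, Igkv12-46, Irf2bpl and Ighv1-82 are named after their values were seen. With 1 library left out the count lay between 0 and 82, the highest in DESeq2 without ileum control replicate 3. edgeR called Ighv1-55 without ileum control replicate 3 and Slc39a8 without ileum KO replicate 1, and 0 genes in the other 10 fits. DESeq2 called 13 genes without ileum KO replicate 1, 14 without colon KO replicate 1 and 2 to 5 in the remaining fits. DESeq2 without the tissue term and edgeR with robust dispersions called 0 genes. For the genotype effect, ileum, DESeq2 called 2 genes, limma-voom 1, limma-voom with the mouse as a random effect 1 and edgeR with the muscle score 1, and 38 genes had an unadjusted p under 0.01. With 1 library left out the count was 0 to 1, with Mt1 called without ileum KO replicate 1. For the genotype effect, colon, the fit on its 6 libraries alone called 1 gene, and 44 genes had an unadjusted p under 0.01. For the difference of the genotype effect between colon and ileum DESeq2 called 1 gene, and 19 genes had an unadjusted p under 0.01. With 1 library left out both of these counts stayed at 0 in edgeR. The tissue effect in control mice stayed within 1.5 times of 5940 genes in all 26 settings, at 4250 to 7501. Except for settings that remove libraries, change the test or change the threshold, the cause of these differences was not tested.

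The log2 fold changes of the paper's 4 genes over both tissues kept their direction in every setting, and the threshold was passed only in some. Slc39a8 passed in DESeq2 (-1.13), in limma-voom (-1.18), with the muscle score in edgeR and DESeq2 (both -1.16) and per tissue (-1.15), and without the 2 libraries in edgeR and DESeq2 (both -1.24). It lay between -1.24 and -1.06 with 1 library left out. Ighv1-55 passed in DESeq2 (2.6), with the muscle score in edgeR (2.92), in DESeq2 (2.91) and per tissue (2.90), and without the 2 libraries in edgeR (2.45). It lay between 2.28 and 2.91 with 1 library left out. Entpd4b passed in DESeq2 (0.69), with the muscle score in DESeq2 (0.69) and without the 2 libraries in DESeq2 (0.76), and lay between 0.64 and 0.78 with 1 library left out. Acer1 passed in DESeq2 (0.84), with the muscle score in DESeq2 (0.84) and without the 2 libraries in DESeq2 (0.96), and lay between 0.73 and 0.92 with 1 library left out. In DESeq2 with 1 library left out, Acer1 passed in 5 of 12 fits (without ileum control replicate 3, ileum KO replicate 1, colon control replicate 3, colon KO replicate 1 or colon KO replicate 3), Entpd4b in 4, and Slc39a8 and Ighv1-55 in 11. Without ileum control replicate 3 DESeq2 gave no adjusted p for these other 3 genes.

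Over all named genes and comparisons, 904 of 972 values kept their direction and their side of the threshold, 57 passed it that had not, 2 no longer did and 9 changed sign. The 2 were those of Aqp8 between tissues under limma-voom with and without a random effect. The changes of sign were in small values. The difference between tissues of Entpd4b was 0.0047 with library size as the only scaling and -0.22 to 0.14 with 1 library left out, that of Slc39a8 -0.37 to 0.11 and that of Entpd4 -0.24 to 0.33 with 1 library left out. Wdfy1 was at 0.0094 with library size only. The other 28 genes of the lists are given as a count, and 14 of them changed sign in some of 1229 values, each with a log2 fold change smaller than its standard error. Cldn2 passed the threshold in 2 settings.

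Of 615 list medians, 533 kept their sign and their side of the camera test. The cytokine median was 0.049 with library size only, 0.038 with the replicate block, 0.014 with the muscle score and 0.048 with it per tissue, and -0.90 to 0.31 with 1 library left out. The median of the metal transporters was 0.039 with library size only and -0.22 to 0.094 with 1 library left out, and that of the ceramidases and sphingosine kinases 0.035 and -0.099 to 0.031. The sphingomyelin synthases were at -0.012 with the muscle score in edgeR, -0.011 in DESeq2 and -0.023 per tissue, and at -0.025 to 0.096 with 1 library left out. The smooth muscle and stroma list was at 0.016 with its own score in edgeR and 0.017 in DESeq2, and at -0.45 to 0.032 with 1 library left out. T and B cells lay between -0.067 and 0.32 with 1 library left out. Paneth cells were at 0.019 in limma-voom and 0.041 with a random effect, and at -0.46 to 0.13 with 1 library left out. For these lists the cause was not tested.

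Scaling by library size alone moved the median of all genes by 0.10 on the log2 scale in colon and by 0.078 over both tissues. Whether the replicate numbers pair the samples is not settled. The deviations of the 6 pairs of ileal and colonic libraries with the same genotype and number had correlations of -0.08 to 0.25 (median 0.108, over 0.1 in 3 pairs), against a median of -0.043 in the 12 pairs with different numbers, of which 1 was over 0.1. With the replicate number as a block, edgeR called 0 genes in each of the 4 genotype comparisons. For the tissue effect in control mice it called 5333 genes. This block joins control and KO libraries of the same number, which come from different mice. It does not model ileal and colonic libraries of the same mouse, so these counts do not show the effect of such a pairing. Genes with few counts limit the precision, above all Ighv1-55, whose test did not run under a minimum of 10 counts in every library.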

Differences from the paper's values

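The number of genes past the threshold over both tissues differed. The paper reports 4 genes, 3 higher and 1 lower in Slc39a8-IEC KO mice, and edgeR called 0 genes, with 0 higher and 0 lower. Unadjusted p under 0.05 was found for 641 genes, and limma-voom called 1. Of the 28 alternatives set before the data were examined, DESeq2 gave the paper's number of genes and its number of higher genes, and the other 27 gave neither. Apart from limma-voom, with and without a random effect, and DESeq2 without the tissue term, those 27 are all settings of edgeR. They are not independent of each other, so their number does not measure how well the paper's result holds. The paper's number of lower genes was also reached by limma-voom and by edgeR without ileum KO replicate 1, and not by the other 25.

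The adjusted p-values differed for all 4 genes. The paper's value for Slc39a8 is 1.25e-05, and edgeR gave 0.382. The paper's value is 3.40e-04 for Ighv1-55, 2.56e-02 for Entpd4b and 4.65e-02 for Acer1, and edgeR gave 0.998 for each. Of the alternatives set before the data were examined, 26 for each gene and 25 for Ighv1-55, DESeq2 gave the paper's values, and the others did not. Most of those others are again settings of edgeR. The log2 fold changes of the 4 genes in edgeR did not differ from those read by eye from the paper's volcano plot, nor did they in any of these alternatives for Slc39a8, Entpd4b and Acer1. For Ighv1-55 they did not differ in 22 of 25, and differed in limma-voom (3.25), limma-voom with the mouse as a random effect (3.33) and edgeR without ileum control replicate 3 (2.28).

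Other settings called some of the paper's genes. limma-voom called Slc39a8, edgeR without ileum control replicate 3 called Ighv1-55, and edgeR without ileum KO replicate 1 called Slc39a8. The score of muscle transcripts as a term in edgeR, over both tissues or separately in each, and edgeR without the 2 ileal libraries that hold few muscle transcripts, all 3 chosen after seeing the values, called Slc39a8 and Ighv1-55 and dropped 2 of the paper's 4 genes. The score as a term in DESeq2, chosen after seeing the values, called all 4 and dropped 0, among 38 genes in all. DESeq2 without those 2 libraries, chosen after seeing the values, called Slc39a8, Entpd4b and Acer1 among 153 genes and dropped 1, Ighv1-55, which had no adjusted p. DESeq2 with 1 library left out, chosen after seeing the values, called between 1 and 4 of the paper's genes and dropped between 0 and 3, with Acer1 called in 5 of 12 fits.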

Other observations

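In this part, the tests on the 2 ileal libraries with few muscle transcripts, on muscle content for Acer1, on the Slc39a8 transcripts that remain in KO libraries, on colonic genes in ileum KO replicate 2, and the splits of the libraries with DESeq2 and with the muscle score were chosen only after the values were seen.

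Ileum control replicate 3 and ileum KO replicate 1 differed from the other 4 ileal libraries by more than the genotypes did. The list of smooth muscle and stroma genes was lower by 5.38 in mean log2 CPM, with 7 of 7 genes lower, while epithelial genes differed by -0.0075. Paneth cell genes were higher by 1.17 (5 of 5 genes) and goblet cell genes by 0.21, plasma cell genes changed by -0.91 (7 of 9 lower), and T and B cell genes went both ways, with a mean of 0.73. The B cell genes Ms4a1 and Cd79a were higher, Ms4a1 at 9.60 to 11.9 CPM against 0.611 to 0.758, and Cd79a at 12.7 to 13.8 against 0.599 to 3.36. Chosen after their values were seen, Olfm4 was at 751 and 523 CPM against 105 to 181, Lyz1 at 6360 and 4742 against 1839 to 2459, and Reg3g at 1742 and 2742 against 10700 to 36506. A lower share of non-epithelial tissue of every kind is excluded, since Ms4a1 and Cd79a were higher by at least 2.57 on the log2 scale. Sequencing depth is excluded, with a mean total count of 0.881 times that of the other 4 libraries. Colonic tissue in place of ileum is excluded, since the lower Fabp6 value of the 2 libraries was 4447 CPM, against at most 26.8 CPM in colon. That the muscle layer was left out of the sampled tissue is a candidate explanation, found on the same data. It cannot be told apart from others, since the -0.0075 of the epithelium list is a mean over 4 genes lower and 3 higher and decides nothing. It does not by itself account for the B cell, Paneth cell and Reg3g values, for which a different stretch of ileum or another state of the mouse stays open and was not tested.

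These libraries weigh on the number of genes called. In 100 of the possible splits over both tissues, the real one included, the genotypes were exchanged within each tissue. edgeR called 0 genes in the real split over both tissues and 0 for the difference between tissues. Any split gives at least 0 genes, so the 100 of 100 splits that do so in both comparisons say nothing about chance. Over both tissues 95 splits gave none and the highest 3, and the smallest p of the real split was reached by 13 splits. DESeq2 called 4 genes in the real split, and 34 of 100 splits gave as many or more, with a median of 1 and a highest count of 369, so chance is not excluded for the number of DESeq2 calls. The real split places the 2 libraries with few muscle transcripts in different groups. Among the 63 splits that do so, 4 gave as many genes (median 0, highest 36), and among the 37 that place them in the same group 30 did (median 22). With the muscle score as a term, edgeR called 3 genes, and 3 of 100 splits gave as many, the real one included. This argues against chance for that count if the ileal and colonic libraries come from different mice, which the labels do not say. As the score was chosen after the values were seen, chance is not excluded. The highest count was 70 and 80 splits gave none. The 3 genes were Slc39a8, Ighv1-55 and Igkv6-23, the last one named after its value was seen. Within 1 tissue there are 10 splits, too few to exclude chance. In ileum, where the real split gave 0 genes and all 10 splits therefore gave as many, 8 gave none, and the other two gave 140 and 108 genes, both with the 2 libraries in the same group. In colon 10 of 10 gave none. For the tissue effect in control mice 1 of 10 splits, the real one, gave as many genes.

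For the higher Acer1 counts, a larger share of epithelial cells as a whole is excluded as the main cause. The epithelium list changed by a median log2 fold change of only 0.080 (6 of 7 genes higher, camera adjusted p = 0.24, fry adjusted p = 0.29). Its genes mark epithelium in general, so they cannot show a shift among types of epithelial cells. The list passed in camera in 14 of 44 alternatives, among them DESeq2 (0.082) and library size as the only scaling (0.16), but its median lay between 0.042 and 0.16 over the alternatives, far below the change of Acer1. Muscle content of the ileal libraries is excluded as the whole cause, since the log2 fold change was 0.83 with the muscle score as a term. The small increase within the pair of libraries with few muscle transcripts rests on 1 library per genotype and was not tested. That Acer1 lies near the Villin-Cre insertion or in a passenger segment could not be told apart from a response of Acer1 itself. Its neighbours had more small p-values than other genes (Fisher's exact p = 0.0497), which may come from such a segment. The lowest p was that of Zfp119b, which was lower in KO libraries. As for Acer1, the KO and control libraries of Zfp119b did not overlap in either tissue. Its exact permutation p was 0.005 over both tissues, the smallest possible with the libraries taken as independent. Like Acer1 it did not pass the threshold in edgeR over all genes (adjusted p = 0.998). Over the alternatives its log2 fold change lay between -0.83 and -0.62, and its adjusted p between 0.099, in DESeq2 without colon KO replicate 1, and 1. The place of the insertion is not given in the sources used here. A response of Acer1 to the loss of Slc39a8, which the paper proposes, stays open as the biological explanation.

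About 48.4% of Slc39a8 transcripts remained in ileal and 43.6% in colonic KO libraries, a smaller loss than the qPCR of the paper shows. That qPCR was made on lengths of ileum and colon from other, older mice, so the losses come from unlike samples. Transcripts from non-epithelial cells may contribute to those that remained. The ileal KO library with few muscle transcripts had 1.61 times the Slc39a8 CPM of the mean of the other ileal KO libraries, which gives no sign of muscle cells as their source, but other cells stay open and cannot be told apart. Transcripts without the deleted exon may also be counted. The paper's schematic of the floxed allele places the loxP sites on both sides of exon 3. The forward primer of its qPCR lies in exon 3 of transcript ENSMUST00000081978.9 (chromosome 3, 135849016 to 135849178, 163 of 3314 bases), the reverse primer in exon 4, and 95.1% of the transcript lies outside exon 3. If the paper numbers the exons in the same way, the qPCR does not amplify transcripts that lack exon 3, while reads from their other exons are counted here. Counts per gene cannot tell such transcripts apart from intact ones. A passenger segment around Slc39a8 was also considered. Of 19 other genes within 2000000 bases, 0 had an unadjusted p under 0.05 in edgeR, with the smallest p for Gm43430 at a log2 fold change of -0.62 (adjusted p = 0.998, exact permutation p = 0.055). By the labels both genotypes are homozygous for the floxed allele, so a segment linked to it would be in both and would not differ. If controls were a mixture, as the paper describes, a share of 0 among only 19 genes cannot tell such a segment from its absence.

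Within single tissues, edgeR called 0 genes between genotypes, with 252 genes at an unadjusted p under 0.05 in ileum and 385 in colon. DESeq2 called 2 genes in ileum and 0 in colon, and limma-voom 1 and 0. For the difference between the tissues edgeR called 0 genes, with 169 at an unadjusted p under 0.05, DESeq2 called 1 and limma-voom 0. The DESeq2 calls in ileum were Ighv1-55 and Aqp8, and that of the difference was Aqp8. The Aqp8 call rests on 1 library, since ileum KO replicate 2 held 1722 counts, the other ileal KO libraries 6 and 0, and the ileal control libraries 0, against 427 to 4046 in colon. Tissue or RNA like that of the colonic libraries, at the share of 35.3% or more that its Aqp8 value needs, is excluded. Of 31 other genes at least 100 times higher in colonic than in ileal control libraries, 0 reached that share in it, and their median was 1.96% of the colonic level. Yet 17 of them were above 1% of that level, against 1 and 7 in the other ileal KO libraries, and Car1, named after its value was seen, was at 2632 CPM against 3.40 to 143.6 CPM in the other 5 ileal libraries. A small share of tissue from a part of the intestine with more Aqp8 than the colonic libraries hold may be its source, and it cannot be told apart from a change in that mouse, since no such part was sequenced. Named after their values were seen, Gm42878 was called in ileum by limma-voom, Mt1 in ileum by edgeR without ileum KO replicate 1, and Spink1 in colon by edgeR on the 6 colonic libraries alone. Mt1 was 4.29 times as high in KO libraries in the other ileal libraries, 0.94 times in the pair with few muscle transcripts and 1.39 times in colon.

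In these libraries, over both tissues, the tight junction list had a median log2 fold change of 0.06, with 5 of 8 genes higher and Cldn2 highest at 0.41 (camera adjusted p = 0.39, fry adjusted p = 0.54). Of the cytokines and chemokines 3 of 5 had enough counts, with a median of -0.05 and a mean of -0.50 (camera adjusted p = 0.32, fry adjusted p = 0.61). Adjusted over the list alone, Tnf passed at -1.50 (standard error 0.62, exact permutation p = 0.09), and over all genes it did not pass in edgeR (adjusted p = 0.998). The metal transporters had a median of -0.02 and a mean of -0.27 (camera adjusted p = 0.0070, fry adjusted p = 0.23), and adjusted over the list alone Slc39a8 passed, while over all genes 0 of the list passed in edgeR, 1 in DESeq2 and 1 in limma-voom, and 1 had an unadjusted p under 0.05. The ceramidases and sphingosine kinases had a median of -0.03 and a mean of 0.059, of opposite sign (camera adjusted p = 0.33, fry adjusted p = 0.29). Adjusted over the list alone Acer1 passed (0.0024), and over all genes 0 passed in edgeR, 1 in DESeq2 and 0 in limma-voom, with 1 at an unadjusted p under 0.05. Acer2 was at -0.03 (standard error 0.18), Acer3 at -0.07 (standard error 0.12) and Sphk1 at -0.33 (standard error 0.36). For Sphk1 the paper reports a significant rise by qPCR in ileum and colon of KO mice. The value here had the opposite sign but was smaller than its error, so these libraries do not show that rise. The sphingomyelin synthases had a median of 0.02 (camera adjusted p = 0.73, fry adjusted p = 0.71). With library size as the only scaling, the medians of the cytokines, metal transporters and ceramidases change sign. Slc39a8 and Acer1 were picked by the study from these libraries.

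Among the lists of cell types over both tissues, smooth muscle and stroma had a median log2 fold change of -0.23 with 7 of 7 genes lower (camera adjusted p = 0.39, fry adjusted p = 0.78), T and B cells of 0.20 with a mean of 0.11 (camera adjusted p = 0.33, fry adjusted p = 0.61), Paneth cells of -0.22 (camera adjusted p = 0.32, fry adjusted p = 0.70) and goblet cells of -0.08 (camera adjusted p = 0.33, fry adjusted p = 0.54). Vil1, whose promoter drives Cre and which is also on the epithelium list, was at 0.03. All genes of these lists had enough counts in the mucosa to be tested.

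The primer sequences in the paper's Supplementary Table 2 were matched to the transcripts of GENCODE M21. Of 20 pairs, 18 matched their gene. The pair listed for Acer3 has the same sequences as that for Acer2 and matched Acer2 transcripts only, and no transcript held both primers listed for Asah1.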
